# Downstream Signaling Pathways in Mouse Adipose Tissues Following Acute In Vivo Administration of Fibroblast Growth Factor 21

**DOI:** 10.1371/journal.pone.0073011

**Published:** 2013-09-06

**Authors:** Eric S. Muise, Sandra Souza, An Chi, Yejun Tan, Xuemei Zhao, Franklin Liu, Qing Dallas-yang, Margaret Wu, Tim Sarr, Lan Zhu, Hongbo Guo, Zhihua Li, Wenyu Li, Weiwen Hu, Guoqiang Jiang, Cloud P. Paweletz, Ronald C. Hendrickson, John R. Thompson, James Mu, Joel P. Berger, Huseyin Mehmet

## Abstract

FGF21 is a novel secreted protein with robust anti-diabetic, anti-obesity, and anti-atherogenic activities in preclinical species. In the current study, we investigated the signal transduction pathways downstream of FGF21 following acute administration of the growth factor to mice. Focusing on adipose tissues, we identified FGF21-mediated downstream signaling events and target engagement biomarkers. Specifically, RNA profiling of adipose tissues and phosphoproteomic profiling of adipocytes, following FGF21 treatment revealed several specific changes in gene expression and post-translational modifications, specifically phosphorylation, in several relevant proteins. Affymetrix microarray analysis of white adipose tissues isolated from both C57BL/6 (fed either regular chow or HFD) and db/db mice identified over 150 robust potential RNA transcripts and over 50 potential secreted proteins that were changed greater than 1.5 fold by FGF21 acutely. Phosphoprofiling analysis identified over 130 phosphoproteins that were modulated greater than 1.5 fold by FGF21 in 3T3-L1 adipocytes. Bioinformatic analysis of the combined gene and phosphoprotein profiling data identified a number of known metabolic pathways such as glucose uptake, insulin receptor signaling, Erk/Mapk signaling cascades, and lipid metabolism. Moreover, a number of novel events with hitherto unknown links to FGF21 signaling were observed at both the transcription and protein phosphorylation levels following treatment. We conclude that such a combined "omics" approach can be used not only to identify robust biomarkers for novel therapeutics but can also enhance our understanding of downstream signaling pathways; in the example presented here, novel FGF21-mediated signaling events in adipose tissue have been revealed that warrant further investigation.

## Introduction

FGF21 is expressed in multiple metabolic tissues (liver, pancreas, and adipose, among other tissues [1]). Moreover, FGF21 increases glucose uptake and insulin sensitivity while decreasing gluconeogenesis, lipogenesis and circulating cholesterol levels in multiple pre-clinical animal models when administered pharmacologically [2] [3] [4] [5]. Fasting and ketogenic conditions induce hepatic expression of FGF21 through PPARα [6] [7], while its expression is induced in adipose tissues by PPARγ activation [8] [9]. FGF21 binds to fibroblast growth factor receptors (FGFRs) complexed with the co-receptor βKlotho (Klb) and signals through phosphorylation cascades involving FRS2a and Erk/MAPK leading to transcriptional changes of several metabolic genes [10] [11] [12]. Phosphorylation of Gsk-3, Shp2, Mek1/2, and Stat3 following FGF21 treatment of 3T3L1 adipocytes has been reported [13].

There is growing evidence suggesting that FGF21 signaling specifically in adipose tissue is crucial for its beneficial metabolic effects. For example, FGFR1 and βKlotho expression in adipose tissues, and downstream FGF21 signaling, are required for at least part of FGF21’s acute insulin-sensitizing and glucose uptake effects in mice [14,15]. In support of this observation, FGF21 displays impaired glucose- and triglyceride-lowering efficacy in lipodystrophic mice [16]. Recent reports have identified adiponectin as a key mediator of FGF21’s effects on glucose homeostasis and insulin sensitivity in mice [17,18]. In addition, administration of FGF21 has been shown to induce weight loss [3] [12] [19] and white adipose browning [20] in several pre-clinical animal models.

In order to further our understanding of FGF21 signaling downstream of receptor activation in mouse adipose tissues, we have used unbiased transcriptomic and phosphoproteomic profiling to quantify transcripts and phosphoproteins that are modulated after acute FGF21 treatment. For our studies, we used both native FGF21 protein (WT FGF21) and a pegylated form that increases its half-life [5] while displaying acute efficacy in terms of normalizing insulin-stimulated glucose uptake in insulin-resistant mice [21]. In addition to affecting known signaling cascades and metabolic pathways, FGF21 treatment also resulted in the phosphorylation and regulation of many novel proteins and transcripts with hitherto unknown links to FGF21 signal transduction pathways.

## Materials and Methods

### Ethics Statement

All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee of Merck & Co., Inc.

### In vivo studies for RNA profiling

Animals were housed in temperature-, humidity-, and light-controlled rooms (21–23°C, 47–65%, and 12/12-h light/dark cycle, respectively). Male C57BL/6 mice were purchased from Taconic Farms, Inc. at 6 weeks of age and fed either chow diet (Teklad 7012) or high fat diet (Research Diets D12492). Male db/db mice were purchased from The Jackson Laboratory at 5 weeks of age and fed chow diet (Teklad 5008). At 8 weeks of age, the mice were treated with either vehicle (saline), WT FGF21 or PEG30-FGF21 Q108 (Ambrx, San Diego, CA) [5] by subcutaneous injection twice daily (BID; WT FGF21 at 1.25 mg/kg) or twice weekly (BIW; PEG30-FGF21 Q108 at either 0.75 or 2.5 mg/kg) for either 2 or 5 days. This corresponded to 1 or 2 doses of PEG30-FGF21 Q108, respectively, with tissues taken approximately 30 hours post last dose. Tissues were taken approximately 6 hours post last dose for vehicle and WT FGF21. There were 5 animals per treatment group. Terminal ambient blood glucose levels were measured by glucometer (Onetouch Ultra). Mice were euthanized by CO2 asphyxiation 6 hours post last dose and adipose depots (epididymal, inguinal, and retroperitoneal white adipose tissues (EWAT, IWAT, and RPWAT) and brown adipose tissue (BAT)) were flash frozen in liquid nitrogen.

### RNA Extraction and Hybridization

Microarray analysis was performed as previously described [22]. Briefly, total RNA was isolated from frozen tissues after homogenizing in TRIzol reagent (Invitrogen, Carlsbad, CA) and processed with the Promega SV-96 total RNA kit (Promega, Madison, WI) according to the manufacturer’s instructions. Samples were amplified and labeled using a custom automated version of the NuGEN Ovation WB protocol. Hybridization on custom mouse Affymetrix microarrays (RM-MG01Aa520487, Mouse RSTA Custom Affymetrix 1.0. Santa Clara, CA.), labeling and scanning using Affymetrix ovens, fluidics stations and scanners were performed according to the protocols recommended (NuGEN, San Carlos, CA). Sample amplification, labeling, and microarray processing were performed by the Covance Genomics Laboratory in Seattle, WA. The raw gene expression data have been deposited in NCBI’s Gene Expression Omnibus database and are accessible at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44095.

### Cell culture and in vitro treatments

3 T3-L1 preadipocytes (American Type Culture Collection) were grown in DMEM and differentiated as previously described [23]. The cells were used 9–11 days following differentiation induction, when exhibiting >90% adipocyte phenotype. Human adipocytes were obtained from Cell Applications, Inc. (San Diego, CA). Human pre-adipocytes were grown to confluence in pre-adipocytes medium (Cell Applications, Inc.). Differentiation was induced by incubating cells in adipocyte differentiation medium for 10 days. Differentiated 3T3-L1 and human adipocytes were serum depleted overnight in 0.5% fatty acid free BSA (Sigma–Aldrich, St. Louis, MO) and treated for 15 min with WT FGF21 or PEG30-FGF21 Q108 (1 μg/ml). After treatments, the cells were rinsed twice with PBS and scraped into ice-cold lysis buffer as described on Western blot methodology.

### In vitro studies for phosphoproteomic analysis

SILAC labeling for mouse 3T3L1 cells was performed in heavy (^13^C6 Lys and ^13^C6 Arg) and light (^12^C6 Lys and ^12^C6 Arg) DMEM media as previously described [24]. At passage five, the 3T3L1 cells were differentiated into adipocytes prior to treatment, as previously described [25]. The heavy or light Lys/Arg labeled cells were treated with vehicle or WT FGF21 at 1 μg/ml (Ambrx, San Diego, CA) for 10 min. After the treatment, the cells were lysed and the protein concentrations of lysates were measured in five replicates using BCA protein assays [Thermofisher Scientific, Rockford, IL]. Equal amounts of vehicle or FGF21 treated light and heavy stable isotope labeled lysates were mixed to generate the forward and reverse labeling samples to minimize potential labeling discrepancies. Aliquots of the sample (~500 μg) were subjected to proteolytic digestion with Trypsin and Endo-Protease LysC prior to further sample processes using Phos-Trap ^TM^ phosphopeptide enrichment kit (PerkinElmer, Waltham, MA) following the manufacturer’s instructions. All samples were analyzed using a NanoAquity (Waters Corp., Milford, MA) coupled with a LTQ-Orbitrap (Thermo-Fisher Scientific, Waltham, MA). In each data collection cycle, a high resolution full MS spectrum (300–1500 m/*z*) was acquired in the Orbitrap (6 × 10^4^ resolution setting, automatic gain control (AGC) target of 10^6^) followed by 10 tandem mass spectra were acquired in the LTQ using collision-induced dissociation (CID) (AGC target, 10000; threshold 5000) in a data dependent fashion (dynamically exclusion, 30 s). Raw full MS data were analyzed by Elucidator SILAC analysis tool (Microsoft, Redmond, WA, version 3.3) to determine relative ratios of "light" to "heavy" peptide pairs. MS/MS data were then searched against the Merck rodent database using the SEQUEST algorithm. The resulting phosphopeptides that exhibited >1.5 fold changes in both "forward" and "reverse" conditions were verified by manual interpretation and were included in the Table S9.

### In vivo validation study

Male C57BL/6 mice were purchased from Taconic Farms, Inc. at 12 weeks of age and fed chow diet (Teklad 7012). At 14 weeks of age, the mice were given a single subcutaneous injection of either vehicle (saline) or PEG30-FGF21 Q108 at one of three doses (2.5, 0.75, or 0.25 mg/kg). There were 8 animals per group. For phosphoprotein analysis, tissues were taken 15 min post injection and flash frozen. For RNA quantitation by PCR analysis and serum immunoassay analysis, IWAT and terminal blood were taken 6 hr, 24 hr, or 48 h post injection. Insulin was measured using mouse ultrasensitive insulin ELISA kit (Mercodia Inc, Wiston Salem, NC).

### Quantitative Real-Time PCR

For real-time PCR analysis, total RNA was isolated from frozen iWAT tissues by tissue homogenization with disposable probes and RNA extraction using the Qiagen RNeasy Lipid Tissue Mini Kit (Qiagen, Valencia, CA). RNAs were treated in-solution with Turbo DNase in the presence of SUPERase-In (both Life Technologies, Grand Island, NY), followed by purification and concentration using the Qiagen RNeasy MinElute Cleanup Kit. Purified and DNase-treated RNAs were quantified by absorbance at 260 nM. 600 ng of RNA was converted to cDNA using the RT2 PCR Array First Strand Kit (SABiosciences, Valencia, CA). Custom-made PCR arrays (CAPM-0838E; SABiosciences) containing pre-developed reactions for 24 customized genes, four housekeeping genes, and four control reactions were performed according to the manufacturer’s instructions. Data analysis was performed using the web-based analysis tool (www.sabiosciences.com/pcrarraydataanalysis.php). Relative gene expression was calculated by 2^-^ *ΔΔ* ^Ct^ relative to control. Treatment effects were evaluated by independent T tests of group means using Bonferroni adjustments for multiple comparisons. Statistical significance was defined as p < 0.05

### Western blotting

Frozen tissues were homogenized on ice in Cell Lysis Buffer (Cell Signaling Technology, Danvers, MA) supplemented with protease and phosphatase inhibitors

(Sigma–Aldrich, St. Loius, MO.) Lysates were sonicated for 15 sec. and centrifuged at 14,000g for 15 min at 4 C. The infranatant was collected below the supernatant fat cake. Protein concentration was determined by the bicinchoninic acid method (Thermo Fischer-Pierce Inc, Rockford, IL). 40 μg of each lysate was resolved in 4–20% Tris–glycine SDS–PAGE, transferred to nitrocellulose membranes and blotted with antibodies (Cell Signaling Technology, Danvers, MA) against phospho Frs2α, phospho Erk1/2, phospho Mypt1, phospho Mdm2, phospho Stat3, phospho Cbx5 and β-actin, which served as a loading control. Chemiluminescence (Super Signal West Femto, Pierce Biotechnology, Inc., Rockford, IL) was quantified by laser densitometry using FluorChem HD2 chemiluminescence system (Proteinsimple Inc, Santa Clara, CA) within the linear range of detection.

### Immunoassays

After 24 and 48 h of treatment, blood was obtained from overnight-fasted mice by terminal exsanguination. Plasma Igf1 was measured by Quantikine immunoassay from R & D Systems Inc (Minneapolis, MN). Plasma Ccl11, Cxcl2, Il1rn and Kitl levels were measured by sandwich immunoassays developed using the commercially available DuoSet ELISA Development kits DY420, DY452, DY480, and DY455, respectively, from R & D Systems, Inc (Minneapolis, MN). Briefly, antibody against each protein was captured on assay plate by incubating with antibody solution (0.8 µg/ml in PBS, 100 μl per well) overnight in 96-well plates at 4^0^C followed by blocking with 200 µl per well of 1% BSA in PBS for 1 h at RT. 100 µl of plasma was added per well and incubated for 2 h at RT, followed by incubation for 1 h with biotinylated detection antibody (0.4 µg/ml, 100 µl per well). 100 µl per well of Eu (Europium)-Streptavin (#1244-360, PerkinElmer, Waltham, MA) was added and incubated for 0.5 hr, followed by adding 100 µl per well of Enhancement solution (#1244-105, PerkinElmer). Plates were washed with 200 µl per well PBS containing 0.05% tween 20 and fluorescence measured with an Envision plate reader. The concentration of each protein in plasma was extrapolated from a standard curve generated in the same assay using recombinant protein that was included in the DuoSet ELISA Development kit.

### Statistical Analysis

Gene expression data were processed using the RMA pipeline in the Rosetta Resolver software (Microsoft, Redmond, WA) to obtain the MAS5 p values. One-way and N-way ANOVA analyses were performed with Matlab (The Mathworks, Natick, MA). For 1-way ANOVA analysis, probe sets had to pass a pre-filter of Affymetrix MAS5 present call p-value < 0.05 in > 50% of the samples to qualify for further analysis. Average fold changes between compound and vehicle treatment groups were generated with the vehicle as baseline. Differentially expressed probe sets (signature genes) were selected by applying 1.2 fold change (up- and down-regulated) and 1-way ANOVA p value < 0.05. N-way ANOVA analysis was performed by incorporating all FGF21 treatments for 2 days and 5 days and mouse stains/disease models (db/db, WT chow and WT HFD) by using the following fitting equation: GeneExpression = C + α* FGF21 + β* Animal + γ* Day + Interaction terms + ε. The resulting N-way ANOVA p values were used in down-stream filtering as described. Monte Carlo simulations were carried out to estimate the false discovery rate for the gene selection. Rosetta Resolver was used to generate the heatmaps, Matlab was used to generate the log intensity box plots, and Tibco Spotfire 4 (Tibco Spotfire, Somerville, MA) was used to generate the bar graphs and the scatter plot. The Ingenuity Pathway Analysis tool (Ingenuity Systems, Redwood City, CA) was used to analyze the enrichment of biological functions in the signature genes, while the Gene Set Annotator in the Merck, Target and Gene Information System was used to identify enriched GO terms. The p values were calculated by using the hypergeometric distribution and the E values from the Bonferroni-adjusted p values.

All other results are expressed as the mean ± S.E.M. The data were analyzed by Student’s t-Test and graphed using Tibco Spotfire 4 (Tibco Spotfire, Somerville, MA). P values less than 0.05 were considered statistically significant.

## Results

### Gene Expression Changes in White Adipose Tissues (WAT)

To identify genes robustly regulated by FGF21 acutely in white adipose tissues (WAT) we used 3 WAT depots (IWAT, EWAT, and RPWAT) and three mouse models (WT-chow, WT-HFD, and db/db-chow) treated with FGF21 either acutely or sub-chronically. 

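RNA of the inguinal (IWAT), epididymal (EWAT) and retroperitoneal (RPWAT) depots was measured on custom Affymetrix arrays with 43681 probe sets, and 120 arrays of IWAT, 115 of EWAT and 114 of RPWAT were used. They cover wild type mice on chow (WT-chow), wild type mice on a high fat diet (WT-HFD) and leptin receptor-deficient db/db mice on chow (db/db-chow). Each model received vehicle, WT FGF21 (1.25 mg/kg BID) or PEG30-FGF21 Q108, a PEGylated FGF21 variant, at 0.75 or 2.5 mg/kg BIW for 2 or 5 days. Tissue was taken about 30 h after the last dose of PEG30-FGF21 Q108 and about 6 h after the last dose of vehicle or WT FGF21. The groups hold 5 arrays each, with these exceptions. In EWAT, 4 arrays were used for WT-chow at 2 d with either dose of PEG30-FGF21 Q108 and for WT-HFD vehicle at 2 d, and 3 for WT-HFD vehicle at 5 d. In RPWAT of WT-chow mice, 3 arrays were used for PEG30-FGF21 Q108 0.75 mg/kg at 2 d and for vehicle at 5 d, and 4 for PEG30-FGF21 Q108 2.5 mg/kg at 2 d and for WT FGF21 at 5 d.
The authors normalized the arrays by RMA in Rosetta Resolver, and the deposited values are intensities on a linear scale, which were converted to log2. The arrays of 1 depot and mouse model have close distributions of values, less so in IWAT of db/db-chow mice, while the level differs between many of these sets of arrays. The median intensity of an array lay between 57.1 and 62.0 in IWAT of WT-chow mice, between 51.5 and 55.0 in WT-HFD and between 51.4 and 56.4 in db/db-chow. The corresponding ranges are 23.6 to 25.1, 40.0 to 42.6 and 23.5 to 27.1 in EWAT, and 25.6 to 28.0, 33.9 to 36.2 and 23.1 to 24.6 in RPWAT. Treatment was therefore compared with vehicle within a set, and levels set across mouse models or depots are given as values without a test.
For each depot, limma was fitted to all arrays with a mean for each of its 24 groups, which share one estimate of the spread. Log2 changes, their standard errors (SE) and adjusted p-values (Benjamini-Hochberg over all probe sets of the depot) are from this fit. A probe set was counted as changed at an adjusted p under 0.05 and a fold of at least 1.2, and a named gene was called by the adjusted p alone. The members of 30 lists of pathway and cell type genes were counted in the same way, and camera tested each list against all other genes with a preset correlation of 0.01 between its genes. The methods' filter on MAS5 present calls was not applied here. In data simulated for IWAT of WT-chow mice at 2 d, 24 of 67 probe sets changed by 0.5 on the log2 scale were recovered, as were 59 of 67 changed by 1, with 8 false calls among all probe sets, so the number of arrays limits what can be seen of small changes. The simulated noise was drawn independently for each probe set and array, so these false calls do not cover noise that many probe sets share. The median correlation with the other arrays of the same depot and model was 0.882 for 1 IWAT array (db/db-chow, vehicle, 2 d, replicate 2) and 0.898 for another (WT-HFD, WT FGF21, 5 d, replicate 3), and counts that include them were also made without them, a choice made after seeing the data. They widen the spread of the IWAT fit, with a median SD of 0.231, against 0.177 without them, over probe sets bright in IWAT and BAT. Without them 7 results of named genes passed that had not, and 105 kept their call or miss. A miss in IWAT is therefore less certain.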

Terminal ambient blood glucose levels were significantly decreased in all three mouse models by FGF21 treatment (from 159 to 135 mg/dl (WT-chow), 186 to 159 mg/dl (WT-HFD), and 512 to 212 mg/dl (db/db-chow), representing vehicle and PEG30-FGF21 Q108 2.5 mg/kg treatments respectively at the 5 day time point, (all p<0.05); Figure 1). Body weights remained unchanged over the 5 day period. Plasma TG levels were not measured but we have previously found that these are decreased under these conditions after 12 days of treatment [5].

**Figure 1:**
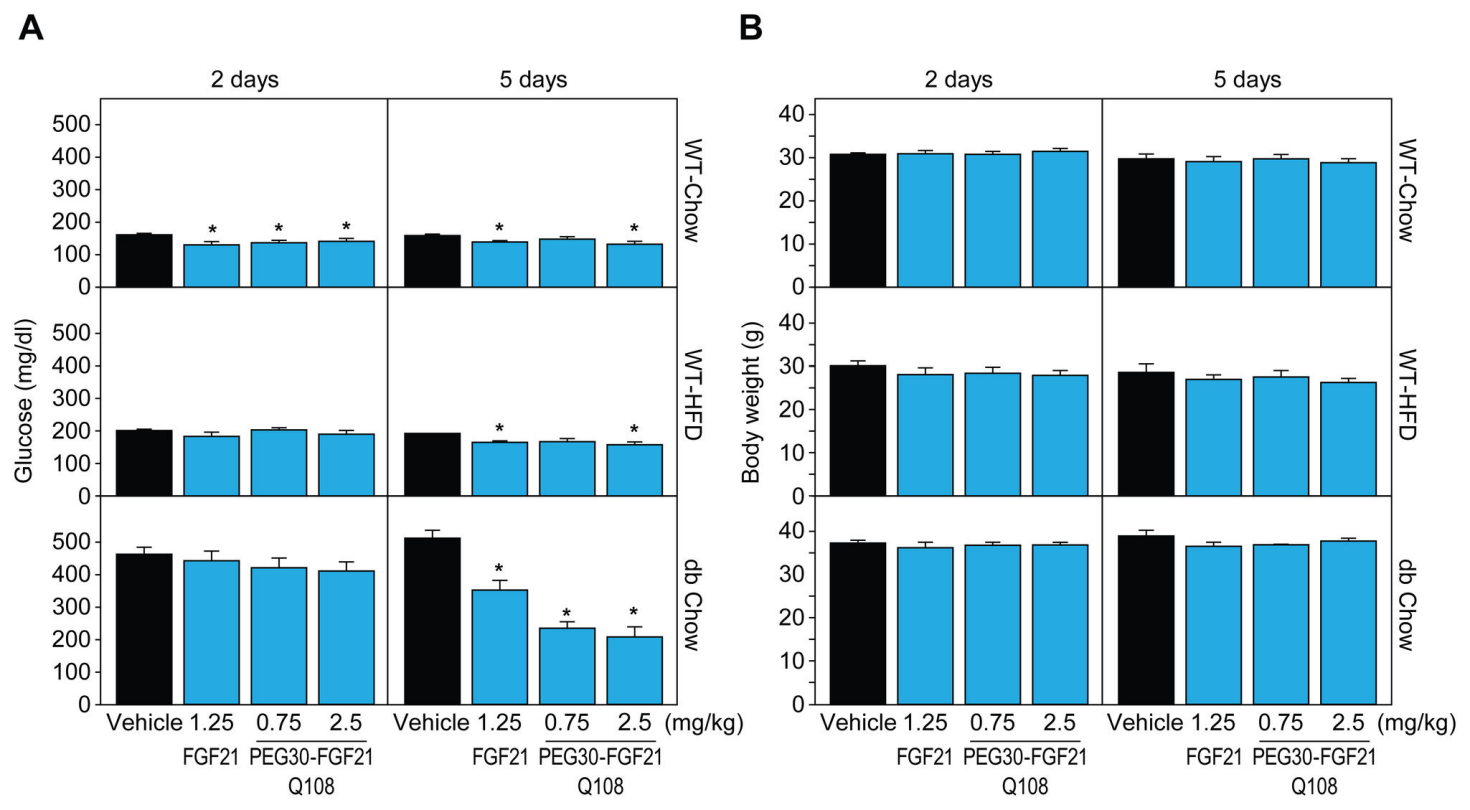
FGF21 treatment lowers plasma glucose levels while not affecting body weights. Glucose (A) and body weight (B) measurements are plotted for each mouse model (WT Chow, WT HFD, and dbdb Chow) across each treatment (WT FGF21 and 2 doses of PEG30-FGF21 Q108). Error bars denote standard error. Asterisks denote significant change compared to vehicle treatment within each mouse model and time point (students t-test p value < 0.05).

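At the 2 day time point in WT-chow mice, members of the FGF receptor feedback and ERK-induced list rose with PEG30-FGF21 Q108 (2.5 mg/kg) in each WAT depot. In RPWAT, 5 of its 16 measured genes rose (6 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0023, adjusted p = 0.20 with an estimated correlation). They include Spry4, an inhibitor of receptor tyrosine kinase signaling, with a log2 change of 1.54 (SE 0.18, adjusted p = 5.1e-09), the MAP kinase phosphatase Dusp4, 2.04 (SE 0.26, adjusted p = 4.7e-08), the small Maf transcription factor Maff, 1.03 (SE 0.20, adjusted p = 4.8e-04), and the ETS factor Etv5, 0.59 (SE 0.11, adjusted p = 6.1e-04). In EWAT 5 rose (5 higher and 2 lower when adjusted over the list alone, camera adjusted p = 5.8e-05, adjusted p = 0.090 with an estimated correlation), and in IWAT 4 rose (5 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.0030, adjusted p = 0.44 with an estimated correlation, median -0.027, mean 0.27 and camera direction up). Of 15 heat shock chaperones, 6 fell in RPWAT (11 lower when adjusted over the list alone, camera adjusted p = 6.5e-11, adjusted p = 0.058 with an estimated correlation), among them the Hsp70 genes Hspa1b, -2.48 (SE 0.39, adjusted p = 1.6e-05), and Hspa1a, -1.70 (SE 0.34, adjusted p = 9.7e-04), and the Hsp40 gene Dnajb1, -0.69 (SE 0.15, adjusted p = 0.0027). Of 18 immediate early transcription factors, 3 fell in RPWAT (5 lower when adjusted over the list alone, camera adjusted p = 5.9e-05, adjusted p = 0.20 with an estimated correlation), among them the Krueppel-like factor Klf4, -0.37 (SE 0.085, adjusted p = 0.0057). For both lists the vehicle tissue was taken 6 h and the PEG30-FGF21 Q108 tissue 30 h after an injection. In RPWAT 6 of 13 cell cycle genes rose (13 higher when adjusted over the list alone, camera adjusted p = 6.5e-14, adjusted p = 0.058 with an estimated correlation), such as the mitotic kinases Cdk1, 0.91 (SE 0.21, adjusted p = 0.0069), and Aurkb, 0.88 (SE 0.22, adjusted p = 0.013). Over all models, days and treatments none of the 13 passed the N-way test in RPWAT in limma, with 3 higher and 0 lower at an unadjusted p under 0.05. Without single arrays the call was lost in RPWAT at 2 d for Cdk1 (treated replicate 2, adjusted p 0.0030 to 0.11) and Aurkb (treated replicates 2 or 5 or vehicle replicate 3, adjusted p 0.0042 to 0.084), with the range of adjusted p over all arrays of both groups left out in turn. The call also ended with the methods' ANOVA after Benjamini-Hochberg adjustment for Spry4, Maff, Etv5, Hspa1b, Hspa1a, Dnajb1, Klf4, Cdk1 and Aurkb in RPWAT at 2 d and with only the 2 compared groups in the fit for Maff, Etv5, Hspa1a, Klf4, Cdk1 and Aurkb in RPWAT at 2 d, and other probe sets of Spry4 (0.88) and Cdk1 (0.14) did not pass.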

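At the 5 day time point, genes of lipid metabolism and heat production had changed. In IWAT, 6 of 18 thermogenic and brown fat genes rose (10 higher when adjusted over the list alone, camera adjusted p = 6.5e-16, adjusted p = 0.021 with an estimated correlation), among them Elovl3, a fatty acid elongase of brown fat, 2.41 (SE 0.35, adjusted p = 1.6e-06), glycerol kinase (Gk), 2.22 (SE 0.36, adjusted p = 3.4e-05), and the thyroid hormone deiodinase Dio2, 2.88 (SE 0.54, adjusted p = 5.2e-04). In the same depot 5 of 18 genes of fatty acid oxidation rose (14 higher when adjusted over the list alone, camera adjusted p = 1.7e-17, adjusted p = 0.042 with an estimated correlation), including the carnitine carrier Slc25a20, 0.80 (SE 0.16, adjusted p = 0.0019), and the dehydrogenase Acadl, 0.46 (SE 0.10, adjusted p = 0.0063). In EWAT, 6 of 13 genes of lipolysis and the lipid droplet rose and 1 fell (7 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.2e-05, adjusted p = 0.061 with an estimated correlation). The lipase Pnpla2 rose by 0.34 (SE 0.060, adjusted p = 2.6e-05) and its co-activator Abhd5 by 0.53 (SE 0.092, adjusted p = 2.1e-05). Adipocyte markers also rose and the macrophage markers Lyz2 and Tyrobp fell in these EWAT arrays, and shares of cell types were not measured. De novo lipogenesis in RPWAT had 1 of 17 genes higher and 5 lower (1 higher and 9 lower when adjusted over the list alone, camera adjusted p = 3.1e-05, adjusted p = 0.22 with an estimated correlation). ATP citrate lyase (Acly), which supplies cytosolic acetyl-CoA, fell by 1.72 (SE 0.33, adjusted p = 1.8e-04) and the citrate carrier Slc25a1 with -0.91 (SE 0.22, adjusted p = 0.0048), while G6pdx, a source of NADPH, rose by 0.40 (SE 0.085, adjusted p = 9.7e-04). Heat shock chaperones fell in RPWAT, 10 of 15 (12 lower when adjusted over the list alone, camera adjusted p = 1.1e-15, adjusted p = 0.019 with an estimated correlation), for example the small chaperone Cryab, -1.07 (SE 0.17, adjusted p = 4.1e-06). FGF receptor feedback transcripts were again higher, 3 in IWAT, 5 in EWAT and 6 in RPWAT (camera adjusted p = 1.1e-08, 6.4e-09 and 9.5e-05, and 0.021, 0.0039 and 0.11 as adjusted p with an estimated correlation). Leaving out 1 array in turn ended the call in IWAT at 5 d for Acadl (treated replicate 3, adjusted p 9.2e-04 to 0.059) and in RPWAT at 5 d for Slc25a1 (vehicle replicate 3, adjusted p 0.0011 to 0.12). Calls were also lost with the methods' ANOVA after Benjamini-Hochberg adjustment for Elovl3, Gk, Dio2, Slc25a20 and Acadl in IWAT at 5 d, for Pnpla2 in EWAT at 5 d and for Acly, Slc25a1, G6pdx and Cryab in RPWAT at 5 d and with only the 2 compared groups in the fit for Slc25a20 and Acadl in IWAT at 5 d and for Slc25a1 in RPWAT at 5 d.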

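Counted over all probe sets, 242 changed in IWAT of WT-chow mice at 2 d (96 higher, 146 lower) and 413 at 5 d (327 higher, 86 lower). These counts rest on an adjusted p and are not on the scale of the paper's counts, which used an unadjusted p. Counts at the methods' thresholds are given further below. In EWAT 1010 and 1456 changed, and in RPWAT 755 and 1654. In WT-HFD mice the counts at 2 and 5 d were 178 and 719 in IWAT, 654 and 1637 in EWAT, and 616 and 1835 in RPWAT, and in db/db-chow mice 7280 and 44, 82 and 433, and 56 and 1091. Without the 2 IWAT arrays that stood apart, the IWAT counts were 1160 and 1305 in WT-chow, 580 and 2181 in WT-HFD, and 578 and 252 in db/db-chow. For db/db-chow mice the share of higher calls moved after quantile normalization between the arrays of the depot, from 69.9% to 52.3% in IWAT at 2 d and from 68.2% to 53.3% at 5 d, and from 62.2% to 80% in EWAT at 2 d and from 69.5% to 55.4% at 5 d. In WT-chow mice the count moved over 1.5 times when 1 array was left out, to 82 to 140 without treated replicates 2, 3 or 5 or vehicle replicates 1, 2, 3 or 4 in IWAT at 2 d, 202 to 267 without treated replicates 3, 4 or 5 or vehicle replicates 1 or 2 in IWAT at 5 d, 388 to 407 without treated replicates 2 or 5 in RPWAT at 2 d, and 745 without vehicle replicate 5 in RPWAT at 5 d. In WT-HFD mice such counts were 84 to 116 without treated replicates 3 or 5 or vehicle replicate 4 in IWAT at 2 d, 443 to 478 without treated replicate 2 or vehicle replicate 4 in IWAT at 5 d, 403 to 434 without treated replicates 3 or 5 in EWAT at 2 d, 879 without vehicle replicate 4 in EWAT at 5 d, and 342 without treated replicate 5 in RPWAT at 2 d. In db/db-chow mice they were 405 to 4672 without treated replicate 4 or vehicle replicate 2 and 11314 to 12768 without vehicle replicates 1, 3 or 5 in IWAT at 2 d, 24 to 29 without treated replicates 1 or 2 or vehicle replicate 2 in IWAT at 5 d, 41 to 54 without treated replicate 4 or vehicle replicates 1 or 4 in EWAT at 2 d, 185 to 226 without treated replicate 3 or vehicle replicate 2 in EWAT at 5 d, 25 to 35 without treated replicates 2, 3 or 4 or vehicle replicates 4 or 5 and 111 without vehicle replicate 1 in RPWAT at 2 d, and 570 to 693 without treated replicates 3 or 4 or vehicle replicates 1 or 2 in RPWAT at 5 d.

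**Figure D1:**
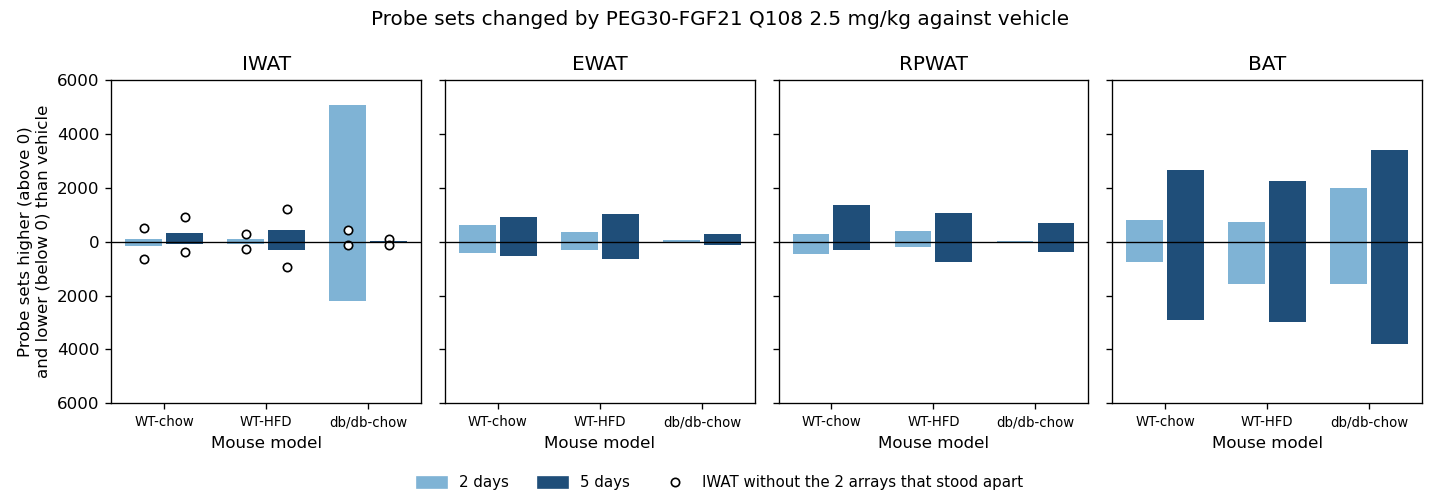
Number of probe sets changed by PEG30-FGF21 Q108 2.5 mg/kg against vehicle (adjusted p under 0.05 from limma and a fold of at least 1.2), by depot, mouse model and day. Bars above 0 are probe sets that were higher and bars below 0 probe sets that were lower, on a linear axis, and open circles give the IWAT counts without the 2 arrays that stood apart. The IWAT bars of db/db-chow mice at 2 d stand for 7280 probe sets, against 578 without those arrays.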

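The 5 day minus the 2 day response of WT-chow mice, tested itself in limma, passed in EWAT for 63 probe sets with a positive and 45 with a negative difference (6 to 54 without replicates 2, 3, 4 or 5 and 306 without replicate 1) and for 616 in RPWAT (25 to 281 without replicates 2, 3, 4 or 5 and 953 without replicate 1). As many passed in 6 of 100 splits of the mice for EWAT and in 2 for RPWAT. These splits exchange treated and vehicle mice within a day, so the effect of treatment can itself enter the difference between days. They cannot decide whether the responses of the 2 days are equal, and chance is not excluded. In IWAT 1 passed (0 without replicates 4 or 5 and 4 without replicate 2), a count reached in 10 of 100 splits, with the same limit. It is merck-BB122147_at, which has no gene name here and was singled out after its value was seen, with a difference of 0.46 (SE 0.077, adjusted p = 0.0013). The numbers in brackets are total counts with 1 replicate number left out of each group. Markers of other tissues that a dissected depot can hold had medians away from 0 in some groups, with no member of these lists passing the test in limma in the groups given. Their median log2 change in IWAT was 1.44 at 2 d and -1.70 at 5 d for 12 skeletal muscle genes (0.68 and 0.73 as adjusted p with an estimated correlation, and 0 higher and 1 lower at an unadjusted p under 0.05), and 0.81 at 2 d for 11 lymphocyte genes (0.65, and 0 higher). In RPWAT it was -1.83 at 2 d for the muscle genes (0.52, and 2 lower) and -1.69 at 5 d for 10 kidney and adrenal genes (0.14, and 4 lower). In EWAT it was 0.15 at 2 d and -0.14 at 5 d for 10 epididymis and testis genes (0 higher and 3 lower), and red blood cell genes had medians between -0.29 and 0.26 over the 3 depots.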

Overall responses, in terms of the number of probe sets meeting the 1.2 fold and p<0.05 cutoff, were comparable between the WAT depots although the responses were slightly stronger at the 5 day time point (compared to the 2 day time point), possibly due to increased secondary effects with sub-chronic dosing (see Figure S1). N-way ANOVA analysis was performed to identify consistent gene expression signatures across a range of time points, treatment paradigms, and mouse model for each independent WAT depot. The averaged numbers of the false positive genes were obtained from 500 times of the Monte Carlo simulation results, and the false discovery rates for the N-way ANOVA analysis under the stringent cut of p<0.001 was estimated to be at 1~2% level for all three WAT depots. 

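Taken over all mouse models, days and FGF21 treatments, genes of oxidative phosphorylation were higher in IWAT, where 10 of 27 passed the N-way test at p under 0.001, with 1 in RPWAT. In EWAT 0 of them passed in limma, with 1 higher and 0 lower at an unadjusted p under 0.05. Cytochrome c (Cycs) had a log2 difference between FGF21 and vehicle of 0.31 (SE 0.042, p = 3.7e-11, n = 90 FGF21 and 30 vehicle arrays) in IWAT, and the complex III gene Uqcrfs1 0.17 (SE 0.042, p = 8.2e-05). Lipolysis and lipid droplet genes were mostly higher in RPWAT, 8 higher and 1 lower of 13, and endothelial markers were lower in each depot, 4, 5 and 3 of 8 in IWAT, EWAT and RPWAT. The endothelial receptor Tie1 fell by 0.21 (SE 0.037, p = 9.5e-08, n = 88 FGF21 and 27 vehicle arrays) in EWAT. The N-way model had terms for FGF21, mouse model, day and their interactions and was fitted with limma to 90 FGF21 and 30 vehicle arrays of IWAT, 88 and 27 of EWAT, and 86 and 28 of RPWAT. At p under 0.001, 3255 probe sets passed in IWAT (2005 higher, 1250 lower), 2930 in EWAT (1533 higher, 1397 lower) and 3506 in RPWAT (2210 higher, 1296 lower). When treatment labels were redrawn 99 times among the mice of the same model and day, a mean of 35.1, 40.1 and 45.3 probe sets passed, which is 1.08%, 1.37% and 1.29% of the counts with the real labels. The balance of higher and lower calls in IWAT turned around, to 1956 higher and 2610 lower without 2 arrays that stood apart from the rest, a setting chosen after seeing the data, and 1125 and 1875 without replicate 2 of each group, where 7 and 4 of the oxidative phosphorylation genes were higher and 8 and 8 of the endothelial markers lower. Leaving out 1 replicate number from every group ended the N-way call for Uqcrfs1 (replicate 1, p up to 0.0072) in IWAT.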

1129 probe sets were identified that had an N-way ANOVA p<0.001 between FGF21 and vehicle treatments in the three WAT depots (intersection, see Table S1).

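The probe sets that passed in each of the 3 WAT depots include genes of the clock, lipid storage and lipid breakdown. Nr1d1 and Nr1d2, the Rev-erb repressors of the circadian clock, were higher, by 0.61 to 0.70 and 0.28 to 0.37 on the log2 scale over the depots, and Arntl, the Bmal1 gene that they repress, was lower (-0.53 to -0.80). Of 13 lipolysis and lipid droplet genes, Abhd5 (0.26 to 0.32) and Plin2, a lipid droplet coat protein (0.19 to 0.28), were higher and the prostaglandin E receptor Ptger3 (-0.61 to -1.07) was lower. Of 17 lipogenesis genes, Thrsp (-0.16 to -0.44) and Pnpla3 (-0.58 to -0.86), which respond to feeding, were lower and G6pdx (0.34 to 0.41) was higher. The acyl-CoA synthetase Acsl1 was higher (0.26 to 0.41). The N-way test joins PEG30-FGF21 Q108 tissue, taken about 30 h after the last dose, with WT FGF21 tissue, taken about 6 h after it like vehicle. For PEG30-FGF21 Q108, the protein and this schedule cannot be told apart in these differences. In all, 1082 probe sets passed in the 3 depots, 720 higher in each and 362 lower in each, where lists drawn independently of each other would share 17.5. They carry 910 distinct gene symbols. The depots were taken from mice of the same groups, so these lists are not independent, and the count was 700 without replicate 5 of each group. Of those passing, 754 were higher and 556 lower without the 2 IWAT arrays that stood apart, and 411 and 345 without replicate 2. The copy of Table S1 used here holds the first 1015 of its 1129 probe sets and not all of its columns. The N-way call was lost without single replicate numbers for Nr1d2 (replicates 4 or 5, p up to 0.0033) and Thrsp (replicate 5, p up to 0.0013) in RPWAT and for Plin2 (replicates 2, 4 or 5, p up to 0.0046) and Acsl1 (replicates 1, 2 or 5, p up to 0.012) in IWAT.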

GO term pathway enrichment analysis revealed that genes involved in multiple metabolic processes, cell death, and signaling were significantly represented in this data set (Table S2). Similarly, the Ingenuity Pathway Analysis tool was used to identify canonical pathways that were enriched, which included UDP-N-acetyl-D-glucosamine Biosynthesis II, p53 Signaling, and Triacylglycerol Biosynthesis (Table S3). 

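Of 8 measured genes of the hexosamine pathway, which makes UDP-N-acetylglucosamine, 4 passed the N-way test in all 3 WAT depots and were higher with FGF21, namely Gfpt1, the first and rate-limiting enzyme of the pathway (0.21 to 0.27 on the log2 scale over the depots), Gnpnat1 (0.27 to 0.35), Uap1 (0.25 to 0.39) and Nagk (0.15 to 0.24). At an unadjusted p under 0.05, 5 were higher and 2 lower in IWAT, 5 and 0 in EWAT, and 4 and 2 in RPWAT. Of 14 p53 pathway genes, 4 passed in the 3 depots and went both ways, with Sesn2 (0.19 to 0.27) and the cyclin Ccnd2 (0.090 to 0.19) higher and the stress genes Gadd45b (-0.31 to -0.98) and Gadd45g (-0.36 to -0.57) lower. Of 14 genes of triacylglycerol synthesis, 3 passed in the 3 depots, all of them higher, the acyltransferases Agpat3 (0.15 to 0.23), Lclat1 (0.13 to 0.25) and Dgat1. In single comparisons of WT-chow mice at 2.5 mg/kg and 2 d, Nagk rose by 0.29 (SE 0.065, adjusted p = 0.0034) in EWAT, Bbc3, a p53-induced death gene, by 0.49 (SE 0.12, adjusted p = 0.021) in IWAT, and Cdkn1a, the p53-induced inhibitor of cyclin-dependent kinases, fell by 0.93 (SE 0.18, adjusted p = 0.0017) in IWAT. At 5 d, Gnpnat1 rose by 0.80 (SE 0.13, adjusted p = 7.2e-06) in EWAT and the glycerol phosphate acyltransferase Gpam by 0.41 (SE 0.11, adjusted p = 0.017) in RPWAT. The call depended on 1 array in EWAT at 2 d for Nagk (treated replicate 4, adjusted p 6.6e-04 to 0.070), in IWAT at 2 d for Bbc3 (treated replicate 2 or vehicle replicate 5, adjusted p 0.012 to 0.11) and in RPWAT at 5 d for Gpam (treated replicates 2 or 3 or vehicle replicate 5, adjusted p 0.0086 to 0.16), and without 1 replicate number in every group the N-way call ended for Gfpt1 (replicates 1 or 4, p up to 0.0023), Sesn2 (replicates 2 or 3, p up to 0.025) and Agpat3 (replicates 1, 2, 3 or 4, p up to 0.0088) in EWAT, for Sesn2 (replicate 2, p up to 0.051), Gadd45b (replicates 1 or 3, p up to 0.0027) and Agpat3 (replicates 2 or 5, p up to 0.0019) in IWAT and for Sesn2 (replicate 3, p up to 0.0025), Ccnd2 (replicates 1 or 5, p up to 0.0062) and Agpat3 (replicates 3 or 5, p up to 0.0018) in RPWAT, and the N-way difference was 0.22 without replicate 2 for Gnpnat1 in IWAT and 0.15 without replicate 2 for Lclat1 in IWAT. No call remained with only the 2 compared groups in the fit for Nagk in EWAT at 2 d, for Bbc3 in IWAT at 2 d and for Gpam in RPWAT at 5 d and with the methods' ANOVA after Benjamini-Hochberg adjustment for Nagk in EWAT at 2 d, for Bbc3 and Cdkn1a in IWAT at 2 d and for Gpam in RPWAT at 5 d, and other probe sets of Nagk (0.39) and Gnpnat1 (0.45) did not pass.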

The genes associated with each GO term or canonical pathways are listed in Tables S2 and S3 while the gene expression data for a subset of the canonical pathways are shown in Table S4. These included FGF signaling (Dusp4 and Spry4 were up-regulated, while Itpr1, Pik3r3, and Map2k6 were down-regulated following FGF21 treatment), Wnt/β-catenin signaling (Hdac1 and Ppp2r1b were up-regulated while Jun, Dkk2, and Sfrp5 were down-regulated), glucose uptake (Insr, Slc1a3 (Glut1) and Stx6 were up-regulated), and amino acid transport (slc6a9, Slc6a8, and Slc6a13 were down-regulated). 

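Genes of FGF signaling went both ways in the N-way test over the 3 WAT depots. The log2 difference between FGF21 and vehicle ranged over the depots from 1.51 to 2.01 for Dusp4 and from 1.24 to 1.42 for Spry4, and of the 16 FGF receptor feedback and ERK-induced transcripts Dusp6 (0.38 to 0.48), an ERK phosphatase, and Maff (1.20 to 1.28) also passed in all 3. Itpr1, an inositol trisphosphate receptor, was -0.12 to -0.21, Pik3r3, a regulatory subunit of phosphoinositide 3-kinase, -0.26 to -0.30, and the p38 kinase activator Map2k6 -0.44 to -0.54. Of 20 genes of Wnt signaling and its antagonists, 6 passed in the 3 depots, with the deacetylase Hdac1 higher (0.13 to 0.15) and the antagonist Dkk2 (-0.25 to -0.40), the feedback genes Axin2 (-0.40 to -0.61) and Nkd1 (-0.25 to -0.34), the ligand Wnt5a (-0.16 to -0.22) and Sfrp5 lower. The phosphatase subunit Ppp2r1b was 0.32 to 0.37, and Jun passed in EWAT (-0.17) and RPWAT (-0.38), with -0.16 (SE 0.066, p = 0.016, n = 90 FGF21 and 30 vehicle arrays) in IWAT. Of 20 genes of insulin signaling and glucose uptake, 4 passed in the 3 depots, with the insulin receptor Insr (0.20 to 0.28) and the syntaxin Stx6 (0.19 to 0.23) higher and the kinase Akt2 (-0.23 to -0.25) lower, besides Pik3r3. Slc1a3 passed in EWAT (0.29) and RPWAT (0.30), with 0.21 (SE 0.065, p = 0.0017, n = 90 FGF21 and 30 vehicle arrays) in IWAT. Of 17 amino acid transporters, 2 passed in all 3, the glycine transporter Slc6a9 (-0.28 to -0.38) and the GABA transporter Slc6a13 (-0.24 to -0.49). The creatine transporter Slc6a8 passed in EWAT (-0.32) and RPWAT (-0.29), with -0.20 (SE 0.074, p = 0.0076, n = 90 FGF21 and 30 vehicle arrays) in IWAT. At 5 d in EWAT of WT-chow mice, 4 of the insulin genes rose at 2.5 mg/kg (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.026, adjusted p = 0.44 with an estimated correlation), as did 2 of the Wnt genes (3 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.20) and 2 amino acid transporters (4 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.82, median -0.033, mean -0.052 and camera direction up) in RPWAT. Single replicate numbers decided the N-way call for Itpr1 (replicates 1, 2 or 5, p up to 0.0016), Dkk2 (replicates 1, 2, 3 or 4, p up to 0.0058), Wnt5a (replicates 1, 2 or 3, p up to 0.0056), Jun (replicates 1, 2, 3 or 5, p up to 0.0061) and Slc1a3 (replicates 1 or 4, p up to 0.0020) in EWAT, for Pik3r3 (replicates 1, 3 or 4, p up to 0.032), Dkk2 (replicates 1, 3 or 5, p up to 0.015), Wnt5a (replicates 3, 4 or 5, p up to 0.025), Insr (replicate 2, p up to 0.0055), Akt2 (replicate 3, p up to 0.0055), Slc6a9 (replicates 1, 2, 4 or 5, p up to 0.0076) and Slc6a13 (replicates 1, 3, 4 or 5, p up to 0.0091) in IWAT and for Slc1a3 (replicates 1 or 4, p up to 0.0073) and Slc6a13 (replicate 1, p up to 0.0015) in RPWAT, and the N-way difference was 0.14 without replicate 2 for Stx6 in IWAT.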

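Pparg, the nuclear receptor that drives adipocyte differentiation, and Dgat1, which makes triacylglycerol from diacylglycerol, were higher with FGF21 in each WAT depot in the N-way test. Pparg differed from vehicle by 0.43 (SE 0.053) in IWAT, 0.30 (SE 0.037) in EWAT and 0.35 (SE 0.035) in RPWAT on the log2 scale, and Dgat1 by 0.31 (SE 0.051), 0.36 (SE 0.041) and 0.36 (SE 0.033). Ucp1, the uncoupling protein of thermogenic fat, was higher by 1.69 (SE 0.30), 0.56 (SE 0.13) and 1.42 (SE 0.36). Its paralog Ucp3 was lower, at -0.56 (SE 0.084), -0.57 (SE 0.070) and -0.26 (SE 0.064). The p-values were between 4.4e-19 and 1.2e-04. Dgat1 rose in single comparisons of WT-chow mice at 2.5 mg/kg, by 0.51 (SE 0.10) at 2 d and 0.82 (SE 0.095) at 5 d in EWAT, and Pparg by 0.43 (SE 0.10) at 5 d in EWAT. The N-way call depended on single replicate numbers for Ucp1 (replicate 5, p up to 0.0020) in EWAT and for Ucp1 (replicates 2, 3 or 4, p up to 0.0033) and Ucp3 (replicate 2, p up to 0.0082) in RPWAT. Significance was also lost with the methods' ANOVA after Benjamini-Hochberg adjustment for Dgat1 in EWAT at 2 d and for Pparg in EWAT at 5 d.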

Four genes in this signature were previously reported to be regulated by FGF21 in WAT (PPARγ, Dgat1, and Ucp1 were up-regulated, while Ucp3 was down-regulated [12]). 

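In IWAT of WT-chow mice, Ucp1 had a log2 change of 0.15 (SE 0.88, adjusted p = 1) at 2 d and rose by 3.58 (SE 0.88, adjusted p = 0.017) at 5 d with PEG30-FGF21 Q108 (2.5 mg/kg), a fold of 12.0. In WT-HFD mice Ucp1 also rose in IWAT at 5 d, by 3.96 (SE 0.88, adjusted p = 0.0033). Its values that did not pass were 0.76 (SE 0.35, adjusted p = 0.28) in EWAT and -0.062 (SE 1.21, adjusted p = 0.99) in RPWAT at 5 d, and 2.04 (SE 1.11, adjusted p = 0.51) in RPWAT at 2 d. Slc1a3, annotated as a glutamate transporter, stood at 0.094 (SE 0.19, adjusted p = 0.94) in RPWAT at 2 d and rose by 0.99 (SE 0.21, adjusted p = 7.4e-04) at 5 d, a fold of 1.99. The glucose transporter Glut1 gene Slc2a1 had 0.25 (SE 0.11, adjusted p = 0.21) there. The test of the difference itself between 5 and 2 days gave 3.43 (SE 1.24, adjusted p = 0.88) for Ucp1 in IWAT and 0.90 (SE 0.28, adjusted p = 0.079) for Slc1a3 in RPWAT. Single arrays decided the call in IWAT at 5 d for Ucp1 (treated replicates 3 or 4 or vehicle replicate 5, adjusted p 0.0077 to 0.078). The threshold was missed with the methods' ANOVA after Benjamini-Hochberg adjustment for Ucp1 in IWAT at 5 d, for Ucp1 in IWAT at 5 d of WT-HFD and for Slc1a3 in RPWAT at 5 d, and other probe sets of Slc1a3 (0.94) did not pass.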

Some genes only reached maximal expression after sub-chronic treatment (5 day time point), such as Ucp1 (12 fold up-regulation in IWAT) and Slc1a3 (Glut1; 2 fold up-regulation in RPWAT).

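Acutely in IWAT of WT-chow mice, several genes outside FGF signaling changed more than 1.5 fold. Fam110c, a centrosomal protein, rose by 1.70 (SE 0.35, adjusted p = 0.0032) on the log2 scale and Dfna5, a gasdermin, by 1.38 (SE 0.26, adjusted p = 0.0015). Kcne1l, a potassium channel subunit, fell by 1.86 (SE 0.32, adjusted p = 2.5e-04), Zfp185, an actin-binding LIM protein, with -1.56 (SE 0.32, adjusted p = 0.0037) and Nat8l, which makes N-acetylaspartate, with -1.25 (SE 0.33, adjusted p = 0.047). These 5 genes are among the largest changes in which every treated mouse lay beyond every vehicle mouse. Of the probe sets that passed the N-way test in the 3 WAT depots, 177 also changed in this comparison by at least 1.5 fold at an unadjusted p under 0.05 from limma, 92 higher and 85 lower. The counts were 141 higher and 56 lower without replicate 1 of each group, and 55 higher and 84 lower without replicate 2. With treatment labels redrawn 99 times, at most 2 probe sets were shared by the depots and the highest count of this step was 0. The redraws therefore do not test this step by itself. The call ended when 1 array was left out in IWAT at 2 d for Nat8l (treated replicates 2, 3, 4 or 5 or vehicle replicates 1, 3, 4 or 5, adjusted p 0.037 to 0.18). The call also ended with the methods' ANOVA after Benjamini-Hochberg adjustment for Fam110c, Dfna5, Kcne1l, Zfp185 and Nat8l in IWAT at 2 d, and other probe sets for Nat8l (-0.53) did not pass.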

Of the 1129 probe sets, 165 were also significantly regulated at the high dose of PEG30-FGF21 Q108 (2.5 mg/kg) acutely (2 day) in IWAT of WT-chow fed mice (at least 1.5 fold change and 1-way ANOVA p<0.05 compared to vehicle treatment, Table S1). The top 32 up- and down-regulated probe sets are plotted in Figure 2 and Figure S2, and are listed in Table 1, across the three white adipose depots. 

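Dusp4 and Spry4, feedback inhibitors of FGF receptor signaling, had the largest acute rises in IWAT of WT-chow mice at 2.5 mg/kg among genes in which every treated mouse lay beyond every vehicle mouse. Dusp4 rose by 2.71 (SE 0.20, adjusted p = 5.6e-20) on the log2 scale, a fold of 6.56, and Spry4 by 1.71 (SE 0.29, adjusted p = 1.4e-04). Maff rose by 1.24 (SE 0.30, adjusted p = 0.024) and Dusp6 by 0.41 (SE 0.10, adjusted p = 0.027). Among lipid genes, Fabp5, a fatty acid binding protein, rose by 0.95 (SE 0.23, adjusted p = 0.026), and the peroxisomal thioesterase Acot4 had a log2 change of 1.16 (SE 0.34, adjusted p = 0.094). Pnpla3, a lipid droplet protein that responds to feeding, fell by 1.05 (SE 0.27, adjusted p = 0.046) and Ucp3, a mitochondrial carrier, with -1.22 (SE 0.25, adjusted p = 0.0034). In EWAT the log2 changes of Fabp5, Acot4, Pnpla3 and Ucp3 were 1.08 (SE 0.18), 0.90 (SE 0.32), -0.74 (SE 0.30) and -1.71 (SE 0.21), with adjusted p = 2.1e-05, 0.14, 0.22 and 6.1e-09 from limma. Of the 32 genes of Table 1, 13 rose and 10 fell in IWAT (18 and 14 when adjusted over the list alone), 13 and 10 in EWAT, and 11 and 9 in RPWAT. The list was chosen by the study on these samples and is not independent evidence of its direction. All but Hspa1b of the 32 passed the N-way test in each WAT depot. Without single arrays the call was lost in IWAT at 2 d for Maff (treated replicates 2, 3 or 5 or vehicle replicates 2, 3 or 4, adjusted p 0.0080 to 0.11), Dusp6 (treated replicate 3 or vehicle replicates 2, 3 or 4, adjusted p 0.028 to 0.22), Fabp5 (treated replicates 2, 3 or 5 or vehicle replicates 2, 4 or 5, adjusted p 0.011 to 0.26) and Pnpla3 (treated replicates 1, 2, 4 or 5 or vehicle replicates 1, 3, 4 or 5, adjusted p 0.043 to 0.21). Calls were also lost with the methods' ANOVA after Benjamini-Hochberg adjustment for Spry4, Maff, Dusp6, Fabp5, Pnpla3 and Ucp3 in IWAT at 2 d and for Fabp5 in EWAT at 2 d and with only the 2 compared groups in the fit for Dusp6, Fabp5 and Pnpla3 in IWAT at 2 d, and other probe sets of Spry4 (1.07) did not pass.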

Genes involved in feedback regulation of Fgfr signaling (Dusp4 [26] and Spry4 [27]) were among the most robustly induced genes acutely, while the expression of several genes involved in lipid metabolism were either increased (Acot4 [28] and Fabp5 [29]) or decreased (Pnpla3 [30] and Ucp3 [31]). Of note, a few of these genes may be clinically relevant since they showed opposite regulation between A) FGF21 treatment (vs vehicle treatment), and B) the “disease” phenotype (HFD vs chow, or db/db vs WT). For example Negr1 was down-regulated in “disease” but up-regulated by FGF21 treatment while Sfrp5 was up-regulated by “disease” and down-regulated by FGF21 treatment (see Table S1 and Figure S3).

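Negr1, a neuronal adhesion molecule linked to body weight, had lower levels in vehicle-treated db/db-chow mice than in WT-chow mice in each WAT depot at both days, with log2 differences of -1.38 to -0.65, and of -1.21 to -0.59 after quantile normalization over the depot. In WT-HFD mice the difference was -0.47 in IWAT at 2 d and 0.34 at 5 d, and 0.45 to 1.51 in EWAT and RPWAT, with the same signs after that normalization. PEG30-FGF21 Q108 (2.5 mg/kg) raised Negr1 by 1.08 (SE 0.26, adjusted p = 0.023) in IWAT of WT-chow mice at 2 d and by 1.28 (SE 0.23, adjusted p = 5.5e-05) in EWAT at 5 d. In WT-HFD mice at 2 d it rose by 1.58 (SE 0.26) in IWAT, 1.10 (SE 0.25) in EWAT and 1.23 (SE 0.27) in RPWAT, and in db/db-chow mice no call was made at either day, with values from -0.030 to 0.38. Sfrp5, a secreted Wnt antagonist, had differences of WT-HFD from WT-chow vehicle mice of 0.62 in IWAT at 2 d and 1.20 at 5 d, 0.75 and 2.25 in EWAT, and 0.80 and 1.33 in RPWAT. After quantile normalization the difference was -0.28 in EWAT at 2 d and 0.36 to 1.46 in the others, so the sign in EWAT at 2 d depends on the scaling. Over the 32 Table 1 markers, 10 to 16 had opposite signs for disease and for treatment in WT-chow mice in the 12 comparisons of depot, disease and day, and 9 to 15 after quantile normalization over the depot, which was added after seeing the data. In simulated data without any effect, 9.04 to 11.5 of 32 had opposite signs on average, since both contrasts share the WT-chow vehicle arrays, and 12.7 to 15.8 with the disease difference kept and no treatment effect. For treatment in the disease model itself, 11 to 16 had opposite signs, where the simulations gave 20.5 to 22.8 without any effect and 16.2 to 19.1 with the disease difference kept. By their distributions, the sets of different mouse models appear to have been normalized separately, and the median of all probe sets differed by -0.22 to 0.89 from that of WT-chow mice, so no test is given. Leaving out 1 array in turn ended the call in IWAT at 2 d for Negr1 (treated replicates 2, 3, 4 or 5 or vehicle replicates 2 or 3, adjusted p 0.011 to 0.11) and in EWAT at 2 d of WT-HFD for Negr1 (vehicle replicate 3, adjusted p 0.0019 to 0.076). No call remained with the methods' ANOVA after Benjamini-Hochberg adjustment for Negr1 in IWAT at 2 d, for Negr1 in IWAT at 2 d of WT-HFD, for Negr1 in EWAT at 2 d of WT-HFD and for Negr1 in RPWAT at 2 d of WT-HFD and with only the 2 compared groups in the fit for Negr1 in RPWAT at 2 d of WT-HFD, and other probe sets for Negr1 (0.79) did not pass. From such opposite signs, the paper proposes that a few of these genes may be clinically relevant.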

**Figure 2:**
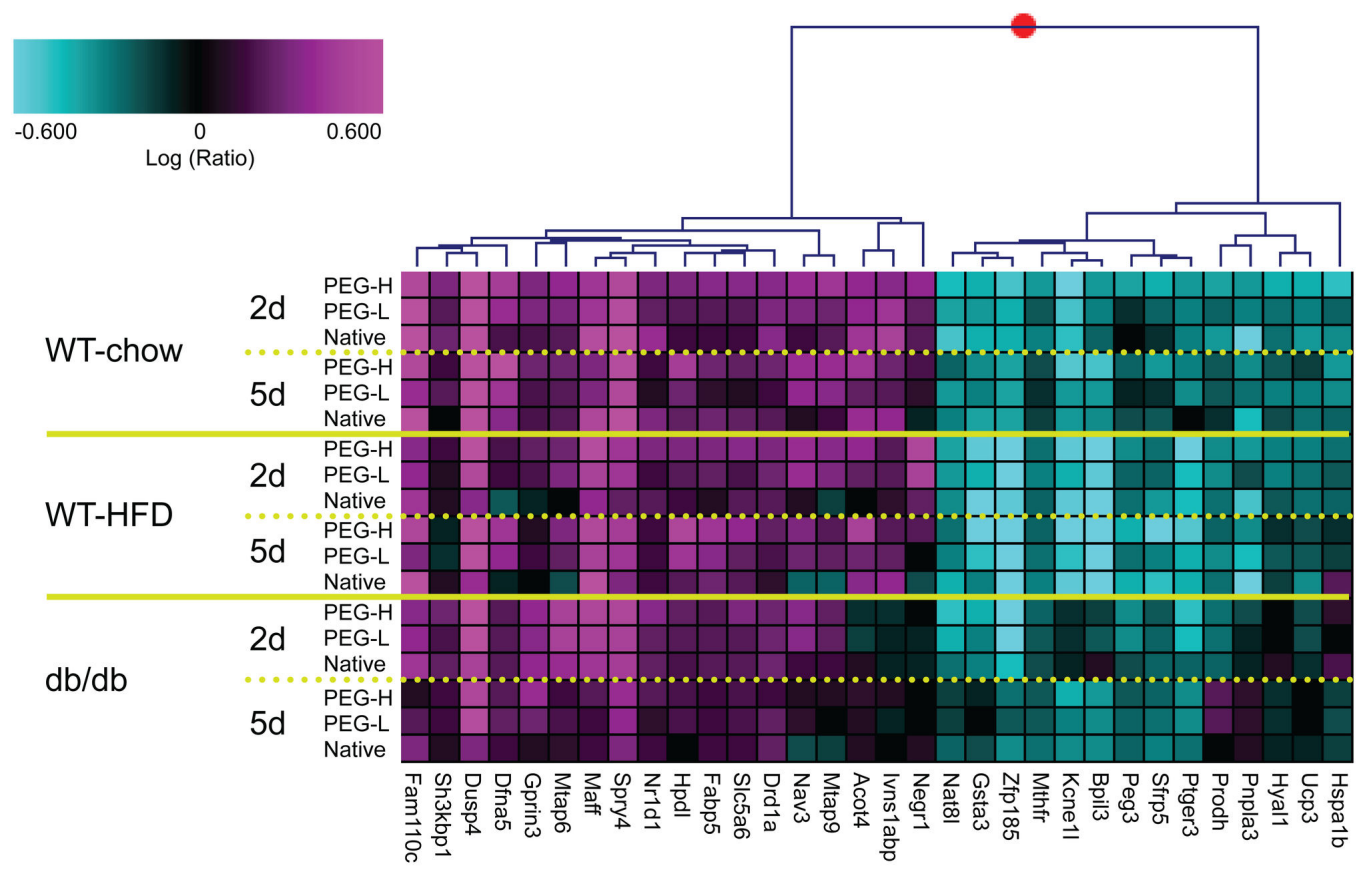
Acute FGF21 treatment-induced RNA markers in white adipose tissues. The top 32 RNA markers (Table 1) from IWAT are represented in the clustergram (see Figure S2 for EWAT and RPWAT). Plotted are the logRatio values on a scale of +/- 0.6 (+/- 4 fold) with magenta and cyan signifying up- and down-regulated genes, respectively. Each row is the average of up to 5 animals for that treatment group. Gene names are shown below the clustergram. Native = WT FGF21; PEG-L and PEG-H = PEG30-FGF21 Q108 at 0.75 and 2.5 mg/kg, respectively; and 2d and 5d correspond to number of days of treatment.

**Table 1:** Acute FGF21 treatment-induced gene expression changes in inguinal white adipose tissue (IWAT) from WT mice on chow diet.

Probeset ID	Gene Symbol	Entrez Gene ID	WT Chow. PEG30-FGF21 Q108, 2.5 mg/kg, 2d / Vehicle Treatment						Validation Study. IWAT. Fold Change		
			IWAT		EWAT		RPWAT		n=5	n=5	n=5
			Fold Change	ANOVA p	Fold Change	ANOVA p	Fold Change	ANOVA p	0.25 mg/kg	0.75 mg/kg	2.5 mg/kg
merck-AK012530_at	Dusp4	319520	6.6	0.000	5.6	0.000	4.1	0.000	3	1.8	1.5
merck-NM_011898_at	Spry4	24066	3.3	0.001	3.0	0.000	2.9	0.000	4.8	2.7	2.3
merck-NM_027828_at	Fam110c	104943	3.3	0.000	2.3	0.000	2.2	0.000	11.3	5.8	9.8
merck-NM_018769_at	Dfna5	54722	2.6	0.000	1.8	0.003	1.6	0.021	7.8	4.6	5.5
merck-NM_010755_at	Maff	17133	2.4	0.001	3.1	0.000	2.0	0.009	5.3	3.1	2.9
merck-AK147287_at	Mtap9	213582	2.3	0.015	1.8	0.001	1.6	0.013	5.8	2.4	2.6
merck-NM_134247_at	Acot4	171282	2.2	0.006	1.9	0.017	1.5	0.120	1.8	1.1	1.6
merck-AK053042_at	Nav3	260315	2.2	0.008	2.2	0.000	2.2	0.000	3.9	2	3.1
merck-NM_177274_at	Negr1	320840	2.1	0.001	1.6	0.054	1.5	0.039	3.5	1.3	2
merck-BC053039_at	Mtap6	17760	2.1	0.001	2.4	0.001	2.1	0.013	2.9	1.4	1.9
merck-NM_001039511_s_at	Ivns1abp	117198	2.1	0.003	1.8	0.001	1.4	0.112	3.3	1.3	1.9
merck-NM_183183_at	Gprin3	243385	1.9	0.006	1.2	0.185	1.1	0.366			
merck-NM_177870_at	Slc5a6	330064	1.9	0.000	1.6	0.099	1.4	0.082			
merck-NM_010634_at	Fabp5	16592	1.9	0.011	2.1	0.001	1.8	0.005	5.2	2.5	3.6
merck-NM_010076_at	Drd1a	13488	1.9	0.001	1.8	0.002	1.5	0.003			
merck-NM_145434_at	Nr1d1	217166	1.9	0.001	1.9	0.002	1.6	0.026			
merck-AK028299_at	Sh3kbp1	58194	1.9	0.001	1.6	0.042	1.6	0.045			
merck-NM_146256_at	Hpdl	242642	1.8	0.016	1.8	0.000	2.1	0.001			
merck-NM_010840_at	Mthfr	17769	-2.0	0.001	-1.8	0.000	-2.0	0.000			
merck-NM_054088_at	Pnpla3	116939	-2.1	0.003	-1.7	0.018	-1.8	0.000			
merck-NM_011196_at	Ptger3	19218	-2.1	0.038	-2.1	0.012	-2.0	0.004			
merck-NM_011172_at	Prodh	19125	-2.2	0.000	-1.8	0.003	-1.6	0.001	-2.5	-4.8	-4.7
merck-NM_199303_at	Bpil3	228796	-2.2	0.019	-2.1	0.002	-1.9	0.023			
merck-BP753991_at	Peg3	18616	-2.2	0.000	-2.5	0.001	-1.8	0.001	-1.8	-3.5	-2.9
merck-NM_008317_at	Hyal1	15586	-2.3	0.000	-1.6	0.001	-1.7	0.000	-5.2	-4.7	-5.8
merck-NM_010356_s_at	Gsta3	14859	-2.3	0.006	-1.4	0.013	-1.5	0.006	-1.2	-1.6	-1.2
merck-NM_009464_at	Ucp3	22229	-2.3	0.001	-3.3	0.000	-2.2	0.000	-1.8	-2.3	-1.7
merck-NM_001001985_at	Nat8l	269642	-2.4	0.001	-2.8	0.011	-2.6	0.000	1.6	-2	1.1
merck-NM_018780_at	Sfrp5	54612	-2.5	0.017	-4.4	0.017	-1.6	0.035	-2	-1.3	-3.7
merck-AK159139_at	Hspa1b	15511	-2.6	0.004	-1.5	0.001	-5.6	0.001	-2.2	-2.8	-2.7
merck-NM_009549_at	Zfp185	22673	-3.0	0.000	-1.6	0.003	-2.2	0.000	2.6	1	1.4
merck-NM_021487_at	Kcne1l	66240	-3.6	0.001	-3.0	0.001	-2.8	0.000	-15.6	-43	-31.6

Listed are the top 32 probe sets, out of 165, that were regulated in IWAT by a single 2.5 mg/kg dose of PEG30-FGF21 Q108 (1.5 fold and p<0.05). The fold change and 1-way ANOVA p values for the acute treatment of PEG30-FGF21 Q108 (2.5 mg/kg) in EWAT and RPWAT are included as is the data from the validation study (qPCR). The 1129 probe sets, from which the 165 were derived, are listed in Table S1.

In an independent *in vivo* validation study, C57BL/6 mice (on chow diet) were treated with a single injection of PEG30-FGF21 Q108 at doses ranging from 0.25 to 2.5 mg/kg and adipose tissues flash frozen at 15 min, 24 hours, and 48 hours post-dose. Blood was collected at the 24 h and 48 h time points. Insulin levels were decreased in a dose-dependent manner at the 24 h and 48 h time points (from 0.57 to 0.15 ng/ml and from 0.8 to 0.27 ng/ml for the 24 and 48 h time points, respectively; Figure 3). Quantitative PCR analysis of 22 of the top 32 genes was performed using RNA from IWAT samples at the 24 h time point with 20 of the 22 genes showing regulation by FGF21 in agreement with the microarray study (Table 1). Interestingly, even the lowest dose of PEG30-FGF21 Q108 (0.25 mg/kg) in the validation study showed robust regulation of these genes in IWAT, highlighting the sensitivity of these markers. Perhaps, this is not surprising since PEG30-FGF21 Q108 at this dose (0.25 mg/kg) was recently reported to have beneficial effects in terms of normalizing insulin-stimulated glucose uptake in a diet-induced mouse model of insulin-resistance after acute treatment [21].

**Figure 3:**
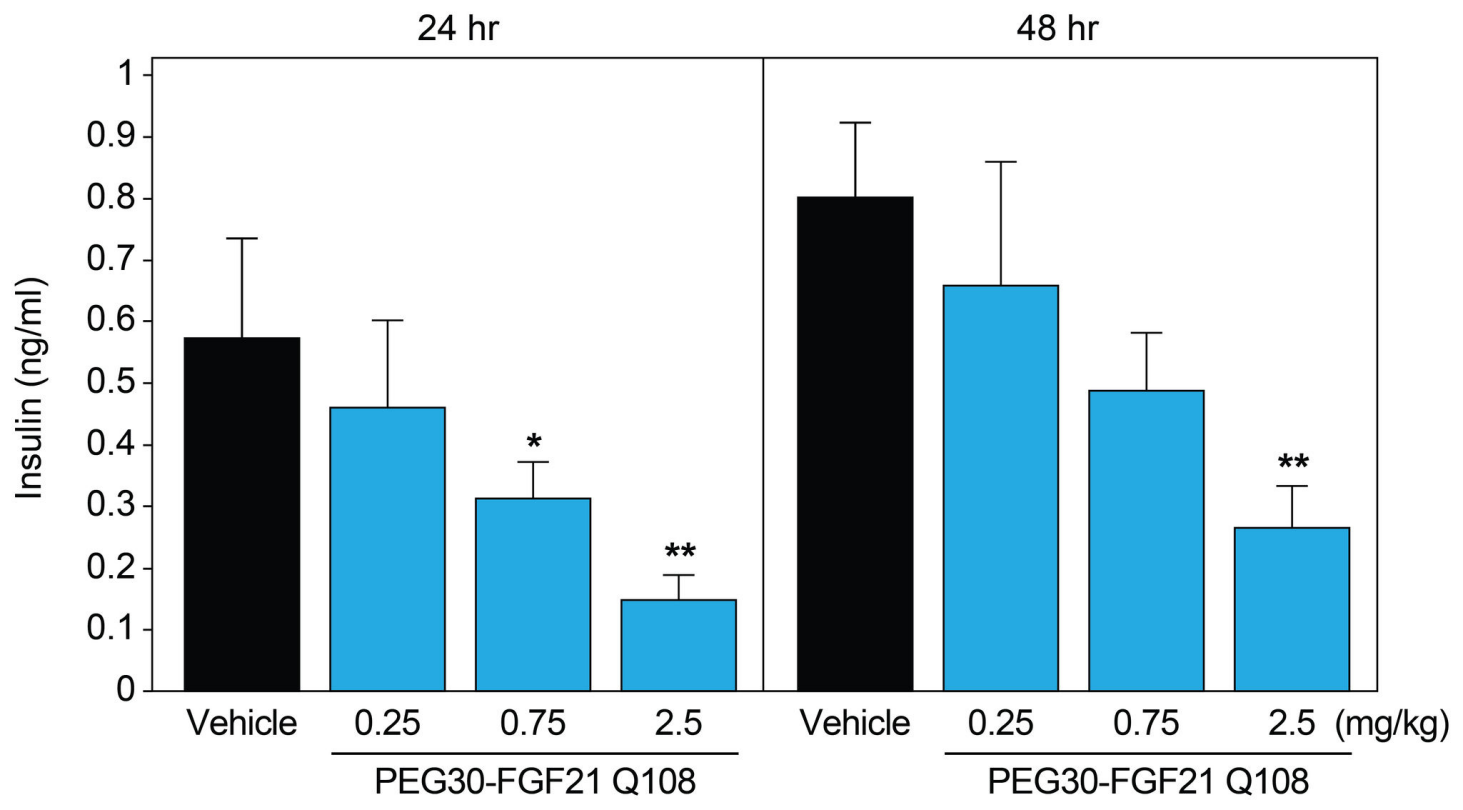
Acute FGF21 treatment lowers plasma insulin levels. C57BL/6 mice on chow diet were treated with a single dose of vehicle or PEG30-FGF21 Q108 at one of three doses (0.25, 0.75, or 2.5 mg/kg). Plasma insulin levels were measured 24 and 48 hours post dose. Error bars denote standard error. Asterisks denote significant change compared to vehicle treatment within each time point (students t-test p value < 0.05*, p<0.01**).

### FGF21 Transcriptional Effects in Brown Adipose Tissue (BAT)

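BAT of mice of these groups was measured in 119 arrays, 5 in each group except 4 for WT-HFD mice with WT FGF21 at 5 d. In each mouse model the median intensity of an array was lower than in the 3 WAT depots, between 11.2 and 11.8 in WT-chow, 29.0 and 31.0 in WT-HFD, and 18.1 and 19.3 in db/db-chow mice, so levels of BAT and WAT are also set side by side without a test. The limma fit used all BAT arrays with a mean per group. In data simulated for BAT of WT-chow mice at 2 d, with the same independent noise, 34 of 67 probe sets changed by 0.5 on the log2 scale were recovered and 65 of 67 changed by 1, with 7 false calls. Changes in BAT and IWAT were compared by a limma fit over the arrays of both depots, which tests the difference of the 2 responses in each probe set.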

RNA from BAT was also analyzed by Affymetrix microarrays following FGF21 treatment. Of the adipose tissues profiled, FGF21 treatment had the most robust effect in BAT in terms of the number of probe sets that were statistically significantly changed compared to vehicle treatment, especially at the 5 day time point (see Figure S1). 

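In BAT of WT-chow mice at 5 d, 9 of 18 thermogenic and brown fat genes rose with PEG30-FGF21 Q108 (2.5 mg/kg) (10 higher when adjusted over the list alone, camera adjusted p = 5.4e-06, adjusted p = 0.026 with an estimated correlation). Among them Elovl3 rose by 2.82 (SE 0.26, adjusted p = 3.2e-15) on the log2 scale, Bmp8b, a signal that makes brown fat more responsive to sympathetic input, by 3.13 (SE 0.36, adjusted p = 1.8e-11) and the brown fat marker Zic1 by 1.00 (SE 0.12, adjusted p = 2.5e-10). Ucp1 rose by 0.16 (SE 0.024, adjusted p = 3.8e-08). Of 13 macrophage markers, 9 fell in the same tissue (10 lower when adjusted over the list alone, camera adjusted p = 1.6e-05, adjusted p = 0.31 with an estimated correlation). Genes of fatty acid oxidation were 9 higher and 1 lower of 18 (10 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0064, adjusted p = 0.37 with an estimated correlation), and 5 higher and 5 lower in the N-way test over all models, days and treatments. The adipokine leptin (Lep) fell by 2.54 (SE 0.54, adjusted p = 1.9e-04). In all, 1549 probe sets changed in BAT of WT-chow mice at 2 d and 5552 at 5 d, 2270 and 5225 in WT-HFD, and 3562 and 7206 in db/db-chow. In WT-HFD at 2 d, 31.6% of the calls were higher, and 41.9% after quantile normalization. Tested directly in WT-chow mice, the response differed between BAT and IWAT in 114 probe sets at 2 d and 1151 at 5 d, and between the 2 days within BAT in 869. As many as 869 passed in 7 of 100 splits of the mice. These splits exchange treated and vehicle mice within a day, so the effect of treatment can enter the difference. They cannot decide whether the 2 days differ, and chance is not excluded. Without the 2 IWAT arrays that stood apart, a setting chosen after seeing the data, the response differed between the depots for 399 probe sets at 2 d and 2185 at 5 d. Leaving out 1 replicate number from each group moved these counts, to 16 to 74 without replicates 2, 3, 4 or 5 for the depots at 2 d, 515 to 704 without replicates 1, 3, 4 or 5 at 5 d, and 355 to 564 without replicates 1, 2 or 3 for the days. The BAT count was 6.40 times that of IWAT at 2 d and 13.4 times at 5 d, and 1.34 and 4.25 times without the 2 IWAT arrays that stood apart. Significance was also lost with the methods' ANOVA after Benjamini-Hochberg adjustment for Lep in BAT at 5 d.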

N-way ANOVA analysis was performed using all the doses of the WT and PEG30-FGF21 Q108 in all three mouse models (WT-chow, WT-HFD, and db/db-chow). 

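Over all models, days and treatments, genes of de novo lipogenesis were higher in BAT with FGF21, 10 of 17 in the N-way test at p under 0.001, and matrix genes were mostly lower, 13 lower and 2 higher of 21. The largest changes named next are among genes in which every treated mouse lay beyond every vehicle mouse. In WT-chow mice at 2 d, the largest rises include Slco4a1, an organic anion transporter, 1.67 (SE 0.19, adjusted p = 2.5e-10) on the log2 scale, the Wnt pathway receptor Lgr6, 1.57 (SE 0.14, adjusted p = 5.7e-15), the prolactin receptor Prlr, 1.43 (SE 0.26, adjusted p = 5.7e-05), and the collagen gene Col5a3, 1.41 (SE 0.19, adjusted p = 7.4e-08). The largest falls include Mfsd2, a lysophosphatidylcholine carrier, -2.78 (SE 0.63, adjusted p = 0.0023), and the clock genes Per1, -1.89 (SE 0.27, adjusted p = 4.9e-07), and Per2, -1.89 (SE 0.31, adjusted p = 8.6e-06). At 5 d the largest rises include the secreted phospholipase Pla2g2e, 3.38 (SE 0.24, adjusted p = 5.3e-22), the mitochondrial carrier Slc25a34, 2.38 (SE 0.25, adjusted p = 5.3e-13), and the tachykinin receptor Tacr2, 2.39 (SE 0.26, adjusted p = 3.2e-12). The largest falls at 5 d, besides larger ones of heat shock genes given below, include Map2k6, -2.59 (SE 0.19, adjusted p = 1.5e-20), and Nkain1, -2.19 (SE 0.25, adjusted p = 2.3e-11). The N-way test over 89 FGF21 and 30 vehicle arrays passed 8424 probe sets, 3715 higher and 4709 lower, and of these 1958 also changed by at least 1.2 fold at an unadjusted p under 0.05 in WT-chow mice at 2 d, 942 higher and 1016 lower. Redrawn treatment labels gave a mean of 44.2 probe sets at the first step and at most 27 at the last. The threshold was missed with the methods' ANOVA after Benjamini-Hochberg adjustment for Prlr, Mfsd2, Per1 and Per2 in BAT at 2 d and with only the 2 compared groups in the fit for Per2 in BAT at 2 d, and other probe sets for Prlr (0.26 to 0.59) did not pass.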

Approximately 8500 probe sets had N-way ANOVA p<0.001 of which 1634 were also significantly regulated by the high dose of the PEG30-FGF21 Q108 (2.5 mg/kg) acutely (2 day) in BAT of WT-chow fed mice (1.2 fold change and 1-way ANOVA p<0.05 compared to vehicle treatment (Figure 4 and Table S5). 

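Of 14 genes of triacylglycerol synthesis, 3 rose in WT-chow mice at 2 d (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0088, adjusted p = 0.14 with an estimated correlation) and 5 rose and 1 fell at 5 d (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.026, adjusted p = 0.30 with an estimated correlation), and over all models and days 12 were higher and 1 lower in the N-way test. The glycerol phosphate acyltransferase Gpam rose by 0.43 (SE 0.057, adjusted p = 2.3e-09) at 5 d, while Dgat2 fell by 0.49 (SE 0.093, adjusted p = 3.0e-05). The FGF receptor feedback and ERK-induced list had 6 higher and 2 lower at 2 d (8 higher and 3 lower when adjusted over the list alone, camera adjusted p = 6.8e-06, adjusted p = 0.0090 with an estimated correlation) and 7 higher at 5 d (8 higher when adjusted over the list alone, camera adjusted p = 1.7e-04, adjusted p = 0.026 with an estimated correlation). Of the 10 genes of FGF receptors and co-receptors, none passed in BAT at either day in limma, with 0 higher and 0 lower at 2 d and 1 and 0 at 5 d at an unadjusted p under 0.05, and 2 higher and 3 lower in the N-way test. Insulin signaling went both ways, 4 higher and 4 lower of 20 at 5 d (6 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.33, median 0.13, mean -0.0095 and camera direction up). The insulin receptor Insr rose by 0.43 (SE 0.086, adjusted p = 7.7e-05) and Akt2 by 0.85 (SE 0.15, adjusted p = 4.3e-06), and the insulin receptor substrate Irs2 fell by 1.64 (SE 0.42, adjusted p = 0.0023) and the forkhead factor Foxo1 with -0.59 (SE 0.15, adjusted p = 0.0025). The call also ended with the methods' ANOVA after Benjamini-Hochberg adjustment for Dgat2, Insr, Irs2 and Foxo1 in BAT at 5 d, and other probe sets of Gpam (0.28), Insr (0.22) and Akt2 (-0.072 to 0.027) did not pass, some of those of Akt2 with the opposite sign.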

Enriched canonical pathways from the Ingenuity Pathway Analysis tool included Phosphatidylglycerol and Triacylglycerol Biosynthesis, Erk/Mapk signaling, and Insulin Receptor Signaling (see Table S6). Robustly regulated genes included Sgk2, Dusp4, Spry4 and Lcn2 (up-regulated) and Hspa1a, Hspa1b, Nr4a1, Nr4a3, and FosB (down-regulated). 

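Sgk2, a serum and glucocorticoid regulated kinase, rose in BAT of WT-chow mice by 2.52 (SE 0.45, adjusted p = 4.7e-05) on the log2 scale at 2 d and 3.73 (SE 0.45, adjusted p = 1.0e-10) at 5 d with PEG30-FGF21 Q108 (2.5 mg/kg). Dusp4 rose by 1.70 (SE 0.17) and 1.39 (SE 0.17) and Spry4 by 1.58 (SE 0.14) and 0.93 (SE 0.14), with adjusted p of at most 7.1e-08 from limma. Lcn2, a secreted acute phase protein, rose by 1.56 (SE 0.41, adjusted p = 0.011) at 2 d, with 0.22 (SE 0.41, adjusted p = 0.83) at 5 d. Hspa1b, an Hsp70 gene, had the largest fall at both days among genes in which every treated mouse lay beyond every vehicle mouse, with -4.33 (SE 0.49, adjusted p = 2.5e-10) at 2 d and -4.55 (SE 0.49, adjusted p = 2.6e-12) at 5 d, and Hspa1a fell with -2.55 (SE 0.41, adjusted p = 5.7e-06) and -3.03 (SE 0.41, adjusted p = 4.7e-09). Of the 15 heat shock chaperones, 7 fell at 2 d (7 lower when adjusted over the list alone, camera adjusted p = 1.2e-09, adjusted p = 0.11 with an estimated correlation) and 7 at 5 d (1 higher and 9 lower when adjusted over the list alone, camera adjusted p = 9.9e-04, adjusted p = 0.40 with an estimated correlation). In the N-way test of BAT over all models, days and treatments, 5 were higher and 3 lower. Immediate early transcription factors fell as well, 9 of 18 at 2 d (10 lower when adjusted over the list alone, camera adjusted p = 1.2e-09, adjusted p = 0.024 with an estimated correlation) and 9 at 5 d (9 lower when adjusted over the list alone, camera adjusted p = 5.2e-05, adjusted p = 0.22 with an estimated correlation). The AP-1 gene Fosb fell by 3.66 (SE 0.50, adjusted p = 1.3e-07) at 2 d and fell by 2.45 (SE 0.50, adjusted p = 1.1e-04) at 5 d. The orphan nuclear receptors fell too, Nr4a1 with -1.89 (SE 0.58) and -2.27 (SE 0.58) and Nr4a3 with -2.02 (SE 0.46) and -2.34 (SE 0.46).
With WT FGF21, whose tissue was taken at the same time after the last dose as that of vehicle, the same genes had these values. Hspa1b had log2 changes of -0.94 (SE 0.49, adjusted p = 0.43) at 2 d and -1.52 (SE 0.49, adjusted p = 0.034) at 5 d, Fosb -1.66 (SE 0.50, adjusted p = 0.053) and -0.31 (SE 0.50, adjusted p = 0.82), Nr4a1 -0.91 (SE 0.58, adjusted p = 0.59) and -0.20 (SE 0.58, adjusted p = 0.91), and Nr4a3 -0.20 (SE 0.46, adjusted p = 0.93) and -0.52 (SE 0.46, adjusted p = 0.61). The difference between the treatments was not tested, and doses and times are not matched. The call depended on 1 array in BAT at 2 d for Nr4a1 (treated replicates 2, 3 or 5 or vehicle replicates 1, 3, 4 or 5, adjusted p 0.029 to 0.22) and in BAT at 5 d with WT FGF21 for Hspa1b (treated replicates 1, 3, 4 or 5 or vehicle replicates 1 or 5, adjusted p 0.0024 to 0.15). Calls were also lost with the methods' ANOVA after Benjamini-Hochberg adjustment for Sgk2 and Nr4a1 in BAT at 2 d and for Fosb, Nr4a1 and Hspa1b in BAT at 5 d, after quantile normalization between the arrays of the depot for Nr4a1 in BAT at 2 d and with only the 2 compared groups in the fit for Hspa1b in BAT at 5 d, and other probe sets for Nr4a3 (-0.41 to -0.045) did not pass.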

Interestingly, the expression levels of the majority of the top 32 FGF21-regulated genes identified in WAT after treatment with FGF21 approached the levels observed in BAT (either up- or down-regulated), in support of a white adipose “browning” effect by this treatment (see Figure S4) [20]). 

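Ucp1 in IWAT of WT-chow mice at 5 d had a log2 level of 8.93 ± 1.20 with vehicle and 12.52 ± 1.12 after treatment, against 13.06 ± 0.027 in BAT of vehicle mice (mean ± SD, n = 5 each). At 2 d in IWAT, Dusp4 was at 8.28 ± 0.29 with vehicle and 10.99 ± 0.076 after treatment, against 9.23 ± 0.20 in BAT, so its treated level lay above that of BAT. After quantile normalization over the 2 depots these 3 levels of Dusp4 were 7.51, 10.51 and 10.19. The channel subunit Kcne1l was at 7.29 ± 0.79 with vehicle and 5.43 ± 0.30 after treatment, against 2.26 ± 0.19 in BAT. Sfrp5 was at 9.22 ± 0.88 after treatment, against 6.32 ± 0.58 in BAT. Of the 32 Table 1 markers, treatment moved 14 toward the BAT level in IWAT at 2 d and 15 at 5 d, 16 and 15 in EWAT, and 16 and 15 in RPWAT. After quantile normalization over BAT and the WAT depot, a choice added after seeing the data, the numbers were 21 and 19 in IWAT, 20 and 19 in EWAT, and 19 and 18 in RPWAT. Simulated treatment without effect moved 16.6 to 17.2 of 32 on average, the upper end of the central 95% of draws being 22. Of the other probe sets changed by treatment, 35.2% to 63.9% moved toward BAT over the WAT depots and days, and 46.5% to 76.9% after quantile normalization. In IWAT at 5 d the share went from 35.2% to 76.9%, so it depends on the scaling. BAT and WAT appear to have been normalized separately, and the median difference of BAT from WAT over all probe sets was -1.89 to -0.59, so no test is given. From levels that approached those of BAT, the paper proposes a browning effect on white adipose tissue.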

Examples included Dusp4, Kcne1l, and Sfrp5 (Ucp1 was included in Figure S4 as a “browning” control).

**Figure 4:**
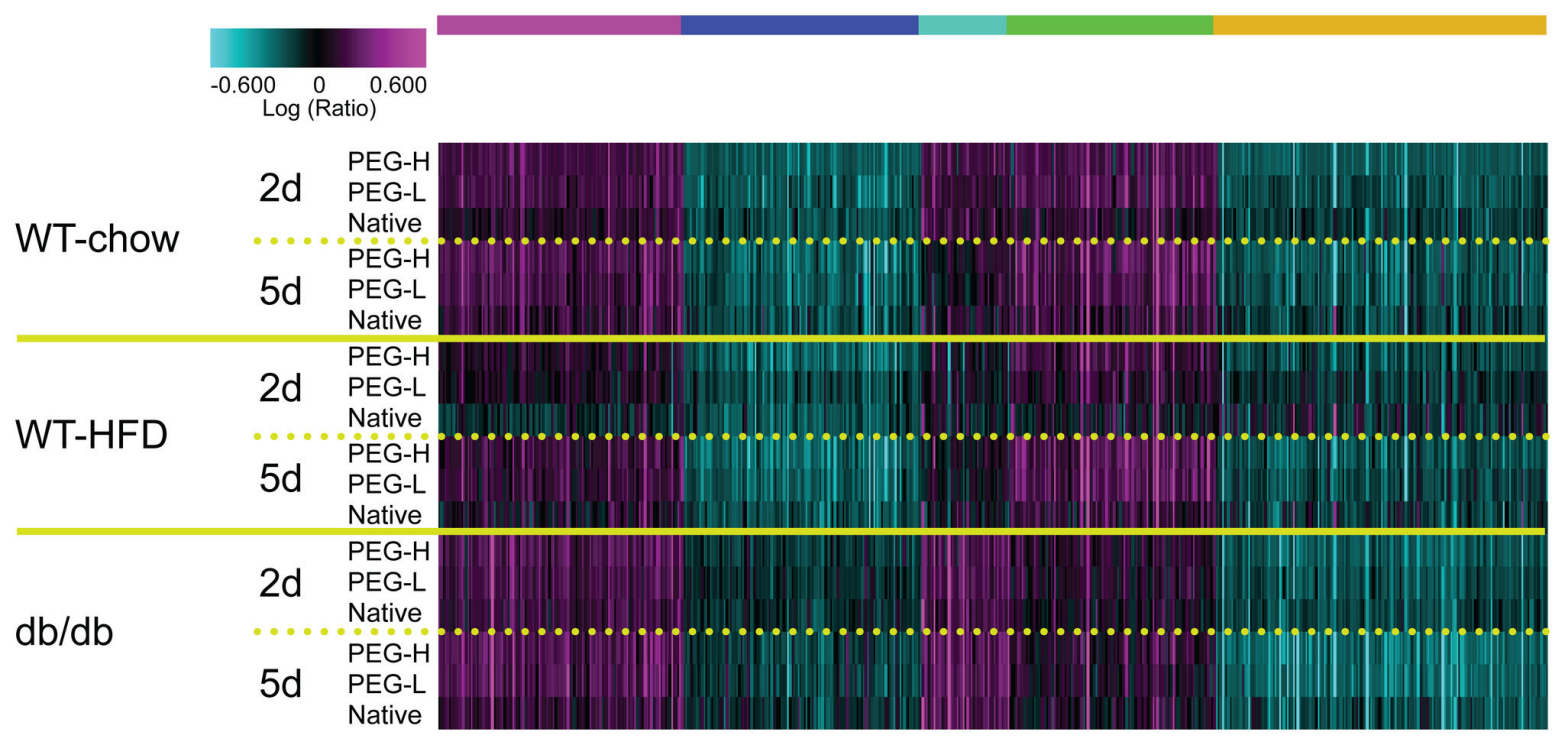
Acute FGF21 treatment induces robust and consistent changes in brown adipose tissue gene expression. Shown in the clustergram are the 1634 probe sets regulated by a single 2.5mg/kg dose of PEG-30-FGF21 Q108 in WT mice on chow diet. Clustergram properties are the same as in Figure 2. The 1634 probe sets are listed in Table S5.

### Blood Borne Protein validation of Gene Expression Signatures in White Adipose Tissues

More than 6500 probe sets were interrogated in WAT, of which approximately 2500 were significantly regulated by the high dose of the PEG30-FGF21 Q108 (2.5 mg/kg) acutely (2 day) in at least one of the three WAT tissues (1.2 fold change and 1-way ANOVA p<0.05) compared to the corresponding vehicle treatment. 

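Among genes in which every treated mouse lay beyond every vehicle mouse, the largest acute changes at 2 d in IWAT of WT-chow mice also include some that the N-way test did not pass in all 3 WAT depots. Prlr, the prolactin receptor, rose by 1.14 (SE 0.26, adjusted p = 0.015) on the log2 scale in IWAT and by 1.01 (SE 0.21, adjusted p = 7.8e-04) in EWAT, and the transcription factor Dmrt2 by 1.39 (SE 0.32, adjusted p = 0.019) and 1.02 (SE 0.21, adjusted p = 9.4e-04). Cyp26b1, which breaks down retinoic acid, fell in each depot, with -1.72 (SE 0.31, adjusted p = 4.7e-04) in IWAT, -1.93 (SE 0.33, adjusted p = 3.8e-05) in EWAT and -1.86 (SE 0.38, adjusted p = 0.0010) in RPWAT. Sult1e1, the estrogen sulfotransferase, fell by 1.75 (SE 0.43, adjusted p = 0.027) in IWAT, and Tmepai, an inhibitor of TGF-beta signaling, with -1.22 (SE 0.29, adjusted p = 0.022). At the methods' thresholds of 1.2 fold and an unadjusted p under 0.05, limma passed 3201 of the 43681 probe sets of the array in IWAT, 3706 in EWAT and 3520 in RPWAT, and 7863 in at least 1 of them. When treatment labels were redrawn 99 times, the median count in at least 1 depot was 4421 and the highest 7751. Single arrays decided the call in IWAT at 2 d for Prlr (treated replicates 3 or 5 or vehicle replicate 2, adjusted p 0.0089 to 0.11), Dmrt2 (treated replicates 2 or 5 or vehicle replicate 2, adjusted p 0.012 to 0.079), Sult1e1 (treated replicates 1, 3 or 5 or vehicle replicates 1 or 2, adjusted p 0.025 to 0.16) and Tmepai (treated replicates 1 or 5 or vehicle replicate 3, adjusted p 0.030 to 0.090). No call remained with the methods' ANOVA after Benjamini-Hochberg adjustment for Prlr, Dmrt2, Cyp26b1, Sult1e1 and Tmepai in IWAT at 2 d, for Prlr, Dmrt2 and Cyp26b1 in EWAT at 2 d and for Cyp26b1 in RPWAT at 2 d and with only the 2 compared groups in the fit for Cyp26b1 and Sult1e1 in IWAT at 2 d and for Cyp26b1 in RPWAT at 2 d, and other probe sets of Prlr (0.46 to 0.89) did not pass.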

Detailed bioinformatics analysis led to the identification of transcripts, from white adipose tissues, which encoded secreted proteins. From the (differentially regulated) 2500 probe sets, 334 genes were annotated as secreted proteins (Swissprot keywords or extracellular localization, Table S7). 

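Of the 21 secreted proteins of Table 2, 2 rose and 5 fell in IWAT of WT-chow mice at 2 d (4 and 14 when adjusted over the list alone), 2 and 6 in EWAT, and 3 and 7 in RPWAT. The study chose these genes on these samples, so the counts are not independent evidence of their direction. Nav3 rose by 1.14 (SE 0.27, adjusted p = 0.022) on the log2 scale in IWAT, 1.12 (SE 0.14) in EWAT and 1.13 (SE 0.17) in RPWAT. F3, tissue factor, which starts blood coagulation, rose by 0.79 (SE 0.17, adjusted p = 0.0023) in EWAT and 0.92 (SE 0.15, adjusted p = 3.6e-05) in RPWAT, with 0.80 (SE 0.25, adjusted p = 0.13) in IWAT. The hyaluronidase Hyal1 fell by 1.19 (SE 0.16, adjusted p = 7.3e-07) in IWAT and the matrix protein Podn with -0.81 (SE 0.20, adjusted p = 0.025). Kitl, the ligand of the Kit receptor, fell by 0.73 (SE 0.19, adjusted p = 0.048) in IWAT. Igfbp4, which binds IGFs, fell by 0.41 (SE 0.084, adjusted p = 7.8e-04) in EWAT, where Igf1 had a log2 change of -0.28 (SE 0.13, adjusted p = 0.37). The chemokines did not pass in IWAT, Ccl11 with 0.69 (SE 0.22, adjusted p = 0.14) and Cxcl2 with -2.22 (SE 0.78, adjusted p = 0.22), nor did the pantetheinase Vnn1, -1.39 (SE 0.38, adjusted p = 0.061). These misses come from the IWAT fit that holds the 2 arrays that stood apart, which widen its spread. The call ended when 1 array was left out in IWAT at 2 d for Nav3 (treated replicates 2, 3 or 5 or vehicle replicates 2 or 4, adjusted p 0.0013 to 0.14), Podn (treated replicates 1, 3 or 5 or vehicle replicates 2, 3 or 5, adjusted p 0.015 to 0.10) and Kitl (treated replicates 1, 2, 3, 4 or 5 or vehicle replicates 1, 2, 3 or 4, adjusted p 0.027 to 0.21). Significance was also lost with only the 2 compared groups in the fit for Nav3, Podn and Kitl in IWAT at 2 d and with the methods' ANOVA after Benjamini-Hochberg adjustment for Nav3, Podn and Kitl in IWAT at 2 d, for Nav3 and F3 in RPWAT at 2 d and for F3 in EWAT at 2 d, and other probe sets for Nav3 (-0.12 to 0.53) and Kitl (-0.43 to -0.33) did not pass, some of those of Nav3 with the opposite sign.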

The top 20 up- and down-regulated probe sets are listed in Table 2. Il1rn was added to this list even though the 1-way ANOVA p values for IWAT and EWAT were above 0.05 (they were 0.07 and 0.08, respectively).

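Il1rn, the interleukin-1 receptor antagonist, did not pass at 2 d in WT-chow mice, with log2 changes of -1.22 (SE 0.52, adjusted p = 0.40) in IWAT, -0.75 (SE 0.37, adjusted p = 0.39) in EWAT and -0.23 (SE 0.50, adjusted p = 0.94) in RPWAT with PEG30-FGF21 Q108 (2.5 mg/kg). Over all models, days and treatments it was lower in EWAT, -0.45 (SE 0.12, p = 3.6e-04, n = 88 FGF21 and 27 vehicle arrays), with -0.057 (SE 0.18, p = 0.75, n = 90 and 30) in IWAT and -0.36 (SE 0.16, p = 0.025, n = 86 and 28) in RPWAT. In BAT it was higher, 0.57 (SE 0.11, p = 5.3e-07, n = 89 FGF21 and 30 vehicle arrays), and rose by 1.06 (SE 0.27, adjusted p = 0.0025) in WT-chow mice at 5 d. Of the 16 inflammatory and acute phase genes, 8 were lower and 0 higher in EWAT in the N-way test, with 1 lower and 2 higher in IWAT and 1 and 2 in RPWAT. In WT-chow mice none passed in limma in the 3 WAT depots at 2 d. At an unadjusted p under 0.05, the counts were 1 higher and 2 lower in IWAT, 1 and 2 in EWAT, and 3 and 0 in RPWAT. At 5 d in RPWAT, Lcn2 rose by 1.87 (SE 0.37, adjusted p = 3.0e-04) and Lbp, the lipopolysaccharide binding protein, fell by 1.04 (SE 0.27, adjusted p = 0.011). In BAT at 2 d the chemokines Ccl2 and Ccl7 fell, with -1.61 (SE 0.44, adjusted p = 0.017) and -1.83 (SE 0.51, adjusted p = 0.019). Without single arrays the call was lost in RPWAT at 5 d for Lbp (treated replicate 3, adjusted p 0.0079 to 0.058) and in BAT at 2 d for Ccl2 (treated replicate 1 or vehicle replicates 2 or 5, adjusted p 0.0057 to 0.070) and Ccl7 (treated replicate 1 or vehicle replicate 2, adjusted p 0.012 to 0.096), and leaving out 1 replicate number from every group ended the N-way call for Il1rn (replicates 1, 3 or 4, p up to 0.010) in EWAT. The threshold was missed with the methods' ANOVA after Benjamini-Hochberg adjustment for Lcn2 and Lbp in RPWAT at 5 d and for Ccl2 and Ccl7 in BAT at 2 d.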

**Table 2:** FGF21 treatment-induced gene expression changes of adipose tissue transcripts encoding potential secreted proteins.

Probeset ID	Gene Symbol	Entrez Gene ID	WT Chow. PEG30-FGF21 Q108, 2.5 mg/kg, 2d / Vehicle Treatment						Validation Study. IWAT. Fold Change		
			IWAT		EWAT		RPWAT		n=5	n=5	n=5
			Fold Change	ANOVA p	Fold Change	ANOVA p	Fold Change	ANOVA p	0.25 mg/kg	0.75 mg/kg	2.5 mg/kg
merck-AK053042_at	Nav3	260315	2.2	0.008	2.2	0.000	2.2	0.000	3.9	2	3.1
merck-NM_177274_at	Negr1	320840	2.1	0.001	1.6	0.054	1.5	0.039	3.5	1.3	2
merck-NM_001024698_at	Cpa2	232680	2.0	0.225	2.3	0.016	3.7	0.026			
merck-NM_010171_at	F3	14066	1.7	0.023	1.7	0.005	1.9	0.001			
merck-AF128205_a_at	Ccl11	20292	1.6	0.086	1.0	0.986	1.6	0.020			
merck-NM_010512_at	Igf1	16000	-1.1	0.035	-1.2	0.036	-1.2	0.017			
merck-NM_010517_s_at	Igfbp4	16010	-1.3	0.000	-1.3	0.000	-1.2	0.004			
merck-NM_008520_at	Ltbp3	16998	-1.4	0.008	-1.4	0.000	-1.5	0.000			
merck-NM_008489_at	Lbp	16803	-1.4	0.001	-1.5	0.003	-1.3	0.116			
merck-ENSMUST00000015791_at	Lama5	16776	-1.5	0.001	-1.2	0.038	-1.3	0.019			
merck-NM_007925_at	Eln	13717	-1.5	0.003	-1.1	0.087	-1.2	0.083			
merck-BB213274_s_at	Kitl	17311	-1.7	0.001	-1.2	0.036	-1.4	0.007			
merck-NM_030565_at	Fam20c	80752	-1.7	0.001	-2.1	0.000	-2.0	0.000			
merck-ENSMUST00000063029_at	Chrdl1	83453	-1.7	0.010	-1.6	0.043	-1.4	0.069			
merck-NM_172874_at	Podn	242608	-1.8	0.002	-1.5	0.045	-1.7	0.002			
merck-AK190654_a_at	C2	12263	-1.8	0.005	-1.5	0.036	-1.6	0.010			
merck-NM_008317_at	Hyal1	15586	-2.3	0.000	-1.6	0.001	-1.7	0.000	-5.2	-4.7	-5.8
merck-NM_001039701_a_at	Il1rn	16181	-2.3	0.069	-1.7	0.080	-1.2	0.528			
merck-NM_018780_at	Sfrp5	54612	-2.5	0.017	-4.4	0.017	-1.6	0.035	-0.5	-0.8	-3.7
merck-NM_011704_at	Vnn1	22361	-2.6	0.000	-1.8	0.061	-1.8	0.011			
merck-NM_009140_at	Cxcl2	20310	-4.7	0.003	-1.6	0.044	-2.0	0.042			

Listed are the top 20 potential secreted proteins (in addition to IL1rn), out of 334, that were regulated by a single 2.5 mg/kg dose of PEG30-FGF21 Q108 (1.2 fold and p<0.05) in at least one of the three white adipose tissues (IWAT, EWAT, RPWAT). The 334 probe sets, from which the 20 were derived, are listed in Table S7.

In an independent *in vivo* validation study, immunoassays were performed using commercially available antibodies against 5 proteins and mouse blood taken at the 24 h and 48 h time points. Consistent with the gene expression data, Ccl11 protein levels were increased (at the 48 h post dose, Figure 5 and Table S8). The lack of increase in *circulating* Ccl11 at 24 hours post FGF21 treatment may reflect the specific differences in the kinetics of protein synthesis and/or secretion. Il1rn protein levels were significantly decreased at the 24 h time point following the high dose of PEG30-FGF21 Q108 (Figure 5). This is in agreement with the microarray analysis where the Il1rn transcript was down-regulated by the 2.5 mg/kg dose of PEG30-FGF21 Q108 at the 2 day time point. The increase in Il1rn at 48 h post-dose may reflect feedback regulation, although this requires further experimentation. Immunoassays for the three other proteins (Cxcl2, Igf1, and Kitl) did not show dose-dependent changes in the plasma after FGF21 treatment (Figure 5). There was, however, a significant decrease in the plasma levels of all three proteins at the highest dose of FGF21 tested at the 24 h time point in agreement with their transcript regulation. Further studies are required to fully validate these findings.

**Figure 5:**
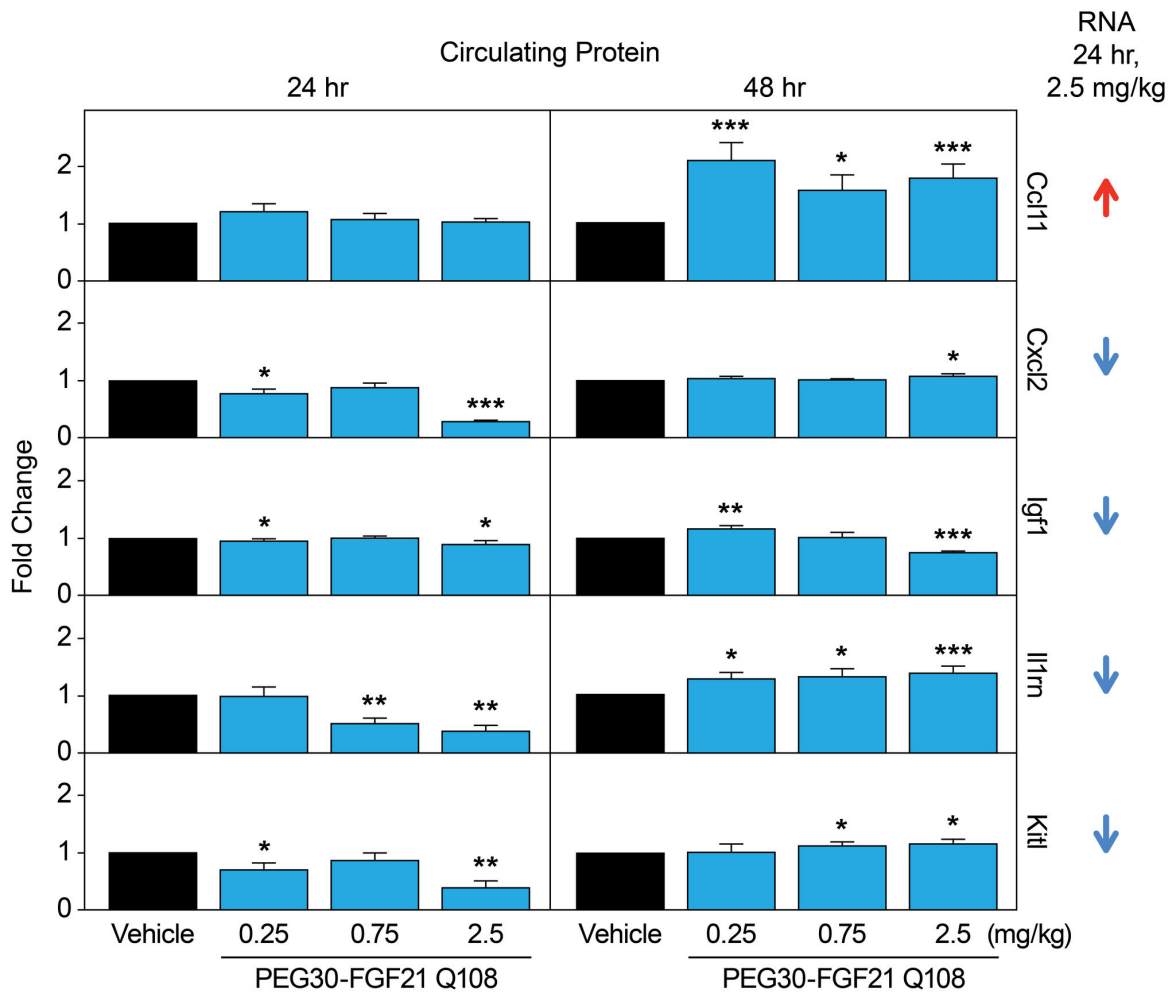
Plasma levels of secreted proteins identified in WAT by Affymetrix microarray profiling. C57BL/6 mice on chow diet were treated with a single dose of vehicle or PEG30-FGF21 Q108 at one of three doses (0.25, 0.75, or 2.5 mg/kg). Plasma Ccl11, Cxcl2, Igf1, Il1rn, and Kitl levels were measured 24 hours and 48 hours post dose (Table S8). Error bars denote standard error. Asterisks denote significant change compared to vehicle treatment within each time point (students t-test p value < 0.05*, p<0.01**, p<0.001***). Arrows on far right denote effects of PEG-FGF21 Q108 at 2.5 mg/kg at the RNA level after 24 hours of treatment (2 day time point) in WT chow-fed mice (IWAT).

In the context of secreted proteins, the insulin-sensitizing adipokine adiponectin is of particular relevance to FGF21 signaling. Two recent studies [17,18] have shown that adiponectin is a downstream effector of FGF21. Furthermore, treatment with FGF21 enhanced both the expression and secretion of adiponectin in mouse adipocytes (differentiated *in vitro*), and also increased the serum levels of adiponectin in mice. In the present study we did not see significant increases in adiponectin mRNA in adipose tissues *in vivo*. 

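Adipoq, which encodes adiponectin, had log2 differences between FGF21 and vehicle over all models and days of -0.039 (SE 0.064, p = 0.54, n = 90 FGF21 and 30 vehicle arrays) in IWAT, -0.024 (SE 0.019, p = 0.21, n = 88 and 27) in EWAT, -0.0049 (SE 0.018, p = 0.78, n = 86 and 28) in RPWAT and -0.053 (SE 0.017, p = 0.0018, n = 89 and 30) in BAT. With PEG30-FGF21 Q108 (2.5 mg/kg) its log2 values lay between -0.14 and 0.13 in the 18 comparisons of WAT depot, model and day, and none passed in limma. In BAT it fell in db/db-chow mice at 5 d, -0.18 (SE 0.043, adjusted p = 9.6e-04). Other adipocyte markers did change. Of 12 measured, Adipoq included, 6 rose in EWAT of WT-chow mice at 5 d (9 higher when adjusted over the list alone, camera adjusted p = 2.2e-09, adjusted p = 0.0024 with an estimated correlation), among them Acsl1, which activates fatty acids, 0.96 (SE 0.11, adjusted p = 1.9e-10), and the glycerol channel Aqp7, 0.65 (SE 0.13, adjusted p = 4.3e-04). In RPWAT 3 rose (5 higher when adjusted over the list alone, camera adjusted p = 0.0028, adjusted p = 0.26 with an estimated correlation). In EWAT at 5 d the macrophage markers Lyz2 and Tyrobp fell, and shares of cell types were not measured. The call also ended with the methods' ANOVA after Benjamini-Hochberg adjustment for Aqp7 in EWAT at 5 d.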

In parallel experiments, we treated 3T3L1 adipocytes with WT FGF21 at 0.3 and 1 μg/ml and could not observe an increase in adiponectin protein in the media, despite increased Erk phosporylation, a robust indicator of FGF21 receptor activation (Figure S5A). Moreover, rosiglitazone (10 μM) treatment did trigger a 65% increase in secreted adiponectin in the same experiment. Similarly, in mice treated with WT FGF21 (at 1 mg/kg) a 2-fold increase in Erk phosphorylation, indicative of target engagement (after 15 minutes of treatment), was not associated with increased levels of plasma adiponectin after either 1 or 6 hours of treatment (Figure S5B). Rosiglitazone was not used in this *in vivo* study since more chronic dosing has been reported to be required to observe an increase in circulating adiponectin levels [32]. Further experiments are needed to determine the basis of these apparent inconsistencies.

### FGF21-Induced Acute Phosphoprotein Changes in 3T3L1 Adipocytes and White Adipose Tissues

Changes in the phosphorylation of downstream signaling molecules following FGF21 treatment in adipose/adipocytes are expected to be the most proximal effects of receptor activation, and could potentially be used as TE biomarkers in adipose tissue biopsies. We used an unbiased phosphoproteomic SILAC approach in 3T3L1 mouse adipocytes treated with FGF21 to identify such changes. As a quality control, LC-MS profiling of forward and reverse labeled samples demonstrated that the heavy isotope incorporation as well as the equal mixing of heavy and light samples were of good quality (data not shown). We subsequently identified and quantified a total of 1186 phosphopeptides corresponding to 671 unique proteins from 3T3L1 adipocytes. Among them, 137 phosphopeptides showed a greater than 1.5 fold change between vehicle and FGF21 treatment (Table S9). Of these phosphorylation events, 127 were up-regulated while 10 were down-regulated by FGF21 treatment compared to vehicle. Enriched canonical pathways from the Ingenuity Pathway Analysis tool included Insulin Receptor Signaling, IGF-1 Signaling, and Phospholipase C Signaling (see Table S10). The top 13 phosphoproteins with potential commercially available antibodies are listed in Table 3.

**Table 3:** FG21 treatment-induced changes in 3T3L1 adipocyte peptide phosphorylation.

Protein Code	Gene Symbol	Phosphopeptide Identified	Fold Change. FGF21 /Vehicle Treatment	Phospho-Antibody
Q63844	Mapk3	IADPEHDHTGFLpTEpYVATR	9.2	YES
P63085	Mapk1	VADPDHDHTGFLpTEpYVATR	7.1	YES
Q9DBR7	Ppp1r12a	RLApSTSDIEEKENR	5.2	YES
Q61686	Cbx5	RKSpSFSNSADDIK	3.0	YES
P42227	Stat3	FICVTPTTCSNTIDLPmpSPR	2.4	YES
P23804	Mdm2	(pSIS)ETEENTDELPGER	-4.7	YES
P26645	Marcks	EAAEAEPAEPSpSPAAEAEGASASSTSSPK	7.1	No, phospho site not the same
Q9Z1E4	Gys1	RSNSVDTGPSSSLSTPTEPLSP(pTS)SLGEERN	4.1	No, phospho site not the same
Q62523	Zyx	pSPGGPGPLTLK	3.8	No, phospho site not the same
Q8CGN5	Plin	LApSGGADLALGSIEK	3.6	No phospho Ab but migrates slower in SDS-PAGE when phosphorylated by PKA
Q62318	Trim28	SRpSGEGEVSGLLR	3.1	No, phospho site not the same
P46938	Yap1	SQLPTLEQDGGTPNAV(SSPGmpS)QELR	2.8	No, phospho site not the same
P81122	B230398E01Rik	SDDYmPmpSPTSVSAPK	2.5	No, phospho site not the same

Listed are the top 13 phosphopeptides showing >1.5 fold difference between FGF21 and vehicle treated 3T3L1 adipocytes. The 137 peptides, from which the 13 were derived, are listed in Table S9.

In addition, western blot analysis was performed on cell extracts from adipocytes and WAT extracts from the independent *in vivo* validation study at the 15 min time point using commercially available phospho-specific antibodies against 5 of the proteins predicted to increase (Frs2a, Erk1/2, Stat3, Ppp1r12a/Mypt1 and Cbx5) and one predicted to decrease (Mdm2) following FGF21 treatment. We confirmed the increase in phosphorylation of Frs2a, Erk1/2, and Ppp1r12a/Mypt1 in FGF21-treated 3T3L1 adipocytes and human adipocytes (Figure 6A,B). Interestingly, the increase in phosphorylation of the same 3 proteins and Stat3 was also seen in visceral adipose tissue (EWAT) of lean mice after FGF21 treatment *in vivo* but not in subcutaneous fat (IWAT), where increased phosphorylation of Frs2a and Erk1/2 was observed (Figure 6C,D). In addition, decreased FGF21-induced phosphorylation of Mdm2 was observed in both EWAT and IWAT while phosphorylation of Cbx5 was inconsistent in both depots. Further validation studies *in vivo* are required to establish the state of these phosphorylation events in adipose tissue following *in vivo* treatment.

**Figure 6:**
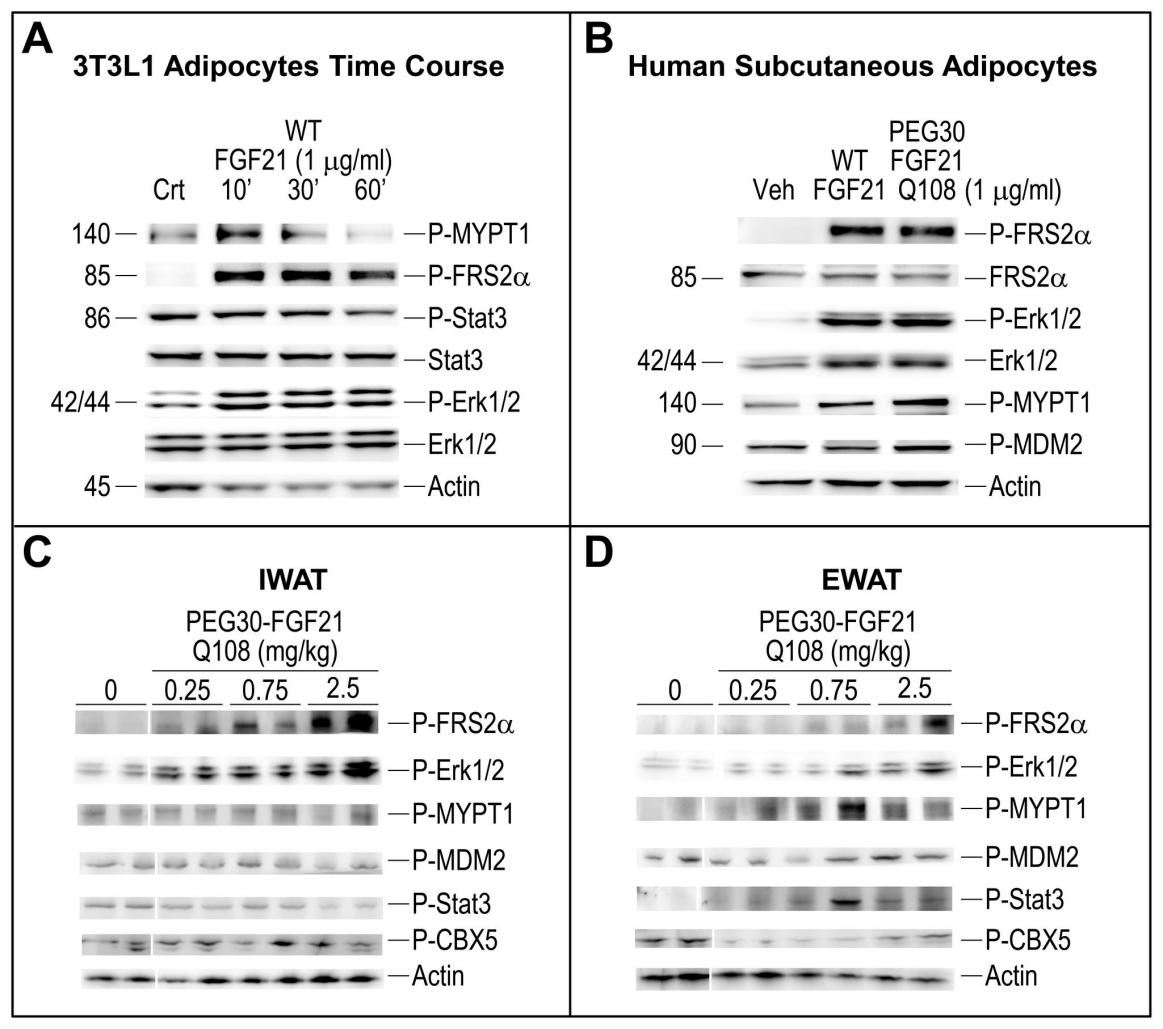
FGF21 increases phosphorylation of novel peptides in adipocytes and white adipose tissue. Analyzed extracts were from (A) mouse 3T3L1 adipocytes, (B) human subcutaneous adipocytes, and (C) IWAT or (D) EWAT tissue from C57BL/6 mice on chow diet treated for 15 min, with either vehicle (Veh), WT FGF21 or PEG30-FGF21 Q108 at the doses indicated. Shown in the Western blots are representative samples.

## Discussion

The aim of the present study was to further interrogate the signaling events downstream of FGF21 receptor activation and, as an added bonus we identified a robust panel of target engagement (TE) biomarkers that may be useful for clinical development of FGF21-based therapeutics. For this purpose, we employed detailed transcriptomic and phosphoproteomic analyses of mouse adipose tissues and cells, respectively. Results from unbiased genome-wide studies have increased our understanding of which pathways are activated by FGF21 in this primary target tissue. Moreover, the activation of the FGFR/Klb co-receptor complex triggered phosphorylation signaling cascades that could be tied in to the gene expression changes. Finally, by monitoring a subgroup of these events in whole blood, we were able to monitor FGF21 TE either acutely or sub-chronically in vivo.

SILAC MS-based phosphoprotein enrichment and profiling identified and quantified FGF21-dependent phosphoprotein changes in 3T3L1 adipocyte cell lysates obtained 10 minutes post-treatment. Erk1 and 2 (Mapk3 and 1, respectively) were identified as two of the most robustly phosphorylated peptides in 3T3L1 adipocytes after FGF21 treatment compared to the vehicle, as expected [2]. Other phosphorylation events occurred in pathways such as the Insulin Receptor Signaling pathway (Gys1, Mapk1, Irs1, Mapk3, Rptor/4932417H02Rik, Ppp1r12a, Irs2, and Eif4ebp1 all had increased phosphorylation) and the Phospholipase C Signaling pathway (Arhgef12, Ahnak, Mapk1, Mapk3, Ppp1r12a, Arhgef2, and MARCKS all showed increased phosphorylation). Since these studies were carried out in adipocytes *in vitro*, it was important to validate these findings in adipose tissues *in vivo*. However, given that most of the phosphorylation sites we identified were novel, it was not feasible to use commercially available antibody reagents. Despite these limitations, we were able to replicate five of the FGF21-mediated phosphorylation events that were identified *in vitro*, in a visceral adipose depot (EWAT) in mice. Once additional reagents for the novel phosphorylation events become available, further validation studies will be possible.

Robust and consistent downstream transcriptional responses in white adipose tissues *in vivo* were also identified. We first selected probe sets that were consistently regulated across the three WAT depots and across the three mouse models and then sub-selected those probe sets that were robustly regulated acutely in WT mice on chow diet, resulting in 1129 and 165 probe sets, respectively (this mimics the early clinical setting of healthy normoglycemic volunteers given a single dose of recombinant FGF21).

Pathway and GO term enrichment analysis on the broader gene set (1129 probe sets) identified metabolic pathways known to be affected by FGF21 as well as pathways not previously associated with this protein. Multiple metabolic and signaling pathways were enriched, such as Fgfr, Erk/Mapk, Pi3k/Akt, Igf-1, and mTor signaling, triglyceride synthesis and degradation, glucose uptake, amino acid transport and energy expenditure (see Table S4 and the summary schematic diagram in Figure 7). 

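Dusp4 and Spry4 rose in WT-chow mice with each protein and dose. With PEG30-FGF21 Q108 at 0.75 mg/kg, Dusp4 changed at 2 d by 2.39 (SE 0.20) on the log2 scale in IWAT, 2.15 (SE 0.25) in EWAT, 2.15 (SE 0.28) in RPWAT and 1.68 (SE 0.17) in BAT, and with WT FGF21 at 1.25 mg/kg by 2.90 (SE 0.20), 2.02 (SE 0.24), 1.96 (SE 0.24) and 1.80 (SE 0.17). Spry4 changed by 1.87 (SE 0.29), 1.51 (SE 0.15), 1.71 (SE 0.20) and 1.30 (SE 0.14) at 0.75 mg/kg, and by 2.04 (SE 0.29), 1.33 (SE 0.15), 1.54 (SE 0.17) and 1.86 (SE 0.14) with WT FGF21. The largest adjusted p of these 16 values is 4.5e-05 from limma. WT FGF21 was given BID and PEG30-FGF21 Q108 BIW, with tissue taken at different times after the last dose, so doses and times are not matched between the proteins. Calls were also lost with the methods' ANOVA after Benjamini-Hochberg adjustment for Dusp4 and Spry4 in IWAT at 2 d, for Dusp4 in EWAT at 2 d and for Dusp4 and Spry4 in RPWAT at 2 d.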

Perhaps not surprisingly, the most robustly regulated genes were those involved in negative feedback regulation of Fgfr signaling (Dusp4 and Spry4), even at the lowest doses of FGF21 investigated.

**Figure 7:**
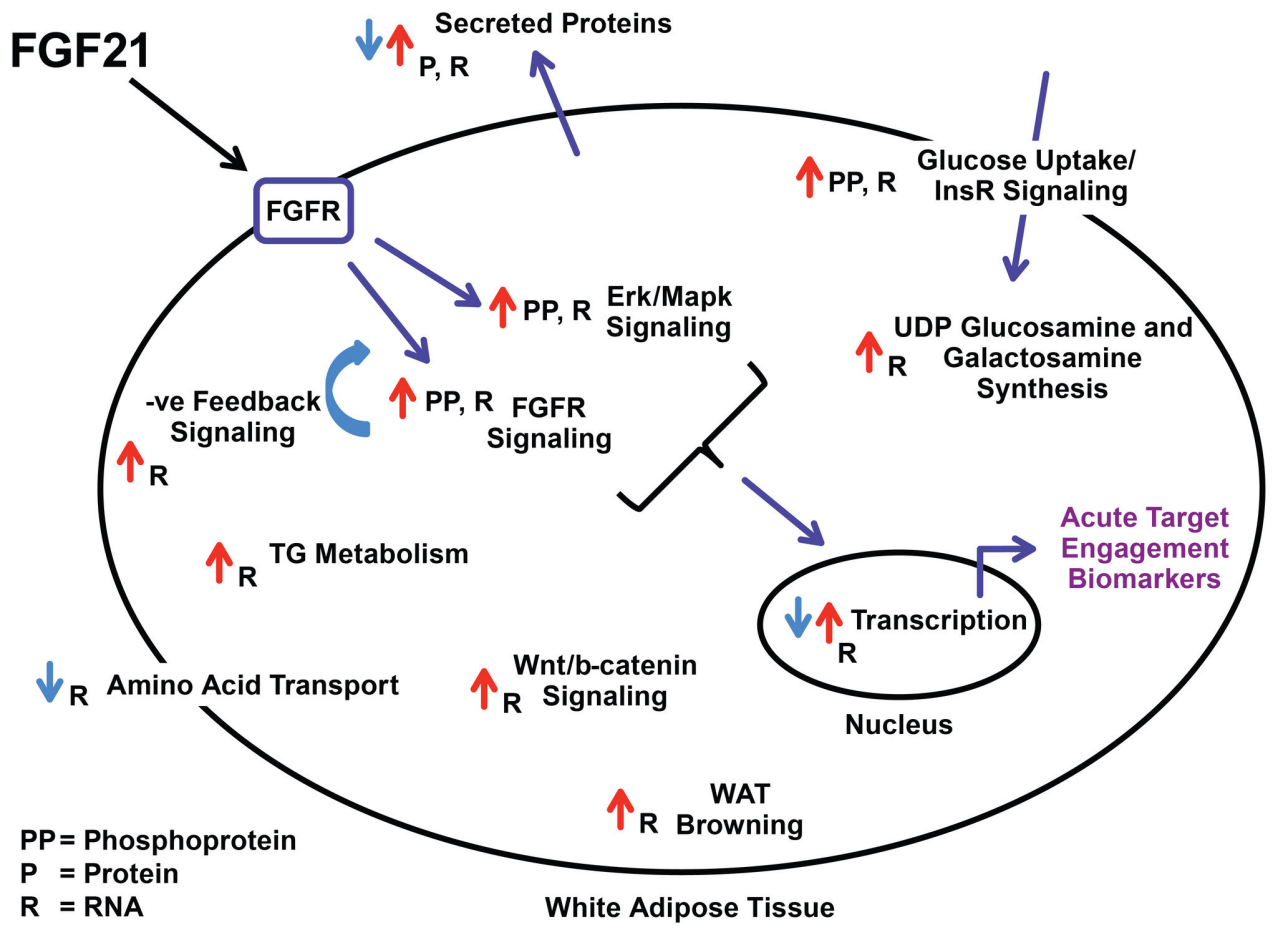
Schematic diagram of FGF21 effects in adipocytes or white adipose tissue.

Depicted are phosphorylation (PP), protein (P), or RNA (R) changes after FGF21 treatment in vitro (3T3L1 adipocytes) or in vivo (WAT depots). See Table S2, S3, S4, S9 for details.Most genes regulated by FGF21 identified by our studies have unknown biological significance in terms of beneficial consequences of FGF21 activation, but can nevertheless be used as robust TE biomarkers. Others have known functions and their regulation by FGF21 either supports (increased expression of Ucp1 and energy expenditure [20]) or seems to contradict (decreased expression of Sfrp5 and a worsening of metabolic dysfunction [33]) a beneficial role of FGF21. Indeed, Sfrp5 expression was consistently down-regulated by FGF21 across the three WAT depots and across the three mouse models used. In addition, Sfrp5 expression was higher in WAT depots from db/db mice when compared to WT mice suggesting a “reversal” of the disease phenotype by FGF21 treatment (Figure S3). This is in contrast to the reported decreased expression in WAT from ob/ob mice [33]. Furthermore, changes in Sfrp5 expression following FGF21 treatment in WAT approached the level of expression of Sfrp5 in BAT under basal conditions, indicative of a white adipose tissue “browning” effect by FGF21 (Figure S4). 

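Sfrp5, a secreted antagonist of Wnt ligands, was lower with FGF21 in each WAT depot in the N-way test, with a log2 difference of -0.78 (SE 0.16, p = 4.8e-06, n = 90 FGF21 and 30 vehicle arrays) in IWAT, -0.73 (SE 0.19, p = 2.3e-04, n = 88 and 27) in EWAT and -0.44 (SE 0.12, p = 4.0e-04, n = 86 and 28) in RPWAT. With PEG30-FGF21 Q108 (2.5 mg/kg), its log2 change was negative in all 18 comparisons of depot, model and day. It passed in 3 of them, in EWAT of WT-chow mice at 2 d with -2.15 (SE 0.55, adjusted p = 0.012) and at 5 d in WT-HFD mice with -1.96 (SE 0.60, adjusted p = 0.040) in EWAT and -1.05 (SE 0.32, adjusted p = 0.038) in RPWAT. In WT-chow mice at 2 d it was -1.31 (SE 0.49, adjusted p = 0.28) in IWAT, and in db/db-chow mice at 5 d -0.61 (SE 0.49, adjusted p = 1) in IWAT, -0.39 (SE 0.52, adjusted p = 0.82) in EWAT and -0.51 (SE 0.32, adjusted p = 0.50) in RPWAT. Leaving out 1 array in turn ended the call in EWAT at 2 d (treated replicate 1, adjusted p 0.0044 to 0.25), in EWAT at 5 d of WT-HFD (treated replicates 3 or 5 or vehicle replicates 1, 4 or 5, adjusted p 0.013 to 0.23) and in RPWAT at 5 d of WT-HFD (treated replicates 3 or 5 or vehicle replicates 1, 3, 4 or 5, adjusted p 2.3e-04 to 0.19), and the log2 change was -1.40 without treated replicate 1 in EWAT at 2 d, and the N-way call was lost without single replicate numbers (replicates 1 or 5, p up to 0.0074) in EWAT and (replicates 1, 3, 4 or 5, p up to 0.0046) in RPWAT. No call remained with only the 2 compared groups in the fit in EWAT at 2 d, in EWAT at 5 d of WT-HFD and in RPWAT at 5 d of WT-HFD and with the methods' ANOVA after Benjamini-Hochberg adjustment in EWAT at 2 d, in EWAT at 5 d of WT-HFD and in RPWAT at 5 d of WT-HFD.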

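In IWAT, Sfrp5 was higher in vehicle-treated db/db-chow than in WT-chow mice, with log2 levels (mean ± SD, n = 5) of 12.21 ± 0.27 against 10.54 ± 0.43 at 2 d and 12.52 ± 0.26 against 9.66 ± 0.67 at 5 d. In EWAT the levels were 11.40 ± 0.19 against 11.01 ± 0.29 at 2 d and 11.79 ± 0.24 against 9.84 ± 1.27 at 5 d. In RPWAT they were 10.66 ± 0.47 against 11.40 ± 0.39 at 2 d and, with 3 WT-chow arrays, 10.74 ± 0.31 against 10.63 ± 0.31 at 5 d. The difference of db/db-chow from WT-chow mice was thus 1.67 and 2.86 in IWAT, 0.39 and 1.94 in EWAT, and -0.73 and 0.11 in RPWAT. After quantile normalization over the depot it was -0.11 in EWAT at 2 d and -0.055 in RPWAT at 5 d, so the sign of these 2 differences depends on the scaling. The models appear to have been normalized separately, and no test is given.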

There are also conflicting reports on the role of Sfrp5 in human adipose biology [34,35], thus the biological impact of a down-regulation of this gene by FGF21 warrants further investigation.

FGF21 expression has been shown to be up-regulated by PPARγ agonist treatment in adipose tissue and adipocytes [8,9,36,37], and there is also evidence that FGF21 treatment in turn regulates PPARγ activity [9]. We compared the transcriptional responses in db/db EWAT following FGF21 treatment in the current study to that following rosiglitazone (PPARμ agonist) treatment in a previously published study [8]. 

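In EWAT of db/db-chow mice at 5 d, PEG30-FGF21 Q108 (2.5 mg/kg) raised Ucp1 by 1.34 (SE 0.35, adjusted p = 0.033) on the log2 scale, and Hsd17b12, an enzyme of fatty acid elongation, had a log2 change of 0.40 (SE 0.13, adjusted p = 0.095). Table S11 sets 83 pairs of a probe set of these arrays and a reporter of the rosiglitazone study side by side, and in 62 of them (74.7%) the change found here had the sign of the change with rosiglitazone that the paper reports. Counted by distinct probe sets, 53 of 69 had the same sign and 16 the opposite sign. Of the 69, 49 were higher and 20 lower with FGF21, 10 passed at an adjusted p under 0.05 from limma, and 9 of those that passed had the same sign. With 61 of them higher with rosiglitazone in the paper's values, 45.6 would share the sign by these numbers of higher and lower probe sets alone. The study chose these genes on these arrays, so their direction with FGF21 is not independent evidence. The call depended on 1 array in EWAT at 5 d of db/db-chow (treated replicates 1, 2 or 3 or vehicle replicates 1, 2 or 5, adjusted p 0.0057 to 0.20). Significance was also lost after quantile normalization between the arrays of the depot in EWAT at 5 d of db/db-chow, with only the 2 compared groups in the fit in EWAT at 5 d of db/db-chow and with the methods' ANOVA after Benjamini-Hochberg adjustment in EWAT at 5 d of db/db-chow.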

Of the genes regulated by both treatments, the majority was regulated in the same direction (for example Ucp1 and Hsd17b12 were both up-regulated (see Figure S6 and Table S11). Whether this overlap reflects an overall beneficial metabolic outcome in common to both treatments or more direct effects remain to be elucidated.

Several of the transcripts that we identified to be regulated by FGF21 treatment, encode secreted proteins. From a biomarker perspective, these would allow for the development of blood-based protein detection assays to measure FGF21 target engagement, which would be less invasive in a clinical setting than adipose tissue biopsies (for RNA and phosphoprotein biomarkers). Over 300 such transcripts were identified following acute treatment with FGF21. The plasma levels of 5 of these proteins for which there were commercially available antibodies were determined in a validation study and the FGF21-induced changes in plasma agreed with their gene expression changes in IWAT for at least 2 of them (Ccl11 and Il1rn). Three other proteins were tested in the circulation but they did not show dose-dependent regulation using the available reagents, although there was a change in plasma protein levels for all three proteins at the highest dose of FGF21, in agreement with the RNA profiling data.

Further studies are required to validate the additional potential secreted proteins once reagents become available. However, one secreted protein of relevance to these studies is adiponectin, which has recently been described as having a key role in mediating FGF21’s beneficial metabolic effects in mice [17,18]. In the present study, the mRNA of this gene in WAT was not altered following FGF21 treatment, perhaps reflecting the high basal level of expression in this tissue. Consistent with this observation, we also could not detect an increase in secreted adiponectin in either the culture medium of 3T3L1 adipocytes or in the circulation of mice treated in vivo (Figure S5). In contrast, we did recapitulate published data with rosiglitazone in parallel experiments, where secreted adiponectin levels were significantly increased. Moreover, the absence of increases in adiponectin mRNA and protein levels could not be attributed to a lack of FGF21 effect, since we observed a robust increase in Erk phosphorylation, a proximal TE biomarker, both *in vitro* and *in vivo* (Figure S5). Further studies are required to determine whether these differences reflect nuanced experimental conditions such as experimental design, cell / mouse sources or reagent sources.

In the current series of experiments, the impact of FGF21 on BAT gene expression was more robust than in the WAT; while this is consistent with the increased oxidation of glucose observed in db/db mice following PEG30-FGF21 treatment [5], further experiments are needed to fully elucidate any tissue-specific differences between the metabolic effects of FGF21 on BAT and WAT.

In summary, transcriptomic and phosphoproteomic profiling analyses have been performed in mouse adipose tissues *in vivo* and 3T3L1 adipocytes, respectively, following acute FGF21 treatment to further elucidate the downstream pathways affected. In addition to confirming a number of previously reported signaling cascades, our studies also uncovered several novel transcriptional and post-translational (phosphorylation) events that warrant further investigation. Several key biomarkers were identified that may serve not only as clinical readouts of FGF21 target engagement but might also help elucidate the mechanisms of action in this primary target tissue that mediate FGF21’s beneficial metabolic effects. Specifically, we identified distinct transcriptional effects of FGF21 in brown and white adipose tissue. This opens up a window for further studies to investigate both the therapeutic benefits of FGF21 and to compare the metabolic differences between these distinct adipose tissue types.

## Supporting Information

Figure S1 **FGF21 treatment-induced transcriptional signatures in mouse adipose tissues.** The signature counts are plotted for each adipose depot across the three mouse models and for both time points (2 and 5 day). Probe sets that were regulated at least 1.2 fold and had a 1-way ANOVA p<0.05 between PEG30-FGF21 Q108 (2.5 mg/kg) and vehicle treatments were included in the signature.
(PDF)

Figure S2 **Acute FGF21 treatment-induced RNA markers in white adipose tissues.** Clustergrams for the top 32 RNA markers (Table 1) from EWAT (A) and RPWAT (B) are represented (see Figure 2 for IWAT). Plotted are the logRatio values on a scale of +/- 0.6 (+/- 4 fold) with magenta and cyan signifying up- and down-regulated genes, respectively. Each row is the average of up to 5 animals for that treatment group. Gene names are shown below the clustergram. Native = WT FGF21; PEG-L and PEG-H = PEG30-FGF21 Q108 at 0.75 and 2.5 mg/kg, respectively; and 2d and 5d correspond to number of days of treatment.
(PDF)

Figure S3 **Sfrp5 expression is decreased in WAT by FGF21 treatment and is a reversal of the “disease” phenotype.** Plotted in the bar graph are the fold change values for Sfrp5 (probe set: merck-NM_018780_at, see Table S1) across the three WAT depots and the three mouse models. The two “disease” phenotypes shown are the WT HFD/WT Chow and the db/db Chow/WT Chow comparisons. Red bars reach 1-way ANOVA p<0.05.
(PDF)

Figure S4 **Acute FGF21 treatment-induced RNA markers in white adipose tissues.** Plotted in the box plots are the logIntensity values for the top 32 RNA markers identified in WAT following acute FGF21 treatment (Figure 2 and Table 1). The data plotted is from IWAT and BAT of WT-chow fed mice after either vehicle or PEG30-FGF21 Q108 (2.5 mg/kg) treatment (at both time points, 2 and 5 days). Ucp1 (AF) was added as a white adipose “browning” control.
(PDF)

Figure S5 **Adiponectin secretion is not affected by FGF21 treatment of 3T3L1 adipocytes or in mice in vivo.** Shown are Adiponectin protein levels in either (A) media collected from 3T3L1 adipocytes treated for 24 with either vehicle, WT FGF21 (Biovendor LLC, Asheville, NC) or Rosiglitazone at the doses indicated, or (B) plasma from C57BL/6 mice treated for 1 or 6 hours with either vehicle or WT FGF21 at 1 mg/kg (Phoenix Pharmaceutical, Burlingame, CA). Media and plasma adiponectin levels were evaluated by ELISA kit according to the manufacturer’s instructions (MSD, Rockville, MD). Percentage phosphorylated Erk1/2 is also shown below the Adiponectin graphs as control for FGF21 receptor activation. Samples for Erk1/2 evaluation were obtained 15 minutes post treatment in both cases. Differentiated 3T3L1 adipocytes were serum depleted 2 hours in 0.5% fatty acid free BSA before treatment, while 20-week old C57Bl6 mice were fasted for 2h prior to treatment (i.p.) followed by euthanasia by CO2 asphyxiation 1 and 6 hours post treatment.
(PDF)

Figure S6 **Overlap between FGF21 and PPARγ agonist-induced transcriptional effects in EWAT from db/db mice.** Plotted are the genes that were previously reported to be regulated by PPARγ agonists in EWAT from db/db mice [8] (379 genes represented by 452 probes), and that were in common with the 1129 FGF21-responsive probe sets in WAT identified in this report (see Table S11). The numbers indicate the number of data points (probeset-to-probe combinations) in each quandrant.
(PDF)

Table S1 **FGF21 treatment-induced consistent gene expression changes in mouse adipose tissues.** Listed are the 1129 probe sets that had an N-way ANOVA p<0.001 in all three WAT depots (intersection). The N-way ANOVA was performed by incorporating all FGF21 treatments for 2 days and 5 days and mouse strains/disease models. The fold change and 1-way ANOVA p values for both the acute (2 day) and sub-chronic (5 day) treatments of PEG30-FGF21 Q108 (2.5 mg/kg) in IWAT, EWAT and RPWAT in all three mouse models (WT-Chow, WT-HFD, and db/db-Chow) are shown as is the data from the validation study (qPCR). The two “disease” comparisons are also included (WT-HFD/ WT-Chow, and db/db-Chow/WT-Chow).
(XLSX)

Table S2 **GO term enrichment analysis of the FGF21 treatment-induced signature in WAT.** Listed are the GO terms with expectation p value <0.1 for enrichment in the 1129 gene set (Table S1). The probe set IDs associated with each GO term are shown in column J.
(XLSX)

Table S3 **Canonical pathway enrichment analysis, from the Ingenuity Pathway Analysis tool, of the FGF21 treatment-induced signature in WAT.** Listed are the canonical pathways enriched in the 1129 gene set (Table S1). The gene symbols associated with each canonical pathway are shown in column E.
(XLSX)

Table S4 **Canonical pathway enrichment analysis, from the Ingenuity Pathway Analysis tool, of the FGF21 treatment-induced signature in WAT.** Listed is a subset of canonical pathways enriched in the 1129 gene set (Table S3) together with the gene expression data from the current study as described in the legend of Table S1.
(XLSX)

Table S5 **FGF21 treatment induces robust and consistent gene expression changes in brown adipose tissue.** Listed are the 1634 probe sets regulated by a single 2.5mg/kg dose of PEG-30-FGF21 Q108 in WT mice on chow diet. The data for both acute (2 day) and sub-chronic (5 day) dosing are shown.
(XLSX)

Table S6 **Canonical pathway enrichment analysis, from the Ingenuity Pathway Analysis tool, of the FGF21 treatment-induced signature in BAT.** Listed are the canonical pathways enriched in the 1634 gene set (Table S5). The gene symbols associated with each canonical pathway are shown in column E.
(XLSX)

Table S7 **FGF21 treatment-induced gene expression changes of transcripts encoding potential secreted proteins.** Listed are the 334 potential secreted proteins that were regulated by a single 2.5 mg/kg dose of PEG30-FGF21 Q108 (1.2 fold and p<0.05) in at least one of three white adipose tissues (IWAT, EWAT, RPWAT). The gene expression data from the current study is included as described in the legend of Table S1.
(XLSX)

Table S8 **Plasma levels of secreted proteins identified in WAT by Affymetrix microarray profiling.** C57BL/6 mice on chow diet were treated with a single dose of vehicle or PEG30-FGF21 Q108 at one of three doses (0.25, 0.75, or 2.5 mg/kg). Plasma Ccl11, Cxcl2, Igf1, Il1rn, and Kitl levels were measured 24 hours and 48 hours post dose. Listed are the mean values for each group as plotted in Figure 5.
(XLSX)

Table S9 **FG21-induced changes in 3T3L1 adipocyte peptide phosphorylation.** Listed are the top 137 phosphopeptides identified by either data dependent or targeted MS/MS acquisition from manually validated features showing >1.5 fold difference between FGF21 and vehicle treated 3T3L1 adipocytes.
(XLSX)

Table S10 **Canonical pathway enrichment analysis, from the Ingenuity Pathway Analysis tool, of the FGF21 treatment-induced changes in protein phosphorylation in 3T3L1 adipocytes.** Listed are the canonical pathways enriched in the 137 protein set (Table S9). The gene symbols associated with each canonical pathway are shown in column E.
(XLSX)

Table S11 **Overlap of the FGF21 and PPARγ agonist treatment responses in EWAT from db/db mice.** Listed are the genes that were previously reported to be regulated by PPARγ agonists in EWAT from db/db mice [8], (379 genes represented by 452 probes), and that were in common with the 1129 FGF21-responsive probe sets in WAT identified in this report (see Table S1). There were 83 resulting probeset-to-probe combinations (since both studies were performed on different array platforms). The following data (fold change and p value) are included: 1) the 2.5 mg/kg dose of PEG30-FGF21 Q108 at the 5 day time point in db/db-Chow (current study), 2) the db/db-Chow vs WT-Chow “disease” comparison (current study), 3) the Rosiglitazone and COOH treatments at the 8 day time point (previously published study), and 4) the db/db-Chow vs WT-Chow “disease” comparison (previously published study). See Figure S6.
(XLSX)

# Supplementary material for: Downstream Signaling Pathways in Mouse Adipose Tissues Following Acute In Vivo Administration of Fibroblast Growth Factor 21
**Source:** PLoS One. 2013 Sep 6;8(9):e73011. doi: 10.1371/journal.pone.0073011
**Supplement:** Figure S3 — Sfrp5 expression is decreased in WAT by FGF21 treatment and is a reversal of the “disease” phenotype. Plotted in the bar graph are the fold change values for Sfrp5 (probe set: merck-NM_018780_at, see Table S1) across the three WAT depots and the three mouse models. The two “disease” phenotypes shown are the WT HFD/WT Chow and the db/db Chow/WT Chow comparisons. Red bars reach 1-way ANOVA p<0.05.

Sfrp5  
mRNA

## FGF21 Treatment

## “Disease” Comparison

$$\frac{\text{db/db Chow + Veh}}{\text{WT Chow + Veh}}$$

PEG30-FGF21 Q108 2.5 mg/kg / Vehicle

## Fold Change

No Change

**Red =  $p < 0.05$**   
**Black =  $p > 0.05$**

# Supplementary material for: Downstream Signaling Pathways in Mouse Adipose Tissues Following Acute In Vivo Administration of Fibroblast Growth Factor 21
**Source:** PLoS One. 2013 Sep 6;8(9):e73011. doi: 10.1371/journal.pone.0073011

A Supplemental Figure S4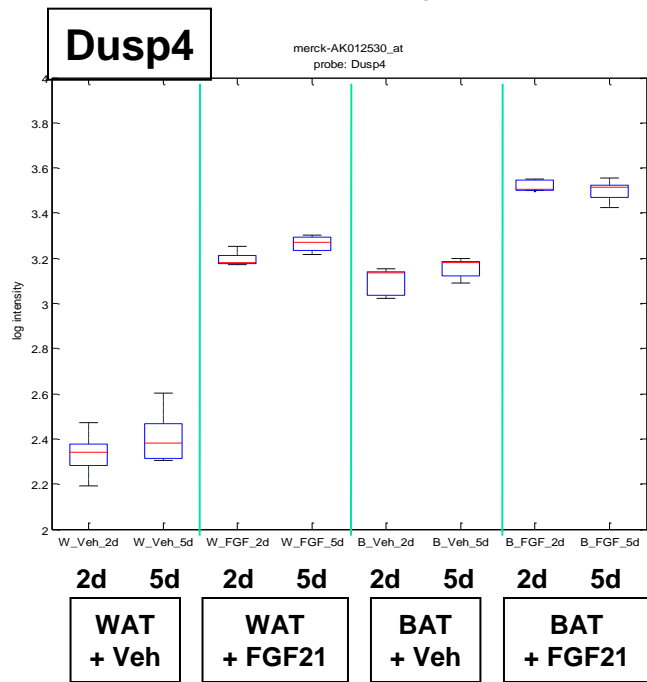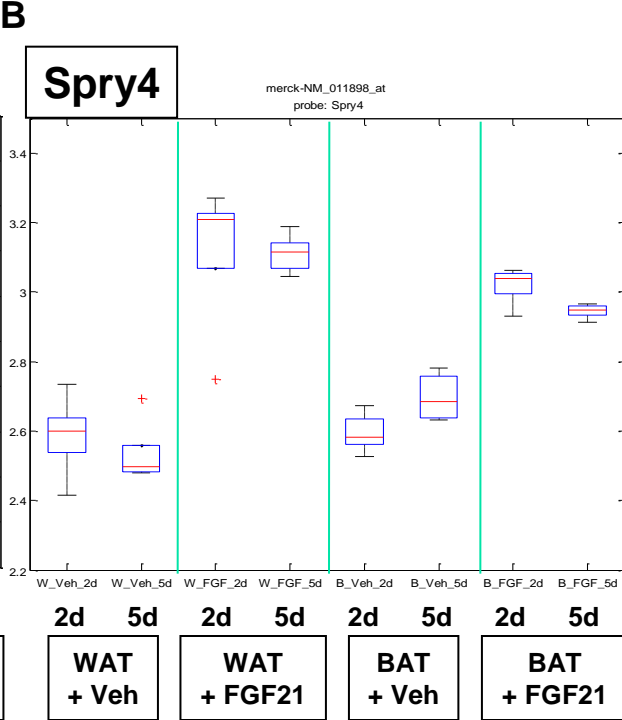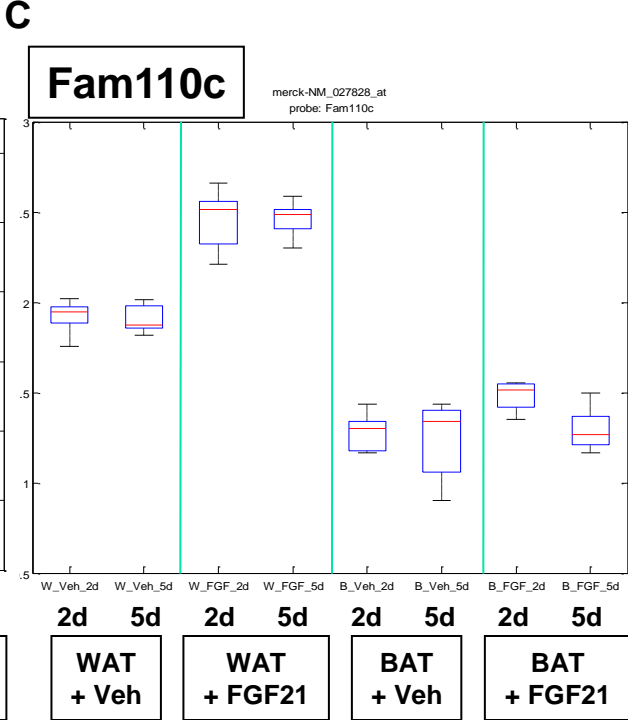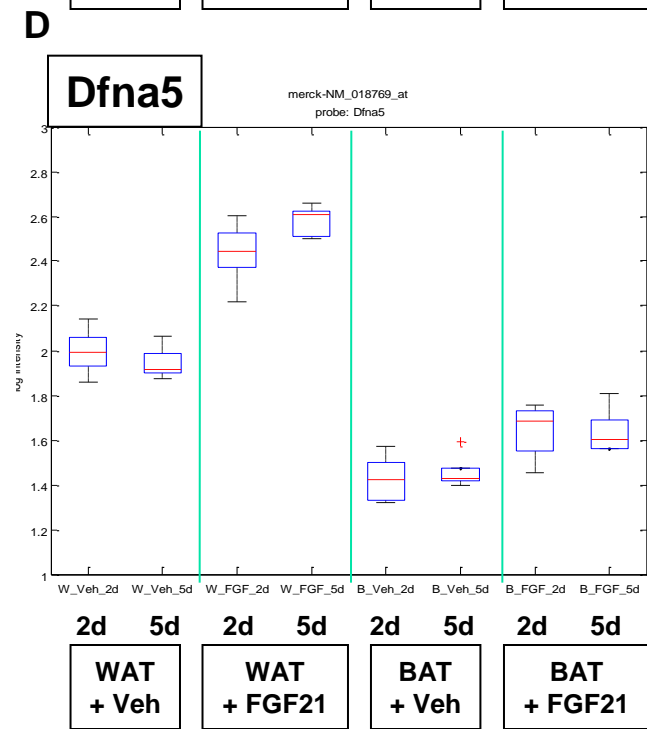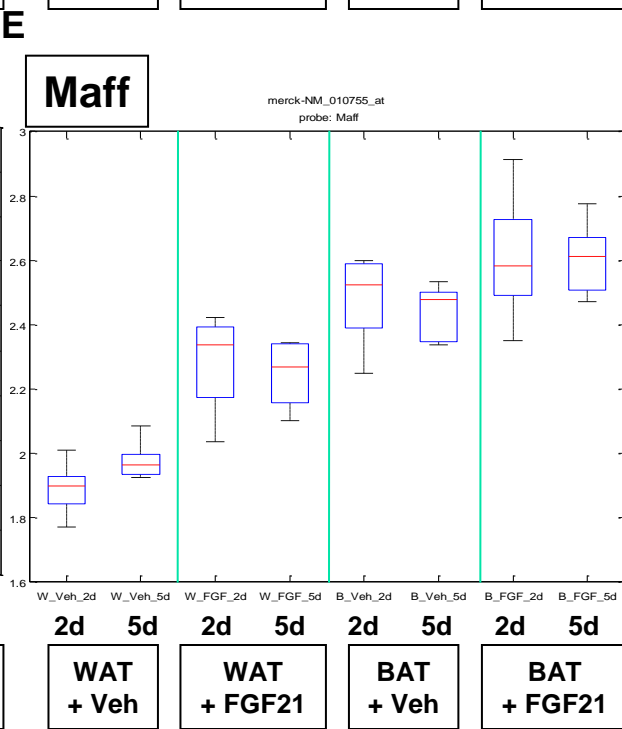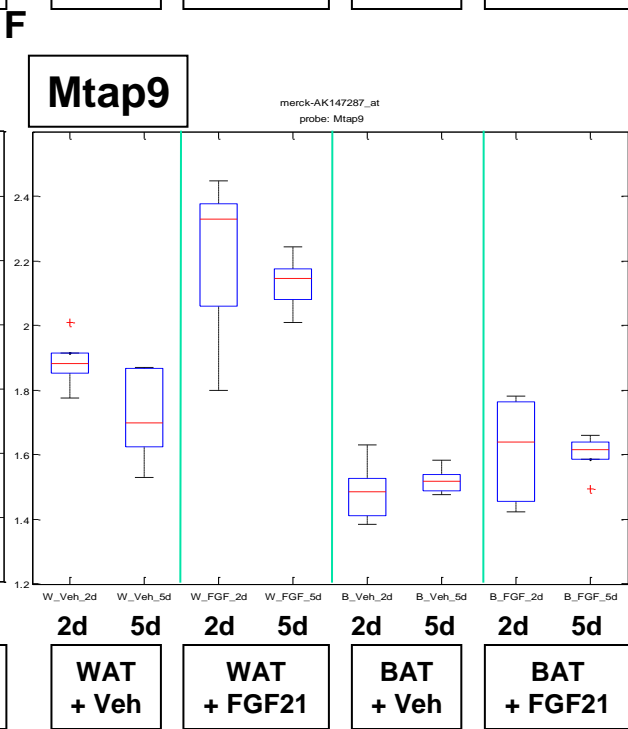

G Supplemental Figure S4

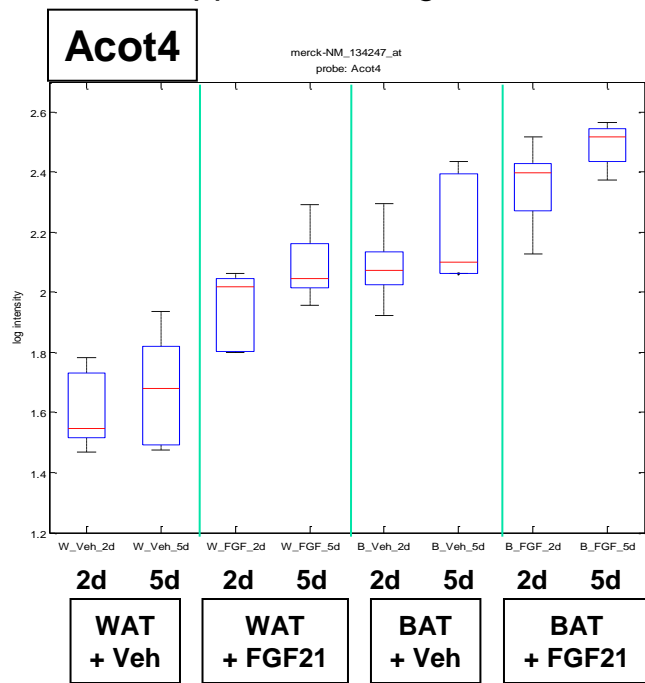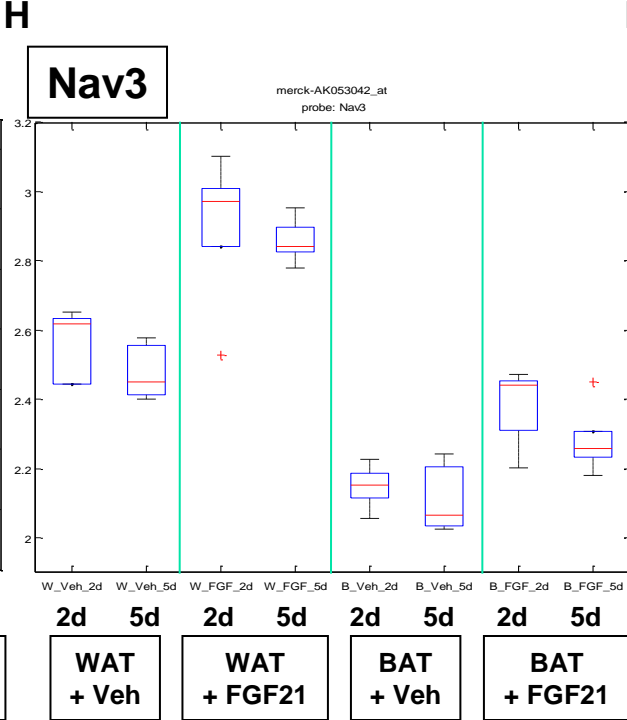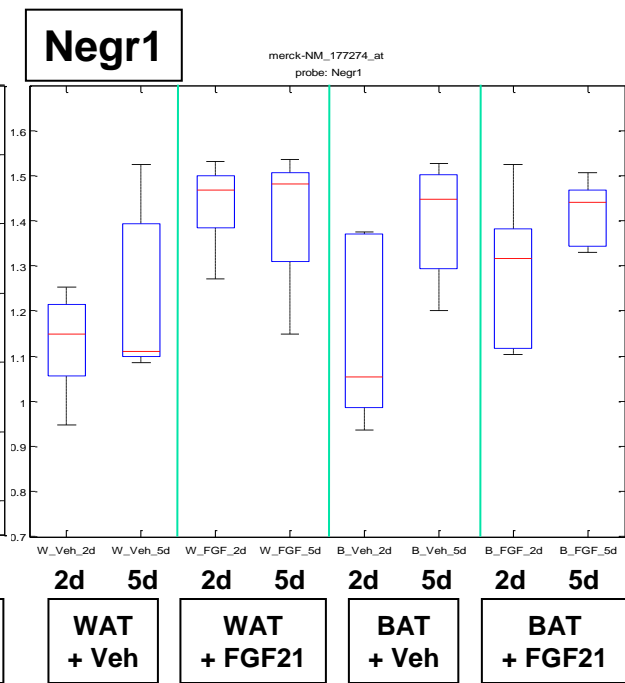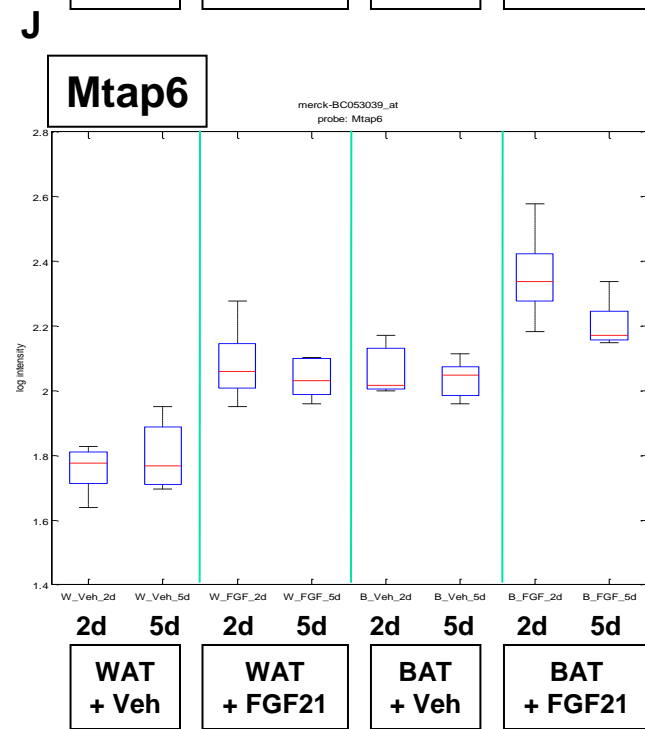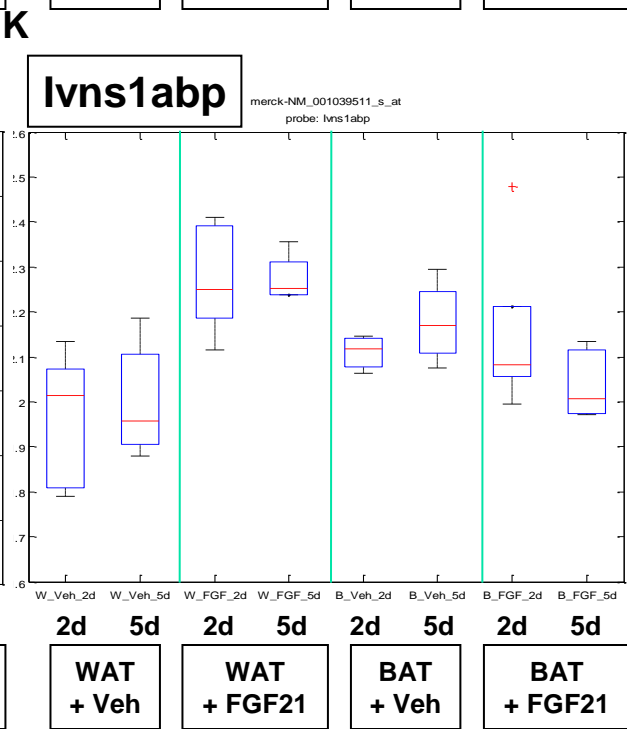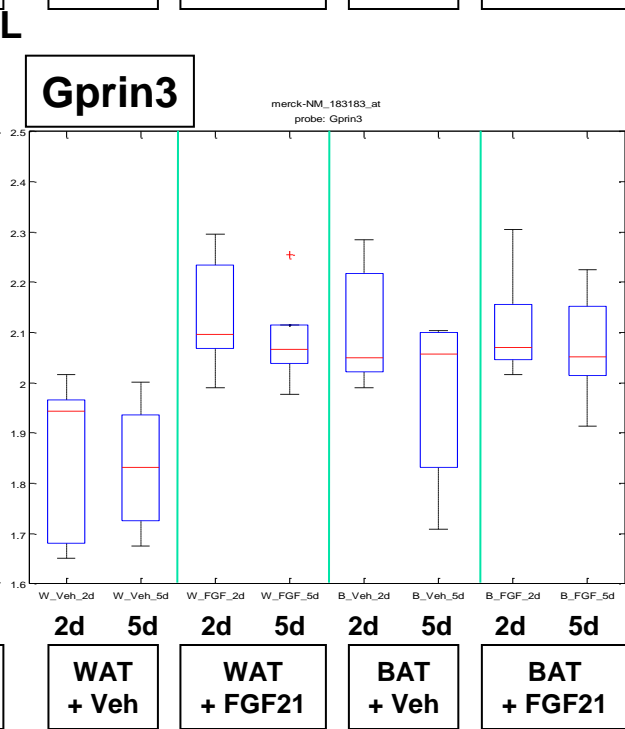

M Supplemental Figure S4

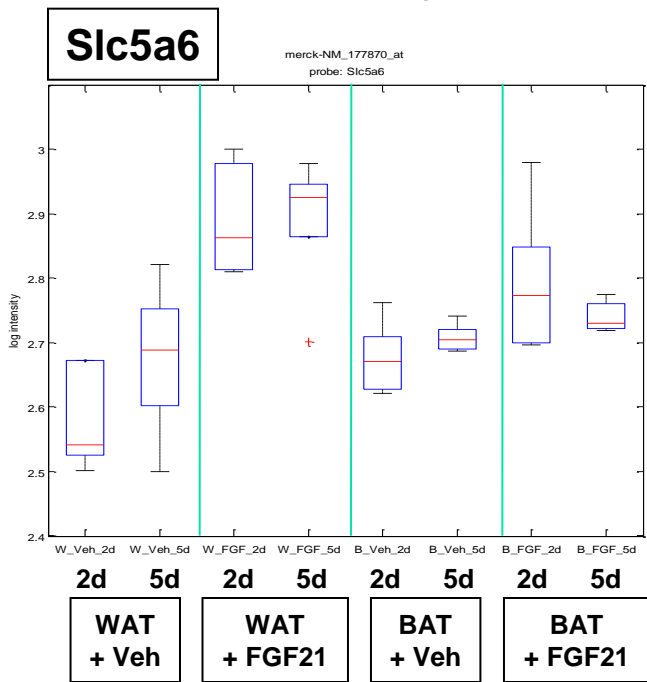

N

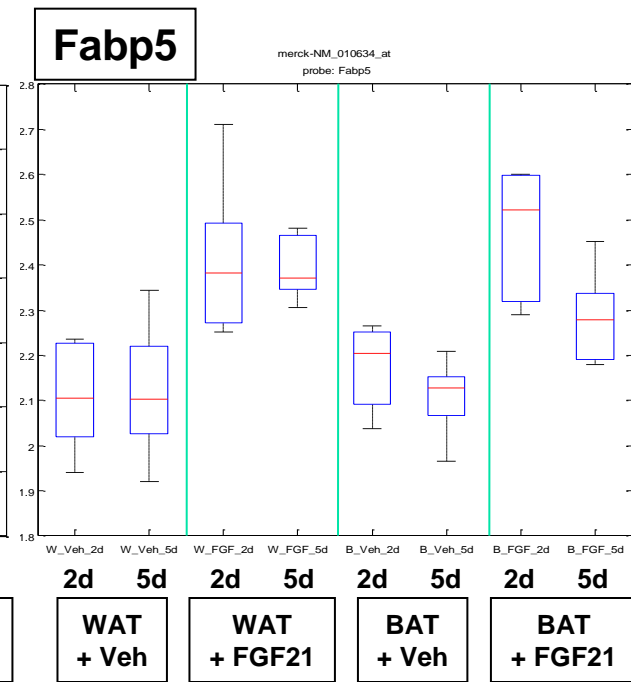

O

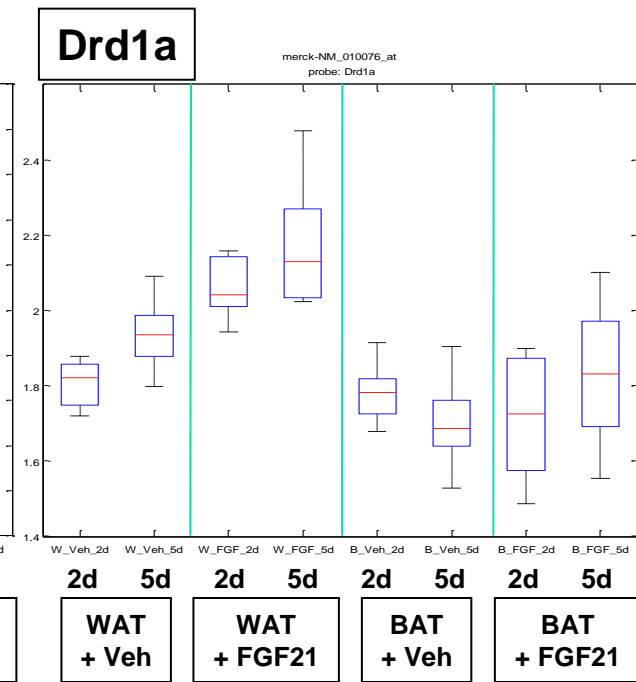

P

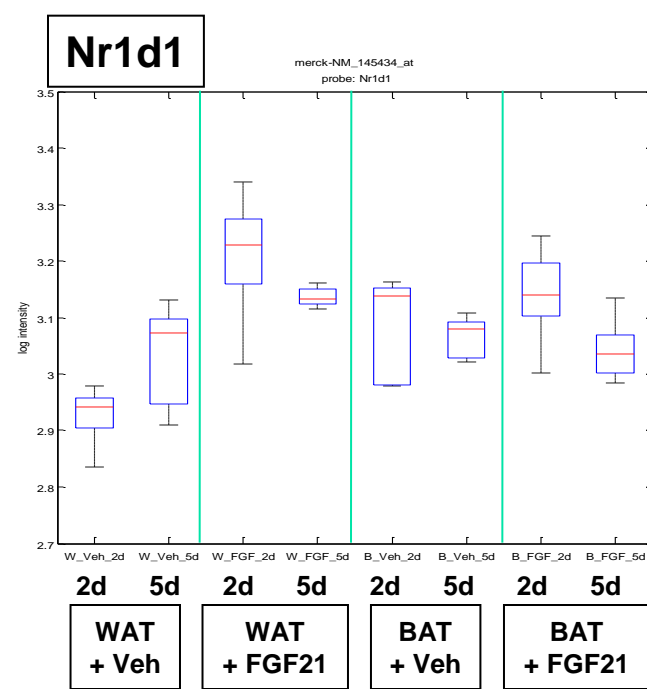

Q

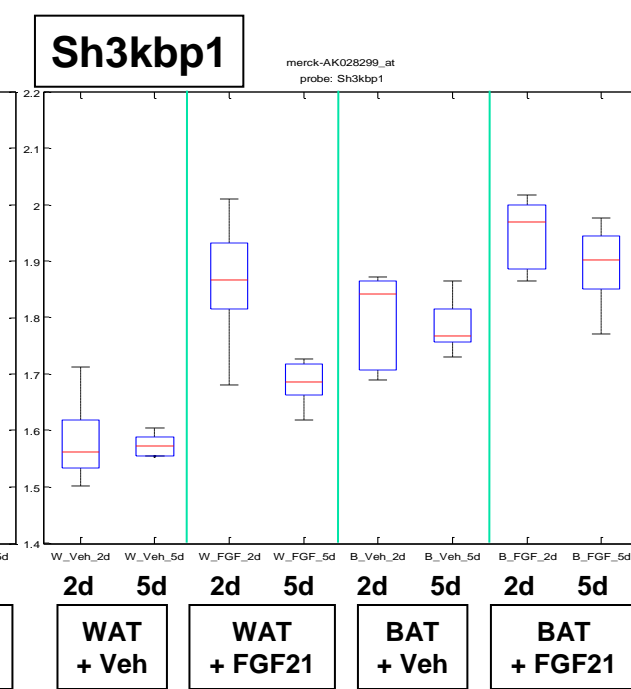

R

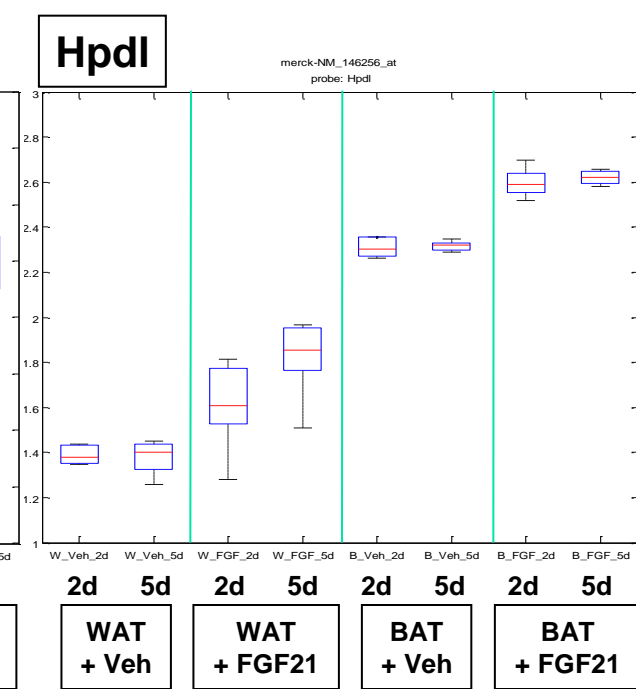

R Supplemental Figure S4

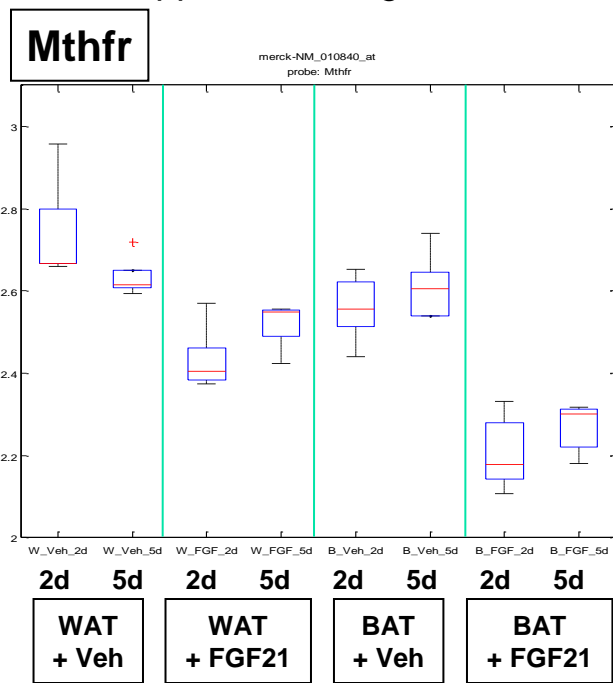

S

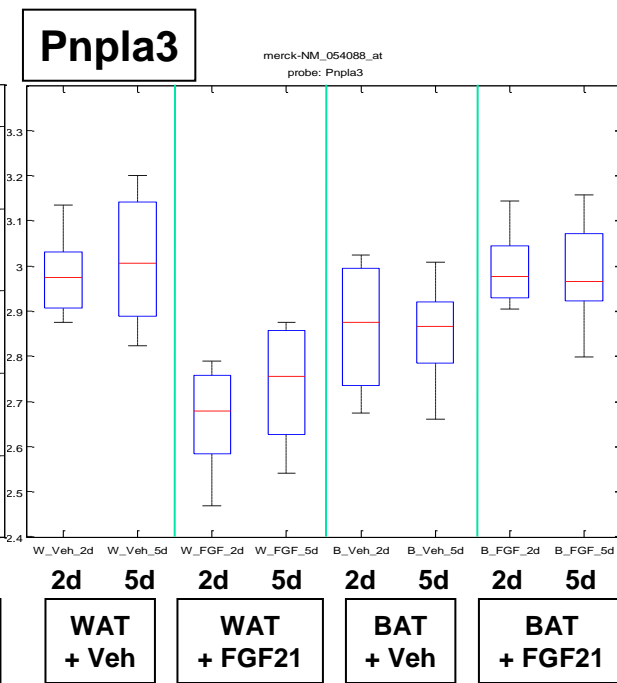

T

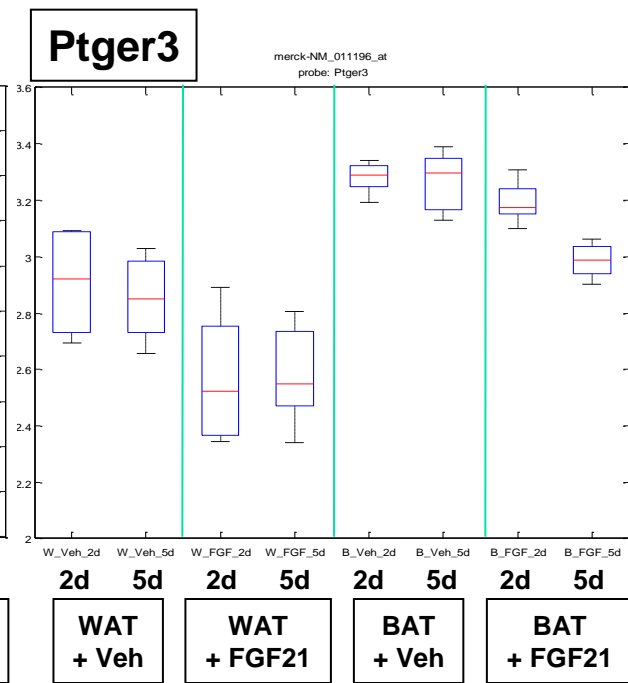

U

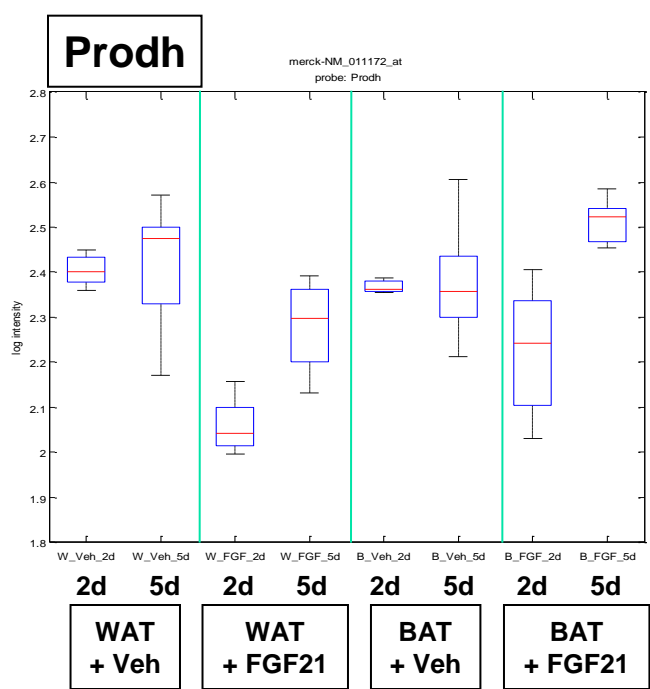

V

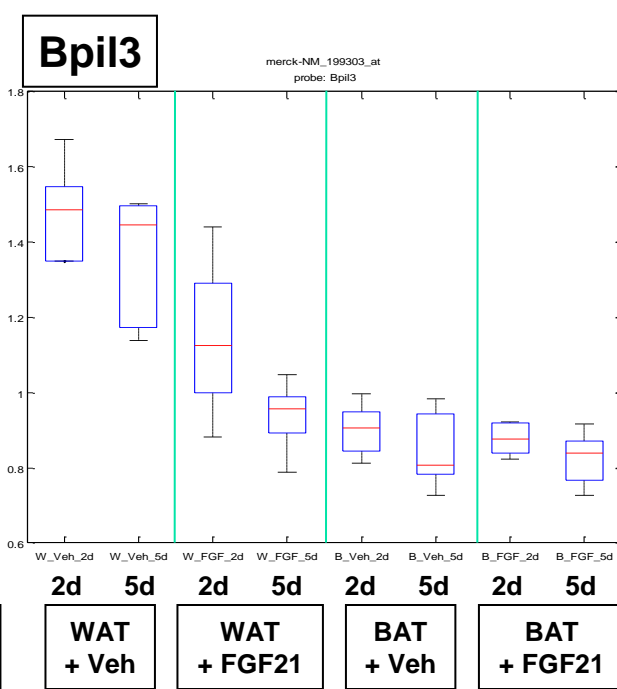

W

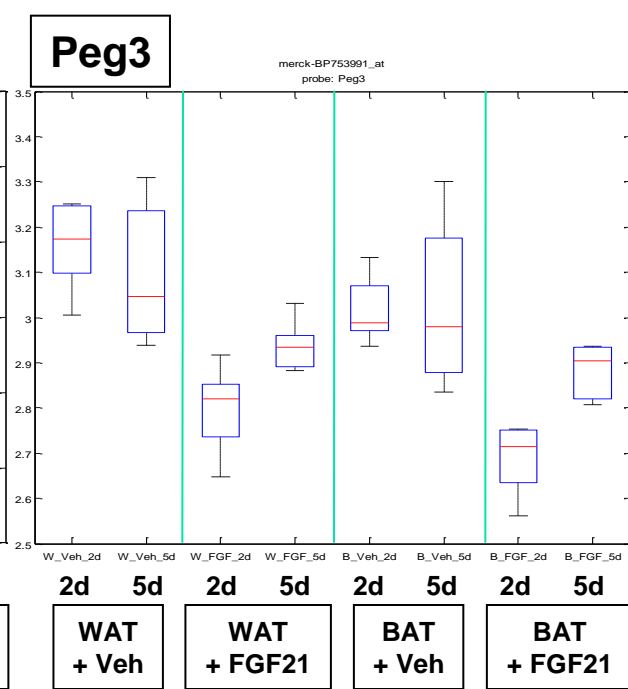

X Supplemental Figure S4

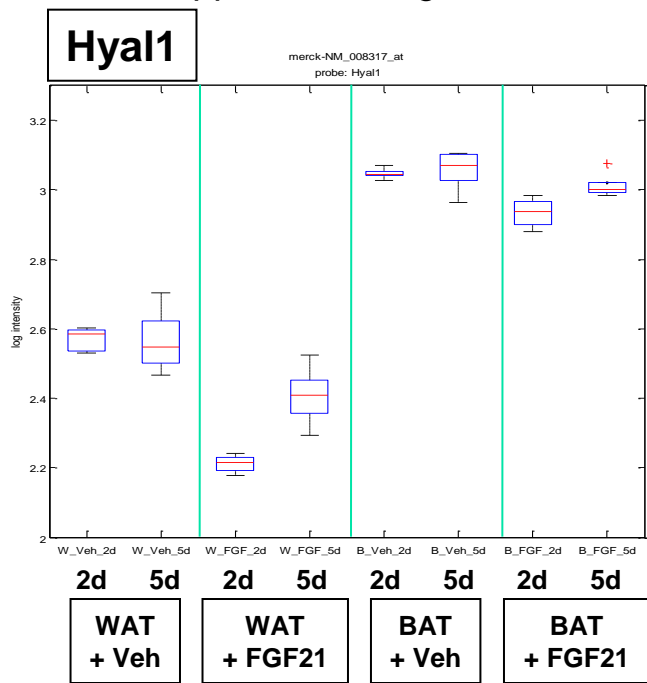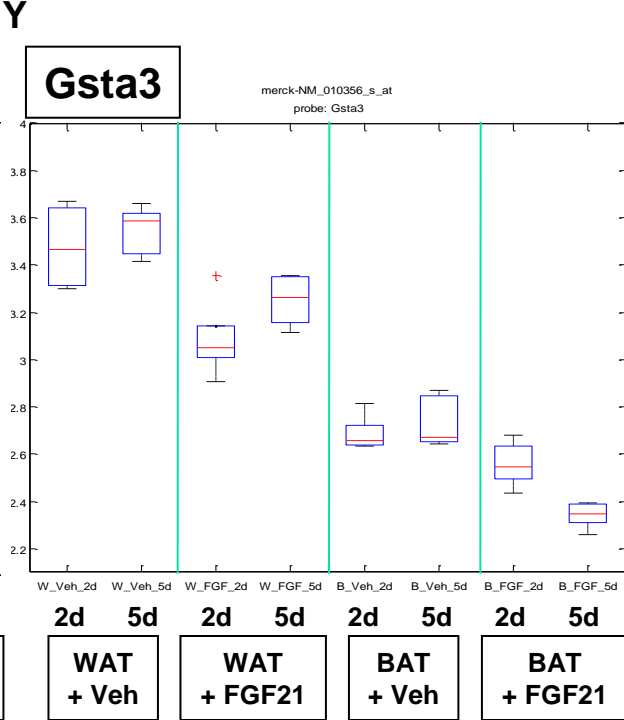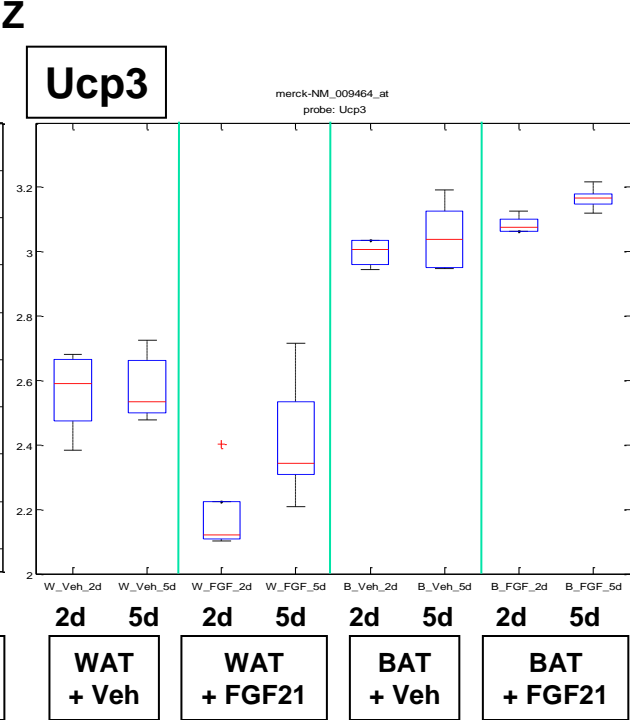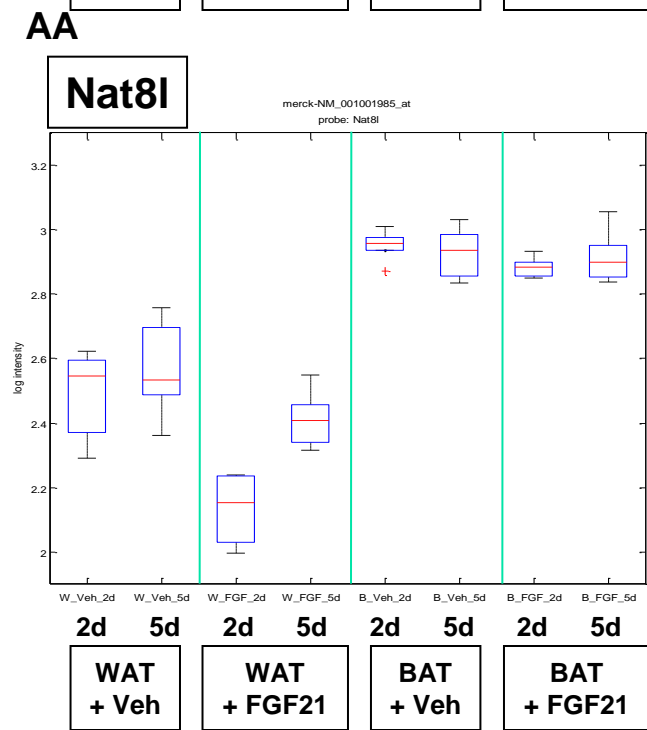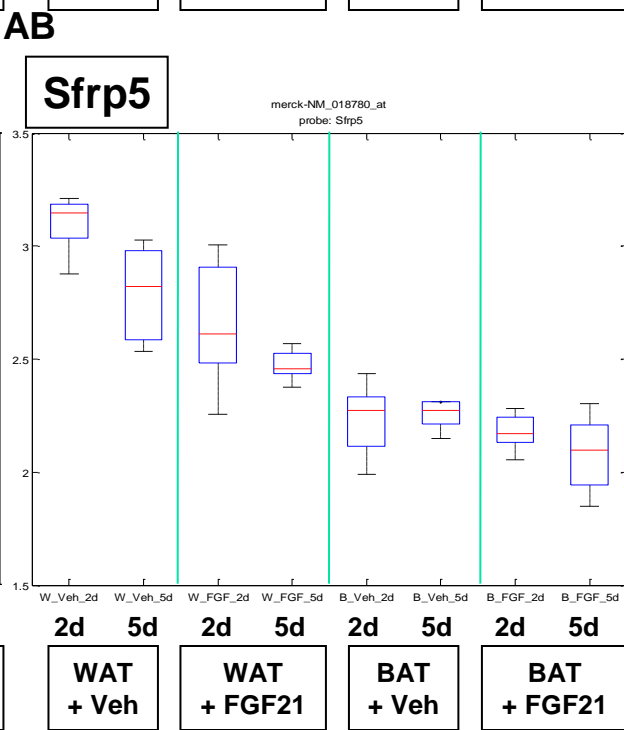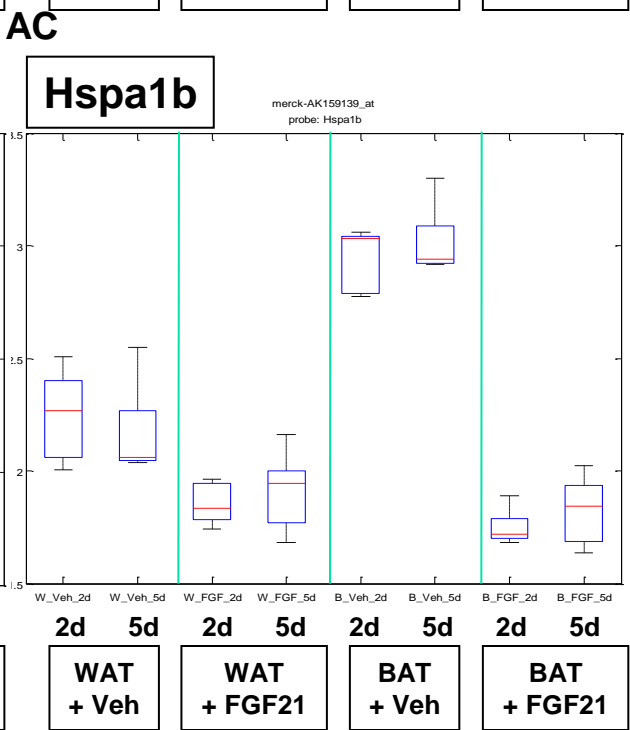

AD Supplemental Figure S4

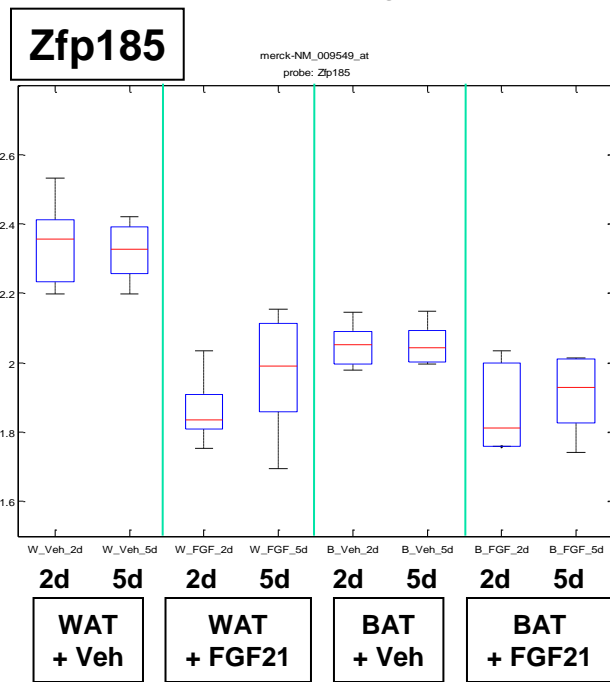

AE

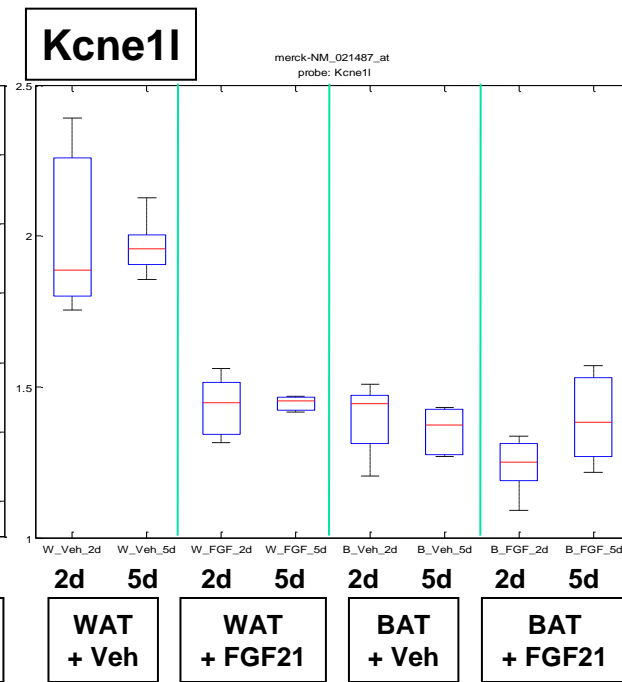

AF

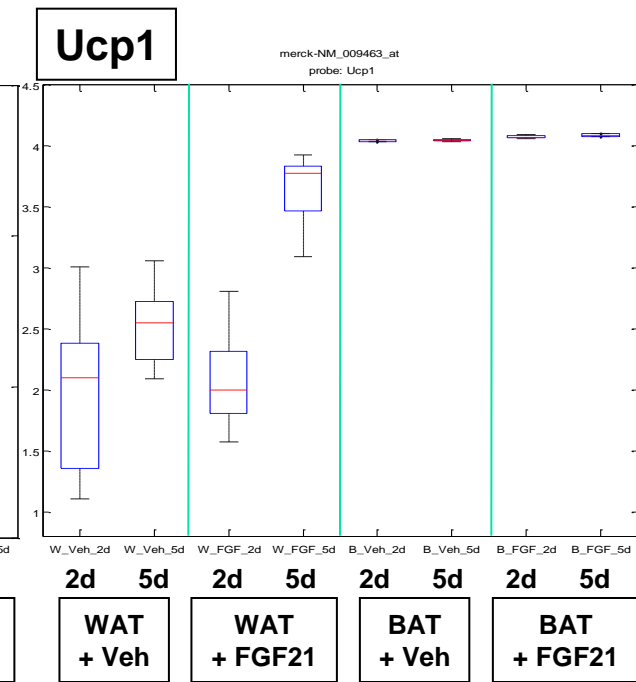

**Supplement:** Figure S4 — Acute FGF21 treatment-induced RNA markers in white adipose tissues. Plotted in the box plots are the logIntensity values for the top 32 RNA markers identified in WAT following acute FGF21 treatment (Figure 2 and Table 1). The data plotted is from IWAT and BAT of WT-chow fed mice after either vehicle or PEG30-FGF21 Q108 (2.5 mg/kg) treatment (at both time points, 2 and 5 days). Ucp1 (AF) was added as a white adipose “browning” control.

How the deposited data were processed for this re-analysis (not part of the article)

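Gene expression was measured on 468 custom Affymetrix mouse arrays, each labelled with 1 depot, model, treatment, day and replicate number, from IWAT, EWAT, RPWAT and BAT of WT-chow, WT-HFD and db/db-chow mice. Each model received vehicle, WT FGF21 at 1.25 mg/kg BID, or PEG30-FGF21 Q108 at 0.75 or 2.5 mg/kg BIW, for 2 d or 5 d, which gives 96 groups of 3 to 5 mice. The depots of a mouse are not linked by the labels, so that the main fits did not treat arrays of different depots as from the same mouse. The redrawn labels of the N-way test used the same draw in every depot for arrays of the same group and replicate number. The block alternative for the difference between BAT and IWAT also joined such arrays. The number of arrays limits the precision of each value.

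The authors processed the scans with RMA in Rosetta Resolver, for which no version is given in the sources used here, and deposited 1 value table in linear intensity units, from 1.653 to 22400. From the deposited intensity, log2 values were computed here with no further scaling. Arrays of 1 depot and model have close distributions, with a mean SD of sorted log2 values of 0.025 to 0.038, but 0.10 in IWAT of db/db-chow mice. The level differs between many of the 12 such sets, so each contrast of a treatment with vehicle compares only arrays of 1 set, although the fit pools the spread over all arrays of a depot, and levels set across models or depots are given without a test. Gene names come from the platform annotation, which gives 1 symbol for 30342 of 43681 probe sets, none for 13339 and several for 0. A further 200 were named from the paper's tables, and for 295 the annotation and the paper's tables give different symbols, of which the annotation's was used. 0 control probe sets were present and no filter was applied to the probe sets tested.

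Treatment was tested against vehicle with limma 3.58.1 in R 4.3.3, with the group means of all arrays of a depot in 1 fit, a trend in the prior variance and Benjamini-Hochberg adjustment. A probe set was counted as changed at an adjusted p under 0.05 and a fold of at least 1.2, and a named gene or list member at that adjusted p alone. The main effect of FGF21 over models and days was taken from an N-way model with interactions, at an unadjusted p under 0.001 as in the methods. Steps that follow the paper's thresholds used a fold of at least 1.5 or 1.2 and an unadjusted p under 0.05. Differences between days and between depots were tested as contrasts of responses. Of 30 gene lists, 2 were chosen by the study on these samples, and 443 of their 459 genes have a named probe set. Lists were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. The lists, thresholds, fits and most alternatives were fixed before the data were examined.

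The genes named are all genes of Tables 1 and 2 and those the results and discussion name, by the probe set of the paper's tables, whose values had been seen, the 10 highest rises and 10 largest falls past the test with every treated mouse beyond every vehicle mouse in IWAT at 2 d and in BAT at 2 d and 5 d, and up to 4 members of each list described, those with the smallest adjusted p or, where none passed, the highest mean. Where a gene has several probe sets, that of the paper or else the one with the highest mean was used. The alternatives were the paper's thresholds on limma, the methods' ANOVA, a fit of the compared groups only, a filter on probe sets below the median level of the depot, quantile normalization between the arrays of a depot, the replicate number as a block, array quality weights, other forms of the N-way model, averaging of probe sets, and leaving out each array or replicate number in turn. Alternatives added after seeing the data were a fit within depot and model, the fit without 2 IWAT arrays whose median correlation with the others of depot and model was under 0.95, and quantile normalization for levels set across models or depots. The methods' ANOVA for the 2-group step after the N-way test, the N-way alternatives for single genes, and the comparisons of doses with all their alternatives were also added then.

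The steps were tested before use on simulated data with known changes and noise drawn independently for each probe set and array. In IWAT of WT-chow mice at 2 d, 59 of 67 probe sets of 43681 with a simulated log2 change of 1 were recovered, 24 of 67 at 0.5 and 66 of 66 at 2, with 8 false calls. In BAT these were 65, 34 and 66, with 7 false calls. Quantile normalization over the depot, or over BAT and a WAT depot, shifted the median over all probe sets by -0.024 to 0.015 (log2) for treatment against vehicle, -1.17 to 0.21 for disease models against WT-chow and 0.63 to 1.95 for BAT against WAT. Each count was also set beside other splits of the same mice. The MAS5 present-call filter of the 1-way ANOVA was not used here. Enrichment against outside gene sets, and the paper's measurements other than arrays, were not analysed here.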

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

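The tests of stomach transcripts, of tissue from another organ, of a failed array and of the counts of BAT against those of IWAT were chosen only after the result was seen, as were the counts without the 2 IWAT arrays that stood apart.

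With WT FGF21 in WT-chow mice, cell cycle transcripts, which the paper's text does not discuss, rose at 2 d in RPWAT and EWAT. In RPWAT all 13 of 13 measured cell cycle genes rose (13 higher when adjusted over the list alone, camera adjusted p = 4.8e-22, adjusted p = 0.018 with an estimated correlation), among them the spindle checkpoint kinase Bub1 with a log2 change of 1.77 (SE 0.29, adjusted p = 8.1e-06) from limma, the DNA topoisomerase Top2a, 1.36 (SE 0.22), and the mitotic kinases Aurkb, 1.25 (SE 0.20), and Cdk1, 1.21 (SE 0.20). In EWAT 10 of 13 rose (13 higher when adjusted over the list alone, camera adjusted p = 7.4e-13, adjusted p = 0.067 with an estimated correlation), with Top2a at 1.20 (SE 0.22) and the cyclin Ccna2 at 1.08 (SE 0.21). At 5 d 1 rose in EWAT, and in limma none passed in RPWAT (1 higher at an unadjusted p under 0.05), in IWAT at 2 d (1 lower) or 5 d (0) or in BAT at either day (0 and 0). Over all models, days and FGF21 treatments none of the 13 passed the N-way test in limma in any of the 4 depots, with 2 higher in EWAT, 3 higher in RPWAT and 2 lower in BAT at an unadjusted p under 0.05. Of 18 immediate early transcription factors in EWAT, 8 rose and 1 fell at 2 d (8 higher and 1 lower when adjusted over the list alone, camera adjusted p = 3.4e-07, adjusted p = 0.067 with an estimated correlation), and 7 rose and 0 fell at 5 d (7 higher and 2 lower when adjusted over the list alone, camera adjusted p = 1.1e-08, adjusted p = 0.031 with an estimated correlation). The zinc finger factor Egr2 rose by 3.39 (SE 0.33, adjusted p = 2.3e-13) at 2 d and 3.60 (SE 0.33) at 5 d, Egr1 by 2.74 (SE 0.29) and 2.82 (SE 0.29), and the ERK-responsive gene Ier2 by 1.92 (SE 0.15) and 2.01 (SE 0.15). At 5 d in EWAT, 9 of 10 clock genes of the Rev-erb and PAR bZIP arm rose (9 higher when adjusted over the list alone, camera adjusted p = 1.8e-15, adjusted p = 5.7e-04 with an estimated correlation), such as the clock repressor Per2, 1.39 (SE 0.21, adjusted p = 1.6e-06), the clock output factors Dbp, 1.73 (SE 0.29), and Tef, 0.82 (SE 0.14), and the nuclear receptor Nr1d1, 0.89 (SE 0.16). The threshold was missed with the methods' ANOVA after Benjamini-Hochberg adjustment for Cdk1 in RPWAT at 2 d and for Dbp in EWAT at 5 d, and other probe sets for Cdk1 (0.049) and Ier2 (-0.059 to -0.0063) did not pass, some of those of Ier2 with the opposite sign.

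In BAT of WT-chow mice at 5 d with PEG30-FGF21 Q108 (2.5 mg/kg), 15 of 21 extracellular matrix genes fell (1 higher and 15 lower when adjusted over the list alone, camera adjusted p = 1.6e-11, adjusted p = 0.026 with an estimated correlation). The fibrillar collagens Col3a1 and Col1a2 had log2 changes of -1.23 (SE 0.10, adjusted p = 4.9e-18) and -1.47 (SE 0.15), and Col6a1 and Col5a1 -1.08 (SE 0.12) and -1.49 (SE 0.18). Of 13 macrophage markers, 9 fell (10 lower when adjusted over the list alone, camera adjusted p = 1.6e-05, adjusted p = 0.31 with an estimated correlation), among them the complement gene C1qa, -0.90 (SE 0.17, adjusted p = 1.5e-05), the adaptor Tyrobp, -0.91 (SE 0.19), and the lysozyme Lyz2, -0.81 (SE 0.17). The paper discusses neither list in BAT.

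Across the arrays, 16 of 93 groups of 4 or 5 mice held an array whose median correlation with the other arrays of its depot and model lay further below the rest of its group than Dixon's 95% critical value allows. By chance about 1 in 20 groups, here 4.65, would hold one. In BAT, these were WT-chow 0.75 mg/kg PEG30-FGF21 Q108 at 2 d, replicate 3 (0.988 against 0.990 to 0.991), WT-chow 0.75 mg/kg PEG30-FGF21 Q108 at 5 d, replicate 1 (0.988 against 0.991 to 0.991), WT-chow WT FGF21 at 5 d, replicate 4 (0.987 against 0.990 to 0.991) and db/db-chow 2.5 mg/kg PEG30-FGF21 Q108 at 2 d, replicate 1 (0.990 against 0.992 to 0.992). In EWAT, these were WT-HFD vehicle at 2 d, replicate 5 (0.983 against 0.989 to 0.990), WT-chow WT FGF21 at 2 d, replicate 3 (0.986 against 0.988 to 0.988) and db/db-chow 0.75 mg/kg PEG30-FGF21 Q108 at 5 d, replicate 4 (0.974 against 0.990 to 0.992). In IWAT, these were WT-HFD 0.75 mg/kg PEG30-FGF21 Q108 at 2 d, replicate 4 (0.989 against 0.990 to 0.991), WT-HFD WT FGF21 at 5 d, replicate 3 (0.898 against 0.985 to 0.989), WT-chow 0.75 mg/kg PEG30-FGF21 Q108 at 2 d, replicate 3 (0.980 against 0.989 to 0.991) and db/db-chow vehicle at 2 d, replicate 2 (0.882 against 0.987 to 0.992). In RPWAT, these were WT-HFD 0.75 mg/kg PEG30-FGF21 Q108 at 2 d, replicate 1 (0.988 against 0.991 to 0.991), WT-HFD 2.5 mg/kg PEG30-FGF21 Q108 at 2 d, replicate 1 (0.987 against 0.990 to 0.992), WT-HFD vehicle at 5 d, replicate 2 (0.981 against 0.989 to 0.991) and db/db-chow 2.5 mg/kg PEG30-FGF21 Q108 at 5 d, replicate 1 (0.984 against 0.990 to 0.991). Another array of RPWAT was db/db-chow vehicle at 2 d, replicate 5 (0.975 against 0.986 to 0.990). Some of these arrays also differed from their group in markers of other tissues, as a median log2 difference. Epididymis and testis markers were 5.66 higher in the WT-HFD vehicle array of EWAT, and liver markers 3.46 higher in the db/db-chow array of EWAT. In the db/db-chow vehicle array of RPWAT, liver markers were 6.12 and skeletal muscle markers 3.22 higher, and red blood cell markers were 1.63 higher in the WT-HFD vehicle array of RPWAT. In the db/db-chow vehicle array of IWAT, skeletal muscle markers had a difference of -3.56 and epididymis and testis markers of 0.95, and in the WT-chow array of IWAT lymphocyte markers had a difference of -2.61. The liver and stomach lists were written after these arrays had been seen. No array was left out of the reported fits.

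Stomach transcripts stood far above the rest of the group in 1 array, labelled IWAT of a WT-HFD mouse with WT FGF21 at 5 d (replicate 3). All 14 stomach markers were higher than in every other array of the group, by a median of 9.03 on the log2 scale, and the most abundant of them, the chitinase Chia, the trefoil peptide Tff1 and the gastrokine Gkn2, reached 14.23, 14.18 and 14.09 against means of 5.04, 5.71 and 4.76. A failed array with noise over all transcripts is argued against by the adipocyte markers, a list not chosen for this array, whose median difference was -3.23, while 0 of 10000 random lists matched on mean level had a median as low (lowest -3.09). Tissue of another organ in the sample, in part or in place of IWAT, is a candidate explanation that the stomach markers cannot test, since they were listed after this array had been seen, with lymphocyte markers at -5.20 and macrophage markers at -3.02 against the rest of the group. Whether tissue or label was exchanged stays open, and no biological explanation was tested.

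Members of the immediate early and heat shock lists fell in WT-chow mice with PEG30-FGF21 Q108, whose tissue was taken 30 h after the last injection, against vehicle tissue taken 6 h after one. Over 65 falls of 23 genes, the median log2 change was -0.96 at 2.5 mg/kg, -0.76 at 0.75 mg/kg and -0.28 with WT FGF21, which shared the schedule of vehicle and reached 29.3% of the 2.5 mg/kg median (95% bootstrap interval 13.6% to 46.2%). These falls were picked against the same vehicle arrays from which the WT FGF21 change was taken, so a share above 0 arises without any effect of WT FGF21 and decides nothing here. By depot it was 21.4% for immediate early and -3.80% for heat shock transcripts in BAT, and 33.0% and 39.1% in RPWAT. The N-way test over all models, days and treatments had 5 chaperones higher and 3 lower in BAT, 3 and 2 in IWAT, 0 and 3 in EWAT, and 0 and 8 in RPWAT. Immediate early genes were 0 higher and 9 lower in BAT, 2 and 1 in IWAT, 2 and 4 in EWAT, and 1 and 5 in RPWAT. The injection schedule and the protein given cannot be told apart for these genes, because no vehicle group was sampled 30 h after an injection, and an effect of PEG30-FGF21 Q108 itself stays open.

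More probe sets changed in BAT than in IWAT of WT-chow mice at 2.5 mg/kg, 1549 against 242 at 2 d and 5552 against 413 at 5 d, ratios of 6.40 and 13.4. Without the 2 IWAT arrays that stood apart the IWAT counts were 1160 and 1305 and the ratios 1.34 and 4.25. Over the 20195 probe sets bright in both depots, above the median level of each, the median SD of IWAT was then 0.177 in place of 0.231, against 0.182 in BAT. At 2 d the wider spread from these arrays may therefore account for the difference, while at 5 d it is argued against as the whole cause. A higher background in IWAT is argued against as the whole cause at both days, since among 20195 probe sets bright in both depots the ratios were 5.79 and 11.3, though without the 2 arrays they were 1.18 and 3.93 and at 2 d little difference was left. A larger response of BAT at 5 d stays a hypothesis, with a median absolute log2 change over these bright probe sets of 0.181 in BAT and 0.125 in IWAT at 5 d, and 0.121 and 0.125 at 2 d.

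The difference between the responses of WT-chow mice to 2.5 mg/kg, as 5 d minus 2 d and as BAT minus IWAT, was tested itself in limma. The mice of the compared groups were split again in 100 ways, the real one included. Each split exchanged treated and vehicle mice within a day or depot, so an effect of treatment could itself enter the difference of 2 responses. The splits therefore cannot decide whether the 2 responses are equal, and chance is not called excluded from them. In IWAT it passed for 1 probe set and 10 of 100 splits gave a count as large (highest other 96 in all, 0 without replicates 4 or 5 and 4 without replicate 2). In EWAT it passed for 63 probe sets with a positive and 45 with a negative difference and 6 of 100 splits gave a count as large (highest other 696 in all, 6 to 54 without replicates 2, 3, 4 or 5 and 306 without replicate 1). In RPWAT it passed for 486 probe sets with a positive and 130 with a negative difference and 2 of 100 splits gave a count as large (highest other 777 in all), a share under 0.05 but with a larger count from another split (25 to 281 without replicates 2, 3, 4 or 5 and 953 without replicate 1). In BAT it passed for 462 probe sets with a positive and 407 with a negative difference and 7 of 100 splits gave a count as large (highest other 3598 in all, 355 to 564 without replicates 1, 2 or 3). In brackets are the total counts that moved over 1.5 times without 1 replicate number. The probe set of IWAT is merck-BB122147_at, which has no gene name here and was singled out after its value was seen. The probe sets whose response differed between BAT and IWAT were 114 at 2 d, 70 with a positive difference of BAT from IWAT and 44 with a negative one (highest other split 37, 16 to 74 without replicates 2, 3, 4 or 5, 399 without the 2 arrays), and 1151 at 5 d, 596 with a positive difference of BAT from IWAT and 555 with a negative one (highest other split 585, 515 to 704 without replicates 1, 3, 4 or 5, 2185 without the 2 arrays). No other split drawn reached these counts, but such splits have the limit given above. Splits with several times the real count, as in EWAT and BAT, can hold an effect of treatment in this way. They are not evidence of another structure of the samples.

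Other splits of the mice were set beside each count of probe sets changed by 2.5 mg/kg against vehicle, in 100 splits, or the 56 possible ones where a group held 3 mice. No other split drawn reached these counts, and at a share under 0.05 chance is called excluded for them. In IWAT, WT-chow at 5 d 413 (highest other 231), WT-HFD at 2 d 178 (highest other 30) and db/db-chow at 5 d 44 (highest other 24). In EWAT, WT-chow at 2 d 1010 (highest other 372), WT-chow at 5 d 1456 (highest other 867), WT-HFD at 2 d 654 (highest other 371), WT-HFD at 5 d 1637 (highest other 631) and db/db-chow at 5 d 433 (highest other 131). In RPWAT, WT-chow at 2 d 755 (highest other 497), WT-chow at 5 d 1654 (highest other 1340) and WT-HFD at 2 d 616 (highest other 392). In BAT, WT-chow at 2 d 1549 (highest other 480), WT-chow at 5 d 5552 (highest other 1938), WT-HFD at 2 d 2270 (highest other 1667), WT-HFD at 5 d 5225 (highest other 2971), db/db-chow at 2 d 3562 (highest other 1063) and db/db-chow at 5 d 7206 (highest other 3031). Other splits reached the count in IWAT of WT-chow at 2 d 242 (highest other 242, 2 of 100 splits), EWAT of db/db-chow at 2 d 82 (highest other 379, 4 of 100 splits), RPWAT of WT-HFD at 5 d 1835 (highest other 2434, 2 of 100 splits) and RPWAT of db/db-chow at 5 d 1091 (highest other 1635, 2 of 100 splits), the real split included, a share under 0.05, so that for these the real split is among the largest but not the largest alone. The share was 0.05 or more for the following, and chance cannot be excluded. In IWAT, WT-HFD at 5 d 719 (highest other 2954, 5 of 100 splits) and db/db-chow at 2 d 7280 (highest other 9722, 6 of 100 splits). In RPWAT, db/db-chow at 2 d 56 (highest other 292, 13 of 100 splits). A split with several times the real count points to a structure of the samples, whose source was not tested, as for IWAT of WT-HFD at 5 d, EWAT of db/db-chow at 2 d and RPWAT of db/db-chow at 2 d. For the N-way test chance can be excluded for 3255 in IWAT (highest other 352), 2930 in EWAT (highest other 197), 3506 in RPWAT (highest other 269) and 8424 in BAT (highest other 267). The same holds for 1082 probe sets shared by the WAT depots (highest other 2) and 1958 N-way probe sets also changed in BAT (27). Of the shared ones, 177 also changed in IWAT (0), but redraws left at most 2 for this step, so it was not tested by itself. For the 7863 changed in at least 1 WAT depot no redraw was as large, but the highest was 7751 and the mean 56.6% of the count. Much of that count can therefore arise without the treatment labels.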

How the results depend on the processing

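The fit within depot and model, the fit without the 2 IWAT arrays that stood apart, the methods' ANOVA for the 2-group step, the comparisons of doses with all their alternatives, the N-way alternatives for single genes, and quantile normalization for levels across models or depots were chosen only after the result was seen.

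For 77 reported counts, 868 counts under an alternative stayed within 1.5 times the reported one and 258 did not. Of 328 calls of single genes, 151 were lost under at least 1 alternative, 109 with the methods' ANOVA after Benjamini-Hochberg adjustment, 81 when 1 array or replicate number was left out, 36 with only the compared groups in the fit and 7 after quantile normalization, and no called gene changed direction under these. In 27 cases a gene that had not passed did so under 1 alternative. Of 76 list results, 40 lost their call with an estimated correlation and none with the block. The number of arrays limits the precision, and the median level of a depot, below which probe sets were taken as dim, is not a detection limit. Leaving out arrays or groups also leaves fewer samples in the test, and beyond that the cause was not tested for any change.

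Within a depot and model the replicate numbers gave no sign of pairing mice of different groups. The correlation of deviations of arrays of 1 number from the group means was -0.034 to 0.012, and 77 of 468 arrays correlated best with their own number. Between depots, arrays of the same group and number had a mean correlation of 0.045 to 0.089. No value for other numbers was computed beside it, so whether such arrays come from the same mouse stays open. With the replicate number as a block, the day difference in IWAT was 2 probe sets in place of 1, the other counts stayed within 1.5 times, and the call of Fosb in BAT of WT-chow mice at 2 d with WT FGF21 was gained (adjusted p = 0.048 in place of 0.053, 0.015 to 0.26 over its alternatives) and the call of Kitl in IWAT of WT-chow mice at 2 d with PEG30-FGF21 Q108 2.5 mg/kg was lost (adjusted p = 0.054 in place of 0.048, 0.0029 to 0.57 over its alternatives).

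The reported counts of probe sets changed by PEG30-FGF21 Q108 (2.5 mg/kg), given as 2 d and 5 d, were in IWAT 242 and 413 in WT-chow, 178 and 719 in WT-HFD and 7280 and 44 in db/db-chow, in EWAT 1010 and 1456 in WT-chow, 654 and 1637 in WT-HFD and 82 and 433 in db/db-chow, in RPWAT 755 and 1654 in WT-chow, 616 and 1835 in WT-HFD and 56 and 1091 in db/db-chow, and in BAT 1549 and 5552 in WT-chow, 2270 and 5225 in WT-HFD and 3562 and 7206 in db/db-chow. At the paper's threshold in limma they were in IWAT 3201 and 3447 in WT-chow, 2386 and 4356 in WT-HFD and 12725 and 1680 in db/db-chow, in EWAT 3706 and 4493 in WT-chow, 3456 and 4807 in WT-HFD and 2752 and 3986 in db/db-chow, in RPWAT 3520 and 5533 in WT-chow, 3157 and 4992 in WT-HFD and 2517 and 4537 in db/db-chow, and in BAT 4235 in WT-chow at 2 d, 4944 in WT-HFD at 2 d and 6130 in db/db-chow at 2 d. The methods' ANOVA at that threshold gave in IWAT 3031 and 3630 in WT-chow, 2615 and 3325 in WT-HFD and 1591 and 2297 in db/db-chow, in EWAT 3114 and 3812 in WT-chow, 2868 and 3704 in WT-HFD and 2032 and 2720 in db/db-chow, in RPWAT 2510 and 4455 in WT-chow, 2745 and 3342 in WT-HFD and 1901 and 3758 in db/db-chow, and in BAT 3403 in WT-chow at 2 d and 3837 in WT-HFD at 2 d. After Benjamini-Hochberg adjustment this ANOVA gave in IWAT 14 and 56 in WT-chow, 28 and 9 in WT-HFD and 2 and 130 in db/db-chow, in EWAT 121 and 484 in WT-chow, 61 and 66 in WT-HFD and 7 and 8 in db/db-chow, in RPWAT 2 and 48 in WT-chow, 46 and 43 in WT-HFD and 3 and 638 in db/db-chow, and in BAT 260 and 3300 in WT-chow, 465 and 2623 in WT-HFD and 2032 in db/db-chow at 2 d. With only the compared groups in limma the counts were in IWAT 148 in WT-chow at 2 d, 177 in WT-HFD at 5 d and 12 and 519 in db/db-chow, in EWAT 420 and 630 in WT-HFD and 45 and 208 in db/db-chow, in RPWAT 102 and 665 in WT-chow, 258 in WT-HFD at 5 d and 35 in db/db-chow at 2 d, and in BAT 884 in WT-chow at 2 d and 1342 in WT-HFD at 2 d. Array quality weights gave in IWAT 1554 and 1596 in WT-chow, 1195 and 1645 in WT-HFD and 988 and 552 in db/db-chow, in EWAT 1182 in WT-HFD at 2 d and 193 and 285 in db/db-chow, and in RPWAT 1341 in WT-HFD at 2 d and 97 and 2139 in db/db-chow. Quantile normalization gave in IWAT 450 and 659 in WT-chow and 1231 in WT-HFD at 5 d, and in EWAT 271 in db/db-chow at 5 d. A fit within depot and model gave in IWAT 696 and 741 in WT-chow, 52 in WT-HFD at 2 d and 1673 and 196 in db/db-chow, and in RPWAT 323 and 1216 in WT-HFD and 198 in db/db-chow at 2 d. Without the 2 IWAT arrays that stood apart the counts were in IWAT 1160 and 1305 in WT-chow, 580 and 2181 in WT-HFD and 578 and 252 in db/db-chow. Counts not given for a setting stayed within 1.5 times, as did all 24 with the block and without dim probe sets.

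Leaving out each array of the compared groups in turn moved the counts in IWAT from 82 (without treated replicate 5) to 324 (without treated replicate 1) in WT-chow at 2 d, 202 (without vehicle replicate 2) to 488 (without treated replicate 2) in WT-chow at 5 d, 84 (without treated replicate 5) to 178 (without treated replicate 1) in WT-HFD at 2 d, 443 (without treated replicate 2) to 840 (without treated replicate 4) in WT-HFD at 5 d, 405 (without vehicle replicate 2) to 12768 (without vehicle replicate 3) in db/db-chow at 2 d and 24 (without vehicle replicate 2) to 46 (without treated replicate 4) in db/db-chow at 5 d. In EWAT, it moved them from 403 (without treated replicate 3) to 642 (without vehicle replicate 1) in WT-HFD at 2 d, 879 (without vehicle replicate 4) to 1870 (without treated replicate 1) in WT-HFD at 5 d, 41 (without vehicle replicate 1) to 95 (without treated replicate 5) in db/db-chow at 2 d and 185 (without treated replicate 3) to 551 (without vehicle replicate 3) in db/db-chow at 5 d. In RPWAT, it moved them from 388 (without treated replicate 2) to 819 (without vehicle replicate 5) in WT-chow at 2 d, 745 (without vehicle replicate 5) to 1896 (without treated replicate 1) in WT-chow at 5 d, 342 (without treated replicate 5) to 738 (without vehicle replicate 5) in WT-HFD at 2 d, 25 (without treated replicate 3) to 111 (without vehicle replicate 1) in db/db-chow at 2 d and 570 (without treated replicate 3) to 1476 (without vehicle replicate 5) in db/db-chow at 5 d.

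For the N-way test, a treatment factor of 4 levels gave 4912 probe sets in EWAT in place of 2930 and 1680 shared by the WAT depots in place of 1082. A Benjamini-Hochberg adjusted p under 0.05 gave 5218 in IWAT, 4471 in EWAT, 5317 in RPWAT and 1717 shared. Leaving out 1 replicate number moved the shared count from 700 (without replicate 5) to 962 (without replicate 3). The day difference was 2 probe sets in IWAT, 234 in EWAT and 1053 in RPWAT without dim probe sets, 2 in IWAT and 236 in EWAT after quantile normalization, and 3 in IWAT without the 2 arrays that stood apart. Leaving out 1 replicate number moved it over 0 to 4 in IWAT, 6 to 306 in EWAT, 25 to 953 in RPWAT and 355 to 665 in BAT, against 1 in IWAT, 63 positive and 45 negative in EWAT, 616 in RPWAT and 869 in BAT as reported. The difference between BAT and IWAT at 2 d was 114 as reported, 181 without dim probe sets, 172 after quantile normalization, 399 without the 2 arrays and 16 to 92 without 1 replicate number, and at 5 d 1151, 2185 without the 2 arrays and 515 to 1145 without 1 replicate number.

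Between 2.5 and 0.75 mg/kg in WT-chow mice, the count of probe sets that differed was in IWAT at 2 d 0, with 0 to 1 without 1 array, in IWAT at 5 d 3, with 5 after quantile normalization, 26 without the 2 arrays and 0 to 24 without 1 array, in EWAT at 2 d 124, with 43 without dim probe sets and 12 to 211 without 1 array, in EWAT at 5 d 100, with 260 without dim probe sets and 4 to 568 without 1 array, in RPWAT at 2 d 20, with 33 without dim probe sets, 41 after quantile normalization and 0 to 109 without 1 array, in RPWAT at 5 d 83, with 149 without dim probe sets and 6 to 181 without 1 array, in BAT at 2 d 175, with 27 to 264 without 1 array, and in BAT at 5 d 19, with 31 after quantile normalization and 0 to 26 without 1 array.

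For the Table 1 markers whose treatment change was opposite to the disease difference, the count was 10 in place of 16 in IWAT of WT-HFD mice at 5 d with treatment in WT-chow after quantile normalization over the depot and with the vehicles of the other day, and 9 in place of 14 in RPWAT of db/db-chow mice at 5 d with the vehicles of the other day.

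Another probe set of the gene turned the direction in 8 results. For Nav3 at 2 d the log2 change was -0.11 in IWAT, -0.12 in EWAT and -0.12 in RPWAT in place of 1.14, 1.12 and 1.13. For Ier2 in EWAT with WT FGF21 it was -0.059 at 2 d and -0.0063 at 5 d in place of 1.92 and 2.01. In BAT at 5 d it was -0.072 for Akt2, 0.099 for Per3 and -0.39 for Nagk in place of 0.85, -1.19 and 0.21.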

Differences from the paper's values

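The quantile normalization over a depot for disease levels and browning, the fit without the 2 IWAT arrays and the methods' ANOVA for the 2-group step were chosen after seeing the values.

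Over the WAT depots of WT-chow mice at 2 d, the paper gives approximately 2500 probe sets changed at least 1.2-fold at a p under 0.05 in at least 1 depot, out of the set that passed its filters, and 7863 of 43681 passed here at the same thresholds. The populations differ, since the filter on present calls was not used here. None of the alternatives set before the data were examined reaches the paper's count, with 5356 without dim probe sets, 8568 after quantile normalization, 7813 with the replicate number as a block and 7415 to 8278 without 1 replicate number. Of those chosen after seeing the values, the fit without the 2 IWAT arrays gave 8572 and the methods' ANOVA 6630.

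For Dusp4 in BAT, Table S5 gives the paper's folds as 2.65 at 2 d and 2.20 at 5 d, and those computed here for the same probe set are 3.26 and 2.61. Of the alternatives set before the data were examined, quantile normalization gave 3.06, which differs, and 2.44 at 5 d, which lies within the replicate SD of the paper's value. The other probe set of the gene gave 2.52 at 2 d, within the replicate SD of the paper's value, and 3.93 at 5 d, which differs. Leaving out 1 array gave 3.12 to 3.36 and 2.52 to 2.69, and all of these differ. The block, the filter on dim probe sets, the fit of the compared groups only and the methods' ANOVA left the folds as they are and differ.

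The paper's Table S1 compares WT-HFD with WT-chow vehicle mice. Over the 1015 probe sets of the copy used, the paper's median log2 differences are 0.032, 0.12, 0.074, 0.094 and 0.072 for IWAT 2 d, EWAT 2 d, EWAT 5 d, RPWAT 2 d and RPWAT 5 d, and those of the deposited values, which appear normalized separately for each model, are -0.17, 1.14, 1.08, 0.65 and 0.63. Of the alternatives set before the data were examined, the vehicles of the other day gave -0.20, 1.08, 1.14, 0.63 and 0.65, and leaving out 1 vehicle array gave -0.20 to -0.15, 1.12 to 1.15, 1.07 to 1.10, 0.64 to 0.67 and 0.60 to 0.65, and all of these differ. After quantile normalization over all arrays of the depot, chosen after seeing the values, they are 0.039, 0.036, 0.013, 0.065 and 0.039, against an SD between arrays of 0.073, 0.032, 0.031, 0.032 and 0.042 for this median. They lie within that SD of the paper's for IWAT 2 d, RPWAT 2 d and RPWAT 5 d and differ for EWAT 2 d and EWAT 5 d. Single probe sets then had the sign of the paper's value in 769, 844, 882, 916 and 894 of 1015. The paper's values differ from the deposited ones by a median of 0.20, -1.03, -1.03, -0.57 and -0.57, with a median absolute difference of 0.0968, 0.0805, 0.0785, 0.0567 and 0.0576 after it is taken off, and a highest of 0.86, 1.78, 1.73, 0.83 and 0.89. Across probe sets, which are not independent replicates, the correlations with the deposited differences are 0.73, 0.86, 0.87, 0.93 and 0.93.

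The paper places Jun, Slc1a3 and Slc6a8 among the genes of its signature shared by the WAT depots. In IWAT they did not pass the N-way test here, with log2 differences of -0.16 (SE 0.066, p = 0.016, n = 90 FGF21 and 30 vehicle arrays), 0.21 (SE 0.065, p = 0.0017) and -0.20 (SE 0.074, p = 0.0076), while in EWAT and RPWAT all 3 passed. For Jun the call is reached by quantile normalization (-0.20), leaving out replicate 2 (-0.24) and leaving out the 2 IWAT arrays (-0.23), for Slc1a3 by leaving out replicate 2 (0.27) and leaving out the 2 IWAT arrays (0.26), and for Slc6a8 by quantile normalization (-0.23), leaving out replicate 2 (-0.28) and leaving out the 2 IWAT arrays (-0.28). The paper gives Glut1 as another name of Slc1a3. Slc1a3 encodes a glutamate transporter, and Glut1 is Slc2a1.

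The paper states that most of the Table 1 markers moved toward the BAT level in WAT, and about 18 to 20 of 32 do so in IWAT in Figure S4, read by eye. Over the deposited values, which appear normalized separately for BAT and WAT, 14 and 15 of 32 did so in IWAT at 2 d and 5 d, 16 and 15 in EWAT and 16 and 15 in RPWAT. After quantile normalization over both depots, chosen after seeing the values, they are 21 and 19, 20 and 19 and 19 and 18.

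The paper states that Sfrp5 was higher in the WAT depots of db/db-chow than of WT-chow mice. Over the deposited values, which appear normalized separately for each model, the vehicle log2 difference was positive in 5 of 6 comparisons of depot and day, and was -0.73 in RPWAT at 2 d. After quantile normalization over the depot, chosen after seeing the values, it was also below 0 in EWAT at 2 d, -0.11, and in RPWAT at 5 d, -0.055, with 1.60 and 2.80 in IWAT.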

Other observations

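The tests of other splits of the mice for the comparison of doses were chosen only after the result was seen.

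Clock genes changed with PEG30-FGF21 Q108 (2.5 mg/kg) in WT-chow mice. Of 10 genes of the Rev-erb and PAR bZIP arm, 2 rose in IWAT at 2 d (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.016, adjusted p = 0.65 with an estimated correlation), the output factor Dbp, 1.50 (SE 0.29, adjusted p = 0.0017) from limma, and the nuclear receptor Nr1d1, 0.92 (SE 0.19). Both also rose in EWAT at 2 d, Dbp by 1.20 (SE 0.31) and Nr1d1 by 0.95 (SE 0.16) (2 higher when adjusted over the list alone, camera adjusted p = 0.13). In BAT 2 fell at 2 d (2 lower when adjusted over the list alone, camera adjusted p = 0.080) and 3 at 5 d (3 lower when adjusted over the list alone, camera adjusted p = 0.0085, adjusted p = 0.37 with an estimated correlation), the repressor Per1 with -1.89 (SE 0.27) and -1.86 (SE 0.27), Per2 with -1.89 (SE 0.31) and -2.24 (SE 0.31), and Per3 with -1.19 (SE 0.25) at 5 d. Of 5 genes of the Bmal1 arm, 2 fell in BAT at 2 d (2 lower when adjusted over the list alone, camera adjusted p = 9.3e-04, adjusted p = 0.080 with an estimated correlation), the repressors Nfil3, -1.47 (SE 0.21, adjusted p = 6.6e-07), and Cry1, -0.75 (SE 0.23). In RPWAT Nfil3 fell with -0.99 (SE 0.27, adjusted p = 0.030) at 2 d (3 lower when adjusted over the list alone, camera adjusted p = 0.014, adjusted p = 0.20 with an estimated correlation). In IWAT no gene of this arm passed limma at 2 d (3 lower when adjusted over the list alone, camera adjusted p = 6.1e-04, adjusted p = 0.12 with an estimated correlation), where 3 were lower at an unadjusted p under 0.05, and Arntl (Bmal1) itself had a log2 change of -0.59 (SE 0.19, adjusted p = 0.17). At 0.75 mg/kg 6 genes of the Rev-erb and PAR bZIP arm fell in BAT at 2 d (6 lower when adjusted over the list alone, camera adjusted p = 1.2e-07, adjusted p = 0.033 with an estimated correlation), and 8 immediate early transcription factors fell at 2 d (12 lower when adjusted over the list alone, camera adjusted p = 2.6e-08, adjusted p = 0.033 with an estimated correlation) and 9 at 5 d (9 lower when adjusted over the list alone, camera adjusted p = 9.4e-07, adjusted p = 0.083 with an estimated correlation). The vehicle tissue was taken 6 h and the PEG30-FGF21 Q108 tissue 30 h after an injection. Single arrays decided the call in EWAT at 2 d for Dbp (treated replicates 1, 4 or 5 or vehicle replicates 4 or 5, adjusted p 0.0011 to 0.11), in BAT at 2 d for Cry1 (treated replicates 1, 2, 4 or 5 or vehicle replicates 1, 4 or 5, adjusted p 0.0065 to 0.17) and in RPWAT at 2 d for Nfil3 (treated replicates 2, 4 or 5 or vehicle replicates 4 or 5, adjusted p 0.0061 to 0.20). The call also ended with only the 2 compared groups in the fit for Dbp in IWAT at 2 d, for Dbp in EWAT at 2 d, for Cry1 in BAT at 2 d and for Nfil3 in RPWAT at 2 d, with the methods' ANOVA after Benjamini-Hochberg adjustment for Dbp and Nr1d1 in IWAT at 2 d, for Dbp and Nr1d1 in EWAT at 2 d, for Nfil3 and Cry1 in BAT at 2 d and for Nfil3 in RPWAT at 2 d and after quantile normalization between the arrays of the depot for Cry1 in BAT at 2 d, and other probe sets of Per3 (0.099) did not pass, some of those of Per3 with the opposite sign.

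In IWAT of WT-chow mice at 5 d, 4 of 27 oxidative phosphorylation genes rose at 2.5 mg/kg (11 higher when adjusted over the list alone, camera adjusted p = 2.3e-15, adjusted p = 0.19 with an estimated correlation), cytochrome c Cycs by 0.70 (SE 0.12, adjusted p = 1.5e-04), the complex I subunit Ndufb3 by 0.33 (SE 0.072), the ATP synthase subunit Atp5b by 0.19 (SE 0.047) and the complex III subunit Uqcrfs1 by 0.45 (SE 0.12). Of 8 endothelial markers in BAT at 5 d, the VEGF receptor Kdr rose by 0.53 (SE 0.087, adjusted p = 1.4e-06) and Emcn by 0.39 (SE 0.12), and the receptor Tie1 fell with -0.35 (SE 0.11) (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.47). In IWAT at 2 d no endothelial marker passed limma (3 lower when adjusted over the list alone, camera adjusted p = 4.9e-06, adjusted p = 0.24 with an estimated correlation), with 5 lower at an unadjusted p under 0.05. Of the macrophage markers in EWAT at 5 d, Lyz2, -0.27 (SE 0.071, adjusted p = 0.0096), and Tyrobp, -0.46 (SE 0.14), fell (4 lower when adjusted over the list alone, camera adjusted p = 3.0e-05, adjusted p = 0.38 with an estimated correlation). Of 8 genes of the hexosamine pathway, which makes UDP-GlcNAc, the acetyltransferase Gnpnat1, 0.80 (SE 0.13, adjusted p = 7.2e-06), and Uap1, 0.42 (SE 0.12), rose in EWAT at 5 d (4 higher when adjusted over the list alone, camera adjusted p = 0.054). In BAT at 5 d the rate-limiting Gfpt1, -0.64 (SE 0.15, adjusted p = 8.0e-04), and Gfpt2, -0.79 (SE 0.24), fell and Nagk rose by 0.21 (SE 0.071) (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.80, median 0.022, mean -0.12 and camera direction down). Of 14 p53 pathway genes in BAT at 5 d, Gadd45a rose by 0.96 (SE 0.23, adjusted p = 0.0014), and Gadd45g, -0.80 (SE 0.22), and Ccnd2, -0.35 (SE 0.11), fell (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.80, median 0.011, mean -0.041 and camera direction down). Klb, the co-receptor of FGF21, rose by 0.80 (SE 0.19, adjusted p = 0.0034) in RPWAT at 5 d. The call ended when 1 array was left out in IWAT at 5 d for Ndufb3 (treated replicate 3, adjusted p 0.0044 to 0.065), Atp5b (treated replicates 3, 4 or 5 or vehicle replicates 1 or 2, adjusted p 0.0081 to 0.095) and Uqcrfs1 (treated replicates 1, 3, 4 or 5 or vehicle replicates 1, 2 or 5, adjusted p 0.010 to 0.26), in BAT at 5 d for Emcn (treated replicate 3 or vehicle replicate 5, adjusted p 0.0090 to 0.071), Tie1 (treated replicate 5 or vehicle replicates 4 or 5, adjusted p 0.0063 to 0.059), Gfpt2 (treated replicate 2 or vehicle replicate 3, adjusted p 0.0067 to 0.054), Nagk (treated replicates 3 or 4 or vehicle replicate 1, adjusted p 0.016 to 0.17), Gadd45g (vehicle replicate 5, adjusted p 0.0016 to 0.066) and Ccnd2 (treated replicate 1 or vehicle replicate 1, adjusted p 0.019 to 0.071), in EWAT at 5 d for Lyz2 (treated replicate 3, adjusted p 5.3e-04 to 0.055), Tyrobp (treated replicates 2, 3, 4 or 5 or vehicle replicates 1, 3, 4 or 5, adjusted p 0.023 to 0.14) and Uap1 (treated replicates 2 or 4 or vehicle replicates 3 or 4, adjusted p 0.019 to 0.088) and in RPWAT at 5 d for Klb (vehicle replicate 5, adjusted p 0.0024 to 0.096). Calls were also lost with the methods' ANOVA after Benjamini-Hochberg adjustment for Cycs, Ndufb3, Atp5b and Uqcrfs1 in IWAT at 5 d, for Emcn, Tie1, Gfpt1, Gfpt2, Nagk and Gadd45g in BAT at 5 d, for Lyz2 and Tyrobp in EWAT at 5 d and for Klb in RPWAT at 5 d and with only the 2 compared groups in the fit for Atp5b and Uqcrfs1 in IWAT at 5 d, for Lyz2 in EWAT at 5 d and for Nagk in BAT at 5 d, and other probe sets for Cycs (0.37), Uap1 (0.099 to 0.49), Nagk (-0.39) and Ccnd2 (-0.35) did not pass, some of those of Nagk with the opposite sign.

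The higher and lower doses of PEG30-FGF21 Q108 were compared directly in WT-chow mice in limma, as 2.5 against 0.75 mg/kg. In IWAT, at 2 d 0 probe sets differed, 1081 at an unadjusted p under 0.05 (highest other 8, and a count of 0 leaves the other splits nothing to test, 1 without 0.75 mg/kg replicates 1 or 4), and at 5 d 3 probe sets differed, 3 higher and 0 lower, 1212 at an unadjusted p under 0.05 (highest other 1, 1 of 100 splits as large, the real one, 0 without 2.5 mg/kg replicates 3 or 4 or 0.75 mg/kg replicates 2, 3 or 5 and 7 to 24 without 2.5 mg/kg replicates 2 or 5, 5 after quantile normalization, 26 without the 2 IWAT arrays that stood apart). In EWAT, at 2 d 124 probe sets differed, 6 higher and 118 lower (highest other 412, 10 of 35 splits as large, chance cannot be excluded, 12 to 28 without 0.75 mg/kg replicates 1 or 3 and 209 to 211 without 0.75 mg/kg replicates 2 or 4, 43 without dim probe sets), and at 5 d 100 probe sets differed, 75 higher and 25 lower (highest other 97, 1 of 100 splits as large, the real one, 4 to 65 without 2.5 mg/kg replicates 2, 3, 4 or 5 or 0.75 mg/kg replicates 3, 4 or 5 and 250 to 568 without 2.5 mg/kg replicate 1 or 0.75 mg/kg replicate 1, 260 without dim probe sets). In RPWAT, at 2 d 20 probe sets differed, 5 higher and 15 lower (highest other 130, 6 of 35 splits as large, chance cannot be excluded, 0 to 3 without 2.5 mg/kg replicates 2 or 5 or 0.75 mg/kg replicates 1 or 3 and 64 to 109 without 2.5 mg/kg replicates 3 or 4 or 0.75 mg/kg replicate 4, 33 without dim probe sets, 41 after quantile normalization), and at 5 d 83 probe sets differed, 24 higher and 59 lower (highest other 419, 4 of 100 splits as large, a share under 0.05 but with a larger count from another split, 6 to 50 without 2.5 mg/kg replicates 2, 3 or 4 or 0.75 mg/kg replicates 1, 2, 3, 4 or 5 and 181 without 2.5 mg/kg replicate 1, 149 without dim probe sets). In BAT, at 2 d 175 probe sets differed, 61 higher and 114 lower (highest other 111, 1 of 100 splits as large, the real one, 27 to 113 without 2.5 mg/kg replicates 2 or 5 or 0.75 mg/kg replicates 1, 2 or 5 and 264 without 0.75 mg/kg replicate 4), and at 5 d 19 probe sets differed, 9 higher and 10 lower (highest other 13, 1 of 100 splits as large, the real one, 0 to 10 without 2.5 mg/kg replicates 2, 3 or 4 or 0.75 mg/kg replicates 2, 3, 4 or 5, 31 after quantile normalization). The 3 probe sets of IWAT at 5 d were singled out after their values were seen, and are merck-AK037750_at (1.52, SE 0.31, adjusted p = 0.043), A830018L16Rik (1.28, SE 0.25, adjusted p = 0.025) and Elovl3 (1.88, SE 0.35, adjusted p = 0.022), higher at 2.5 mg/kg. Elovl3 is a fatty acid elongase of brown and beige fat, and the probe set given by its ID has no gene name here. A split with several times the real count, as in EWAT at 2 d and RPWAT at both days, points to a structure of the samples whose source was not tested. Counts in brackets without a replicate of 1 dose moved over 1.5 times. Where only the real split reached its count, some possible splits were not drawn. Single arrays also moved these counts, so chance is not excluded for them.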
